# Runx2 and Runx3 differentially regulate articular chondrocytes during surgically induced osteoarthritis development

**DOI:** 10.1038/s41467-022-33744-5

**Published:** 2022-10-19

**Authors:** Kosei Nagata, Hironori Hojo, Song Ho Chang, Hiroyuki Okada, Fumiko Yano, Ryota Chijimatsu, Yasunori Omata, Daisuke Mori, Yuma Makii, Manabu Kawata, Taizo Kaneko, Yasuhide Iwanaga, Hideki Nakamoto, Yuji Maenohara, Naohiro Tachibana, Hisatoshi Ishikura, Junya Higuchi, Yuki Taniguchi, Shinsuke Ohba, Ung-il Chung, Sakae Tanaka, Taku Saito

**Keywords:** Osteoarthritis, Cartilage, Transcriptional regulatory elements, Osteoarthritis

## Abstract

The Runt-related transcription factor (Runx) family plays various roles in the homeostasis of cartilage. Here, we examined the role of Runx2 and Runx3 for osteoarthritis development in vivo and in vitro. *Runx3-*knockout mice exhibited accelerated osteoarthritis following surgical induction, accompanied by decreased expression of lubricin and aggrecan. Meanwhile, *Runx2* conditional knockout mice showed biphasic phenotypes: heterozygous knockout inhibited osteoarthritis and decreased matrix metallopeptidase 13 (Mmp13) expression, while homozygous knockout of *Runx2* accelerated osteoarthritis and reduced type II collagen (Col2a1) expression. Comprehensive transcriptional analyses revealed lubricin and aggrecan as transcriptional target genes of Runx3, and indicated that Runx2 sustained *Col2a1* expression through an intron 6 enhancer when Sox9 was decreased. Intra-articular administration of Runx3 adenovirus ameliorated development of surgically induced osteoarthritis. Runx3 protects adult articular cartilage through extracellular matrix protein production under normal conditions, while Runx2 exerts both catabolic and anabolic effects under the inflammatory condition.

## Abstract (web summary)

Possible distinct contributions of Runx 2 and Runx3 in osteoarthritis have not been clarified. Nagata *et al*. show that Runx3 protects adult articular cartilage by extracellular matrix protein production in normal conditions, while Runx2 exerts both catabolic and anabolic effects during inflammation.

## Introduction

Osteoarthritis (OA) is the most prevalent form of the joint disease characterized by cartilage degeneration. Progression of OA eventually leads to disability in older adult patients, which imposes a great socioeconomic burden^1,2^. OA, a multifactorial disease, is caused by aging, inflammation, heavy weight, hard work, and other factors^3,4^. In the early stage of OA, cartilage degeneration is obvious in the superficial zone (SFZ) of articular cartilage, which has a specific role for joint lubricity by producing lubricin, encoded by the proteoglycan 4 (*Prg4*) gene^5,6^. Prg4-knockout (KO) mice display irregular surfaces at 2 months and subsequently exhibit non-inflammatory hyperplastic synovium^6^. The deeper zone (DZ) of articular cartilage consists of chondrocytes and extracellular matrix^7^. Chondrocytes maintain the equilibrium of extracellular matrix and cartilage homeostasis by producing cartilage matrix proteins such as type II collagen α1 (Col2a1) and proteoglycans including Aggrecan (Acan)^8,9^. Transcription of *Col2a1* is strongly induced by sex-determining region Y-box 9 (Sox9) through Sox9 consensus sites in introns 1 and 6^8,10–13^. Notably, SOX9 overexpression was shown to alleviate the progression of experimental OA^14^.

In contrast to such anabolic factors, matrix metalloproteinase 13 (Mmp13) plays essential roles in cartilage degeneration and OA development through the degradation of Col2a1^15–19^. MMP13 expression was low in normal and early degenerative cartilage, but strongly upregulated in late-stage OA specimens^20^. Increased MMP13 protein was observed in chondrocytes under inflammatory conditions, e.g., stimulation by interleukin-1-beta (IL-1β)^14^. Previous studies have revealed multiple transcription factors upstream of Mmp13 expression, including nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB)-associated factors^21^, hypoxia-inducible factor 2-alpha (HIF-2α)^20–24^, and Runt-related transcription factor 2 (Runx2)^17–19^.

The Runx family (Runx1/Runx2/Runx3) plays central roles in the development and homeostasis of cartilage and bone via the DNA-recognition consensus motif TG(T/C)GGT^25–27^. Runx2 was identified as the master regulator of chondrocyte maturation and endochondral ossification^28,29^. Runx2 directly induces many kinds of chondrocyte hypertrophy-related genes, such as *Mmp13*, and positively regulates hypertrophic differentiation of chondrocytes and ossification^27,30^. In *Runx2* heterozygous-knockout mice, OA development was significantly reduced, and expression of MMP13 was decreased^31^. Similar results were observed in tamoxifen-inducible chondrocyte-specific Runx2-knockout mice, in which mRNA levels of *Runx2* in cartilage were decreased by about half^32^. In addition, chondrocyte-specific Runx2 overexpression led to post-traumatic OA progression^33^. These in vivo data and other experimental findings consistently indicate the catabolic roles of Runx2 in articular cartilage^34,35^. Previous studies have also implicated Runx2 in skeletal development. *Runx2* homozygous-knockout embryos display remarkable impairment of endochondral ossification^28,29^. Runx2 is regarded as indispensable during the late stages of endochondral ossification, hypertrophic differentiation of chondrocytes, and osteoblast generation^35^. However, Kimura et al. showed that Runx1 and Runx2 cooperatively induce Sox5 and Sox6, leading to Col2a1 induction during skeletal growth^36^. Liao et al. reported that chondrocyte-specific knockout of *Runx2* during skeletal growth leads to decreased expression of *Col2a1* and *Mmp13* in temporomandibular joints^37^. Nevertheless, these anabolic roles of Runx2 in chondrocytes have not been displayed in adult articular cartilage.

In contrast to the complexity of Runx2 effects, previous studies congruously suggest chondrogenic effects of Runx1^38^. Runx1 enhances cartilage matrix production, whereas Runx1 deficiency accelerates OA progression^38^. Although Runx3 has been shown to promote aggrecan expression^39^ and is involved in regulation of chondrocyte proliferation and differentiation^40^, roles of Runx3 in articular cartilage have not been shown by in vivo experiments. Taken together, we hypothesized that Runx2 and Runx3 may have important roles in the maintenance of adult articular cartilage.

In this study, we examined the roles of Runx2 and Runx3 in OA development using conditional-knockout mice. We employed two surgical OA models in which inflammatory responses are deeply involved, as well as an aging model exhibiting more natural disease progression, in *Col2a1-Cre*^*ERT2*^ and *Prg4-Cre*^*ERT2*^ mice. We further analyzed mechanisms underlying the regulation of articular chondrocytes by Runx2 and Runx3 using chromatin immunoprecipitation sequencing (ChIP-seq) and RNA sequencing (RNA-seq). We found that Runx3 contributes to the maintenance of articular cartilage through the induction of extracellular matrix, while Runx2 exerts both catabolic and anabolic effects in a biphasic manner under the inflammatory condition.

## Results

### Expression of Runx2 and Runx3 in articular cartilage during the development of surgically induced OA

To examine Runx2, Runx3, and Sox9 expression in articular cartilage during OA development, we prepared an 8-week-old mouse OA model by surgical resection of the medial collateral ligament and medial meniscus (medial model)^41^. Immunohistochemistry of normal cartilage showed that Runx2 protein was predominantly located in the DZ of preoperative articular cartilage, while Runx3 and Sox9 were found in all layers (Fig. 1a). After surgery, Runx3 and Sox9 started to decrease in surgically treated knee joints, accompanied by Col2a1. Runx2 was continuously detected in the DZ. Immunohistochemistry revealed enhanced expression of Mmp13, especially 2 weeks after surgery and predominantly in the DZ of articular cartilage at 4, 6, and 8 weeks after surgery (Fig. 1a). We additionally examined changes in Runx2, Runx3, and Sox9 expression in articular cartilage with aging. In the knee joints of WT mice, their expression decreased over time and was markedly weakened at 12 months of age (Fig. 1b).

**Fig. 1:**
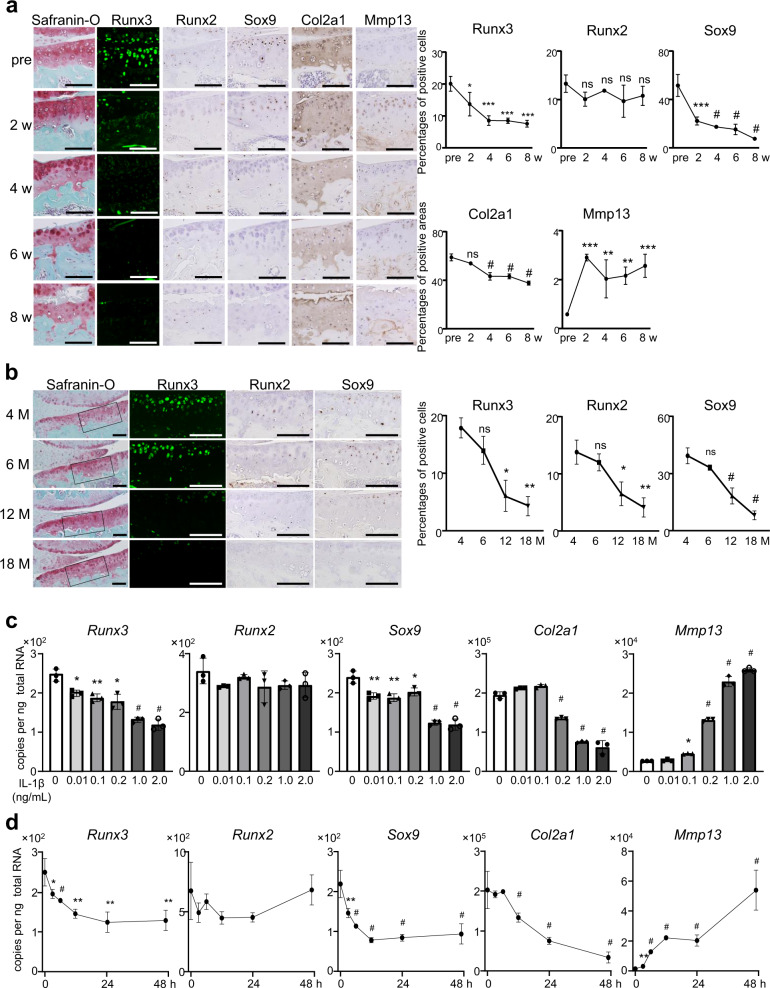
Expression of Runx3 and Runx2, during osteoarthritis (OA) development. **a** Immunofluorescence of chondrocyte markers during mouse OA development following resection of the medial meniscus and medial collateral ligament. Scale bars, 100 μm. Percentages of immunofluorescence-positive cells or areas in the Safranin-O-positive area are shown in right panels. **b** Immunohistochemistry of Runx3, Runx2, and Sox9 in knee joints of 4-, 6-, 12-, and 18-month-old mice. Scale bars, 100 μm. **c**, **d** mRNA levels of marker genes in mouse primary chondrocytes exposed to interleukin-1-beta (IL-1β) at concentrations ranging from 0.01 to 2 ng/mL for 24 h (**c**), or 1 ng/mL IL-1β for 0 − 48 h (**d**). Data are expressed as mean ± standard deviation (SD) of three biologically independent mice (**a**, **b**) or three experiments (**c**, **d**). *P < 0.05, **P < 0.01, ***P < 0.001, ^#^*P* < 0.0001; ns, not significant; ordinary one-way ANOVA with Dunnett’s multiple comparisons test (**a**, **b**), one-way ANOVA test with Turkey’s post hoc test (**c**, **d**).

We performed in vitro analyses to examine roles of Runx2 and Runx3 under inflammation using IL-1β, which is widely employed to model chondrocyte degradation^14,42–44^. Primary chondrocytes^45^ were exposed to IL-1β at different concentrations for 24 h (Fig. 1c); or 1 ng/mL IL-1β for 0−48 h (Fig. 1d). *Runx3* was downregulated by IL-1β exposure in dose- (Fig. 1c) and time-dependent manners (Fig. 1d), but levels of *Runx2* mRNA were unchanged following IL-1β exposure (Fig. 1c, d). Conversely, exposure to IL-1β elicited dose- and time-dependent upregulation of *Mmp13* and suppression of *Sox9*, followed by a decrease of *Col2a1* (Fig. 1c, d). These results indicate that exposure of in vitro chondrocyte to 1 ng/mL IL-1β for 24 h reproduces similar expression patterns of marker genes and proteins observed in vivo surgical OA models, including stable expression of *Runx2*, reduced *Runx3, Sox9,* and *Col2a1*, and increased *Mmp13*.

### Runx3 knockout accelerated OA development through Prg4 and Acan suppression

To reveal the roles of Runx3 in whole or SFZ articular cartilage after skeletal growth, we compared *Runx3*^*fl/fl*^ littermates^46^ (R3-Cntl) with *Col2a1-Cre*^*ERT2*^; *Runx3*^*fl/fl*^ (R3-cKO^ER^)^47^ and *Prg4-Cre*^*ERT2*^; *Runx3*^*fl/fl*^ (R3-pKO^ER^)^48^ mice. We prepared three distinct OA models (Supplementary Fig. 1a–c). As a result of the medial model^41^, OA development was significantly accelerated in R3-cKO^ER^ knee joints compared with R3-Cntl joints (Fig. 2a). In the articular cartilage of sham-operated R3-cKO^ER^ joints, Runx3-positive cells decreased by 70% (Fig. 2b). Positive areas of Acan and Prg4 decreased with Runx3 knockout (Fig. 2b). Similarly, OA development was significantly accelerated in R3-pKO^ER^ joints (Fig. 2c). In the articular cartilage of sham-operated R3-pKO^ER^ joints, Runx3-positive cells decreased by 40% and the positive area of Prg4 was decreased (Fig. 2d). In addition, 8 weeks after destabilizing the medial meniscus (DMM)^49^ as a minor injury-induced OA model, OA development was also significantly accelerated in 24-week-old R3-pKO^ER^ mice compared with R3-Cntl mice (Supplementary Fig. 2). In the aging model (Supplementary Fig. 1c), OA development was unchanged in R3-cKO^ER^ mice compared with R3-Cntl mice (Fig. 2e, f). In the articular cartilage of 18-month-old joints, the rates of Runx3-positive cells were not different for either genotype (Fig. 2f), probably because Runx3 expression decreased with aging, as shown in Fig. 1b. Expression of the marker proteins in both mice was similar as well (Fig. 2f). By *Runx3* knockout in the whole articular cartilage, chondrocyte apoptosis was not significantly changed in the sham side, the surgical OA model, or with aging, as well as by *Runx3* knockout in the SFZ articular cartilage of the sham side (Supplementary Fig. 3a–d).

**Fig. 2:**
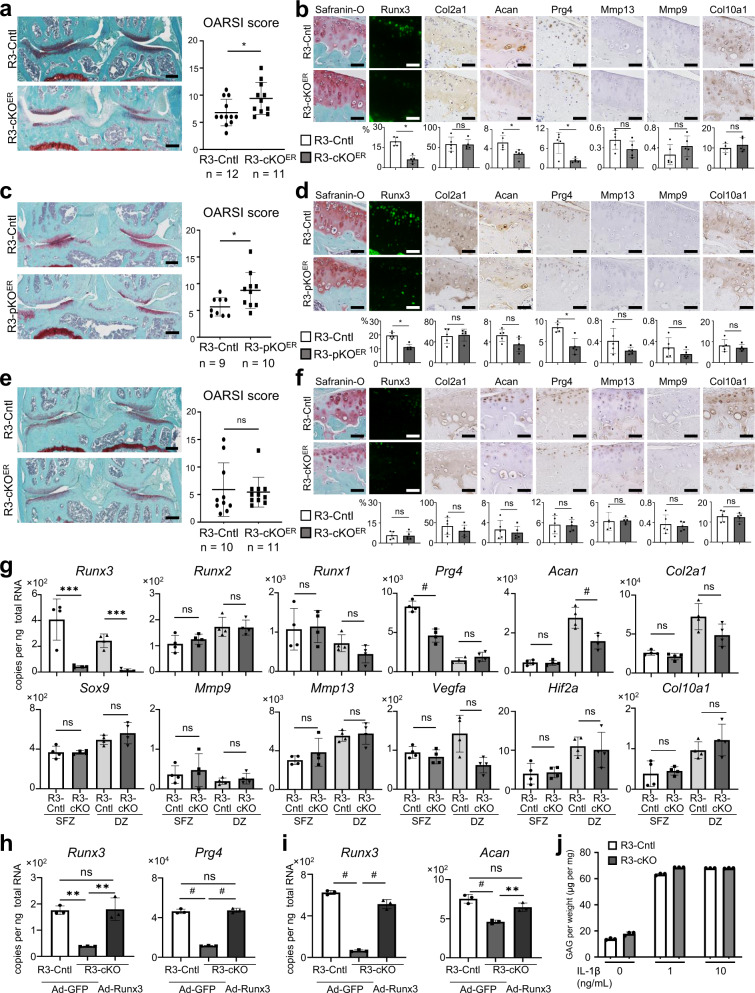
Development of OA in cartilage-specific *Runx3*-knockout mice. Development of OA in *Runx3*^*fl/fl*^ (R3-Cntl) and *Col2a1-Cre*^*ERT2*^; *Runx3*^*fl/fl*^ (R3-cKO^ER^) mice (**a**) and in R3-Cntl and *Prg4-Cre*^*ERT2*^; *Runx3*^*fl/fl*^ (R3-pKO^ER^) mice (**c**) by the medial model, and in R3-Cntl and R3-cKO^ER^ mice by the aging model (**e**). Scale bars, 200 μm (**a**, **c**, **e**). Immunofluorescence of marker proteins in sham-operated knee joints of 16-week-old R3-Cntl and R3-cKO^ER^ mice (**b**) and 16-week-old R3-Cntl and R3-pKO^ER^ mice (**d**), into which tamoxifen was injected at 7 weeks of age. Immunofluorescence of marker proteins in knee joints of 18-month-old R3-Cntl and R3-cKO^ER^ mice (**f**), into which tamoxifen was injected at 2, 6, and 12 months of age. Scale bars, 50 µm (**b**, **d**, **f**). Rates of Runx3-positive cells and the 3,3’-diaminobenzidine (DAB)-positive area in the Safranin-O-positive area are shown in the lower panels **b**, **d**, **f**. **g** mRNA levels of marker genes in superficial zone (SFZ) and DZ chondrocytes obtained from R3-Cntl and *Col2a1-Cre; Runx3*^*fl/fl*^ (R3-cKO) mice. **h**, **i** mRNA levels of *Runx3* and *Prg4* or *Acan* in the R3-Cntl and R3-cKO SFZ chondrocytes (**h**) or DZ chondrocytes (**i**) overexpressing GFP (Ad-GFP) or Runx3 (Ad-Runx3) by adenoviral induction at a multiplicity of infection (MOI) of 20. **j** Dimethylmethylene blue (DMMB) assays. Amount of proteoglycan released into culture medium from R3-Cntl and R3-cKO mouse femoral heads cultured with or without IL-1β (1, 10 ng per mL) for 3 days. Data are expressed as means ± SD of biologically dependent mice (*n* = 5 for **b**, **d**, **f**, *n* = 4 for **g**, and *n* = 3 for **h**–**i**). *P < 0.05, **P < 0.01, ***P < 0.001, ^#^*P* < 0.0001, n.s., not significant; ordinary one-way ANOVA test with Turkey’s post hoc test (**g**, **h**, **i**), and two-tailed Mann–Whitney *U* test (**a**–**f**, **j**).

We then examined expression of OA-associated genes in SFZ and DZ cells from Runx3-knockout and control mice. To enhance knockout efficiency, we prepared *Runx3*^*fl/fl*^ (R3-Cntl) and *Col2a1-Cre; Runx3*^*fl/fl*^ (R3-cKO) mice, which displayed normal skeletal development (Supplementary Fig. 4a–g). *Prg4* was decreased in R3-cKO SFZ cells and *Acan* was also decreased in R3-cKO DZ cells (Fig. 2g). Other genes were not changed in SFZ cells or DZ cells (Fig. 2g). We then prepared SFZ and DZ cells from R3-pKO^ER^ and R3-Cntl littermates, and treated them with water-soluble tamoxifen. Only *Prg4* was decreased in Runx3-deficient SFZ cells (Supplementary Fig. 5). We further performed Runx3 overexpression in Runx3-knockout cells using adenoviral transduction. Downregulation of *Prg4* in R3-cKO SFZ cells and *Acan* in R3-cKO DZ cells was recovered to control levels by Runx3 overexpression (Fig. 2h, i). Additionally, we performed dimethylmethylene blue (DMMB) assays^50^ to investigate the catabolic effect of Runx3. Runx3 knockout did not significantly change the released glycosaminoglycan (GAG) content (Fig. 2j).

### Development of surgically induced OA was inhibited by heterozygous *Runx2* knockout, but accelerated by homozygous knockout

To investigate Runx2 loss-of-function in articular cartilage after skeletal growth in vivo, we generated a mutant mouse strain expressing a floxed *Runx2* allele (Supplementary Fig. 6a). Alizarin red and Alcian blue staining of skeletal preparations was performed in E18.5 embryos. *CAG-Cre; Runx2*^*fl/lf*^ mice exhibited a complete absence of mineralized matrix in developing skeletal bones, similar to global knockout mice (Supplementary Fig. 6b)^28,29^. Hypoplastic clavicles and open fontanelles were observed in *CAG-Cre; Runx2*^*fl/+*^ mice, which indicates a cleidocranial dysplasia phenotype, as reported in general heterozygous-knockout mice (Supplementary Fig. 6b)^19^.

We next mated *Runx2*^*fl/fl*^ mice with *Col2a1-Cre*^*ERT2*^ mice^47^ and generated *Runx2*^*fl/+*^(R2-Hetero Cntl)*, Col2a1-Cre*^*ERT2*^; *Runx2*^*fl/+*^(R2-Hetero cKO), *Runx2*^*fl/fl*^ (R2-Homo Cntl), and *Col2a1-Cre*^*ERT2*^; *Runx2*^*fl/fl*^ (R2-Homo cKO) male littermates. In the medial model^41^, OA development was significantly inhibited in knee joints of R2-Hetero cKO mice and accelerated in R2-Homo cKO mice compared with their respective controls (Fig. 3a). In the DMM model^49^, OA development was significantly inhibited in R2-Hetero cKO knee joints, similar to previous reports^31,32^, but accelerated in R2-Homo cKO mice compared with R2-Cntl joints (Fig. 3a).

**Fig. 3:**
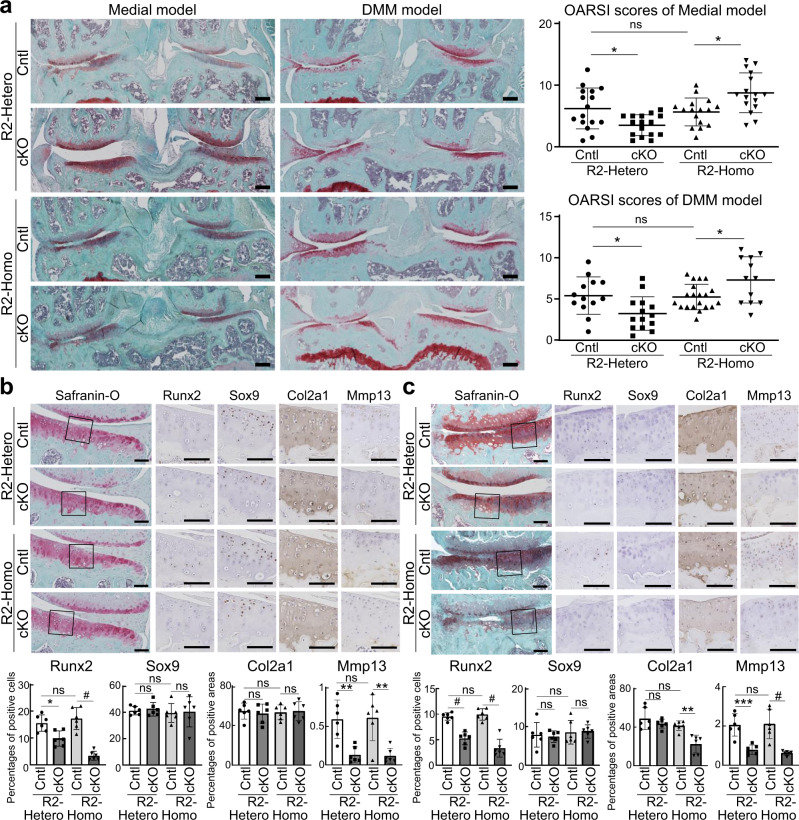
Osteoarthritis development in chondrocyte-specific homozygous and heterozygous Runx2-knockout mice. **a** Safranin-O staining and Osteoarthritis Research Society International (OARSI) scores of mouse knee joints of *Runx2*^*fl/+*^ (R2-Hetero Cntl), *Col2a1-Cre*^*ERT2*^*; Runx2*^*fl/+*^ (R2-Hetero cKO), *Runx2*^*fl/fl*^ (R2-Homo Cntl), and *Col2a1-Cre*^*ERT2*^*; Runx2*^*fl/fl*^ (R2-Homo cKO) mice 12 weeks after surgery to destabilize the medial meniscus (DMM) or 8 weeks after resection of the medial meniscus and medial collateral ligament (medial model). Tamoxifen induction was performed at 15 weeks in the DMM group and 7 weeks in the medial model group. Experimental groups consisted of *n* = 13, 14, 20, and 12 in the DMM model, respectively, and *n* = 16 per genotype in the medial model. Scale bars, 200 μm. Safranin-O staining and immunohistochemistry of Runx2, Sox9, Col2a1, and Mmp13 in sham (**b**) and surgical (**c**) joints of the medial model group. *n* = 6 biologically independent experiments. Scale bars, 100 μm. Data are expressed as dot plots and mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, ^#^*P* < 0.0001; ns, not significant; one-way ANOVA test with Turkey’s post hoc test.

Immunohistochemistry showed that Runx2-positive cells were reduced by approximately 40% in R2-Hetero cKO cartilage and 80% in R2-Homo cKO cartilage of sham and OA joints (Fig. 3b, c), respectively. Protein levels of Sox9 and Col2a1 were unchanged in the sham joints of both genotypes (Fig. 3b), but Col2a1 was significantly suppressed in OA joints of R2-Homo cKO mice (Fig. 3c). Mmp13 was significantly reduced both in sham and OA joints of R2-Hetero and R2-Homo cKO mice (Fig. 3b, c). In the aging model, we further compared OA development between R2-Homo Cntl and R2-Homo cKO mice. At 18 months of age, OA development with aging was unchanged in R2-Homo cKO mice compared with R2-Cntl mice, as well as immunohistochemistry of Runx2, Sox9, Col2a1, or Mmp13 (Supplementary Fig. 7a, b).

To examine chondrocyte apoptosis, we performed TdT-mediated dUTP nick-end labeling (TUNEL) staining of medial and DMM model knee joints. TUNEL staining revealed upregulated chondrocyte apoptosis in the sham joints of R2-Homo KO mice (Supplementary Fig. 8a). Cell numbers in articular cartilage were decreased in R2-Homo cKO mice (Supplementary Fig. 8a). To examine short-term effects of Runx2 knockout, we injected tamoxifen into 7-week-old male littermate mice of the four genotypes daily for 5 days, and sacrificed mice 1 week after injection without any surgery. Chondrocyte apoptosis was enhanced in the articular cartilage of R2-Homo cKO mice with decreased cell numbers (Supplementary Fig. 8b).

### Col2a1 expression was suppressed in homozygous *Runx2*-knockout chondrocytes under inflammation

Surgical induction differently altered OA development in R2-Hetero and Homo cKO mice, but had no effect on aging-model mice, indicating that Runx2 may be involved in cartilage degeneration by severe inflammation rather than aging with mild inflammation. To reveal the roles of Runx2 in chondrocytes under inflammation, we performed ex vivo and in vitro analyses using IL-1β^14,40–42^. Safranin-O staining of femoral heads cultured for 2 weeks with or without IL-1β displayed consistent decreases in proteoglycans for each genotype (Fig. 4a). Immunohistochemistry confirmed efficient knockdown of Runx2 in R2-Hetero and R2-Homo cKO femoral heads (Fig. 4a). Col2a1 protein levels were unchanged in normal cultures for both genotypes, but decreased following IL-1β exposure, especially in the R2-Homo cKO group (Fig. 4a). qRT-PCR using mRNA from the homogenized femoral heads confirmed that *Runx2* was decreased according to genotype, but unchanged by IL-1β exposure (Fig. 4b). *Mmp13* increased in all genotypes following IL-1β exposure, and the expression pattern of *Mmp13* between genotypes was similar to that of *Runx2* (Fig. 4b). *Sox9* and *Col2a1* were decreased by IL-1β and unchanged between genotypes with a marked decrease in *Col2a1* in R2-Homo cKO femoral heads following IL-1β exposure (Fig. 4b).

**Fig. 4:**
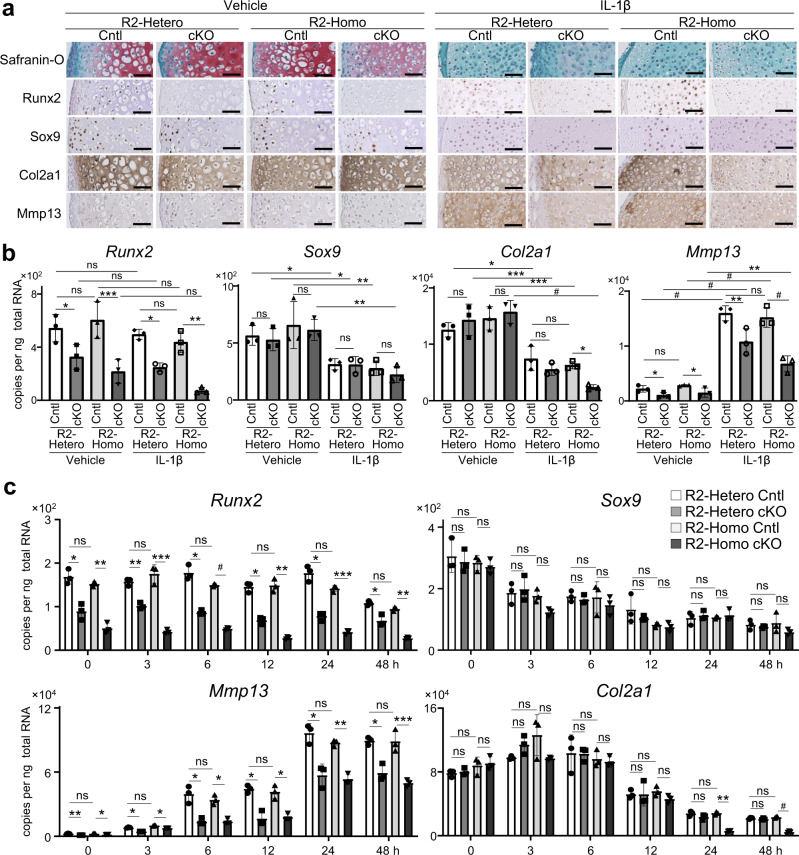
Homozygous and heterozygous Runx2-knockout femoral heads and primary chondrocytes with or without interleukin-1-beta (IL-1β). **a** Safranin-O staining and immunohistochemistry of Runx2, Sox9, Col2a1, and Mmp13 in femoral heads obtained from *Runx2*^*fl/+*^ (R2-Hetero Cntl), *Col2a1-Cre*^*ERT2*^; *Runx2*^*fl/+*^ (R2-Hetero cKO), *Runx2*^*fl/fl*^ (R2-Homo Cntl), and *Col2a1-Cre*^*ERT2*^; *Runx2*^*fl/fl*^ (R2-Homo cKO) P1 neonates, cultured with or without 1 ng per mL IL-1β for 2 weeks. Scale bars, 100 μm. **b** mRNA levels of *Runx2*, *Sox9*, *Col2a1*, and *Mmp13* in femoral heads. **c** Time-course of *Runx2*, *Sox9*, *Col2a1*, and *Mmp13* mRNA levels in primary chondrocytes obtained from R2-Hetero Cntl, R2-Hetero cKO, R2-Homo Cntl, and R2-Homo cKO mice exposed to 1 ng per mL IL-1β. *n* = 3 biologically independent experiments. Data are expressed as dot plots and mean ± SD *P < 0.05, **P < 0.01, ***P < 0.001, ^#^*P* < 0.0001; ns, not significant; one-way ANOVA test with Turkey’s post hoc test.

We next examined temporal changes in mRNA levels of marker genes in chondrocytes from the four genotypes exposed to 1 ng/mL IL-1β from 0 to 8 h. The mRNA level of *Runx2* was efficiently decreased in R2-Hetero and R2-Homo cKO chondrocytes, and stable in each genotype following IL-1β exposure (Fig. 4c). *Mmp13* increased with time and was suppressed in R2-Hetero and R2-Homo cKO chondrocytes compared with their respective controls at each time point. *Sox9* gradually decreased, and there was no difference between genotypes at any point examined. *Col2a1* was significantly suppressed in R2-Homo cKO more than 24 h after IL-1β exposure (Fig. 4c).

### Genome-wide analysis of Runx2 and Runx3 association profiles in chondrocytes determined by ChIP-seq and RNA-seq

To investigate mechanisms underlying chondrocyte regulation by Runx3 and Runx2, we planned ChIP-seq with an anti-FLAG antibody. For Runx3, we prepared SFZ cells from WT mice transfected with the FLAG-tagged Runx3 expression vector. For the ChIP-seq, 21,730 raw peaks met the peak calling criterion, and ~50% of all peaks mapped to an interval between ±50 and 500 kb from the transcriptional start sites (TSS) (Fig. 5a). Genomic Regions Enrichment of Annotations Tool (GREAT) Gene Ontology (GO) analysis^51^ indicated that the extracellular structure organization and collagen fibril organization terms were the most significantly enriched in the gene set (Fig. 5a). De novo motif analysis of the top 1000 specific peaks using MEME-ChIP^52^ identified a previously predicted Runx motif, TG(T/C)GG(T/C) (Fig. 5b). ChIP-seq data around genes encoding *Prg4* and *Acan* showed several peaks for Runx3 binding (Supplementary Fig. 9a–d). Relative luciferase activities of the regions around *Prg4* and *Acan* were increased by Runx3 overexpression (Supplementary Fig. 9b, d). To further investigate the alterations of gene expression profiles by Runx3 knockout, we performed RNA-seq using SFZ and DZ cells from R3-cKO and R3-Cntl mice (Supplementary Fig. 10a–d and Supplementary Tables 1–4). 

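SFZ and DZ cells are chondrocytes isolated from the superficial zone and from the deep zone of mouse articular cartilage. RNA was collected from 5-day-old R3-Cntl and R3-cKO mice, with 3 libraries per genotype and zone and 12 libraries in all. R3-cKO mice carry a Cre recombinase under the control of Col2a1, which removes the floxed part of Runx3 in chondrocytes. The authors produced 100-bp paired-end reads, mapped them to the mouse genome mm9 and deposited a value for each gene and library. The unit is not written beside the values. Their dependence on transcript length and their sums are those of FPKM, the number of mapped fragments scaled to the length of the transcript and to the depth of the library, which the authors scaled between libraries by TMM, the trimmed mean of M values. The values are not read counts, so the number of reads behind each value and the depth of each library are unknown. In the SFZ they summed to 428987, 415179 and 416377 FPKM in R3-Cntl libraries 1, 2 and 3, and to 426262, 429213 and 412956 FPKM in R3-cKO libraries 1, 2 and 3. In the DZ the sums were 425228, 415360 and 392241 FPKM in R3-Cntl and 408584, 407735 and 401178 FPKM in R3-cKO.

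Genotypes were compared within each zone by limma with a mean-variance trend on log2(FPKM + 1), over genes with at least 1 FPKM in at least 3 of the 6 libraries, with Benjamini-Hochberg adjustment. Fold changes below are on this log2(FPKM + 1) scale, which understates the change of genes with low values. Runx3 (Entrez gene 12399, chromosome 4, 134676567 to 134733905, forward strand of mm9) is the gene targeted in these mice. It measured 10.73, 5.98 and 6.65 FPKM in R3-Cntl SFZ libraries 1, 2 and 3, and 11.83, 9.07 and 3.42 FPKM in the libraries labelled R3-cKO. The log2 fold change was -0.04 (standard error 0.43, limma adjusted p = 1.00), and an exact two-sided permutation test gave p = 1. In the DZ it measured 12.67, 12.65 and 7.66 FPKM in R3-Cntl and 15.95, 12.66 and 8.14 FPKM in the libraries labelled R3-cKO (log2 fold change 0.13, standard error 0.28, exact permutation p = 0.6). A value per gene sums all exons of Runx3 and does not report whether the floxed part was present. As Runx3 was not lower in them, the R3-cKO libraries are named by their labels wherever a direction is given.

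In the SFZ, 0 of 11537 genes reached an adjusted p under 0.05 in limma, and 34 had an unadjusted p under 0.05, 21 higher and 13 lower in the libraries labelled R3-cKO. In the DZ, 0 of 11091 genes reached it and 404 had an unadjusted p under 0.05, 277 higher and 127 lower. Quantile normalization changed this split to 40 higher and 10 lower in the SFZ, and to 237 higher and 212 lower in the DZ. With the replicate number as a block, 1830 DZ genes had an unadjusted p under 0.05 and the lowest adjusted p was 0.0587. All 3 R3-cKO values lay outside the range of the 3 R3-Cntl values for 277 SFZ genes (2.40%) and 891 DZ genes (8.03%). Chance gives 10% where all libraries are exchangeable. DZ libraries of the same number resembled each other, which makes such separation rarer, and the 3 other DZ splits that part all 3 same-number pairs gave 2.97, 1.76 and 1.78%. An exact two-sided permutation test of 3 libraries against 3 cannot give a p below 0.1.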

Among 18 genes up- or downregulated by more than twofold in the R3-cKO SFZ cells, nine were the top one-third peak nearest genes as shown in the ChIP-seq, including *Prg4* and *Mmp9* (Fig. 5c).

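Over 2-fold changes with an unadjusted p under 0.05 in limma were found for 3 of the 11537 SFZ genes tested, Prg4, Mmp13 and Ccl2. All 3 were lower in the libraries labelled R3-cKO. Prg4 (Entrez gene 96875, chromosome 1, 152296542 to 152313295, reverse strand) encodes proteoglycan 4, or lubricin. Its values were 22.24, 8.38 and 7.13 FPKM in R3-Cntl libraries 1, 2 and 3 (mean 12.6 ± 8.39, SD, n = 3) and 6.95, 2.47 and 2.13 FPKM in the libraries labelled R3-cKO (mean 3.85 ± 2.69, SD, n = 3). The log2 fold change was -1.45 (standard error 0.52, limma adjusted p = 1.00). Every R3-Cntl value was above every R3-cKO value, which gives the smallest p that the exact two-sided permutation test allows for 3 libraries against 3 (p = 0.1). Within libraries of the same number, R3-Cntl was 3.20, 3.39 and 3.35 times R3-cKO, although SFZ libraries of numbers 2 and 3 did not resemble each other across genes, with correlations of -0.09 and -0.42 after removal of the group means. Mmp13 (Entrez gene 17386, chromosome 9, 7272514 to 7283333, forward strand) fell from 132 ± 16.2 FPKM to 61.5 ± 23.2 FPKM (SD, n = 3 each), with every R3-Cntl value above every R3-cKO value. Its log2 fold change was -1.16 (standard error 0.29, limma adjusted p = 1.00). Mmp9 reached 1 FPKM in only 2 of the 6 libraries and was not among the genes tested.

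The number of genes over 2-fold depended most on R3-cKO SFZ library 2. Without it 241 genes passed the same thresholds, 36 higher and 205 lower, and without R3-cKO SFZ library 3 the number was 0. Adjusted over the list alone, 0 of the 46 genes tested among those the paper names or that were chosen beforehand had an adjusted p under 0.05, and the lowest was 0.321 for Mmp13. Most of that list was chosen by the study on these libraries, so it is not independent evidence. The paper sets the genes changed over 2-fold against the genes nearest to the Runx3 ChIP-seq peaks, and states that Prg4 and Mmp9 were in both sets. The ChIP-seq was not analysed here.

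**Figure D1:**
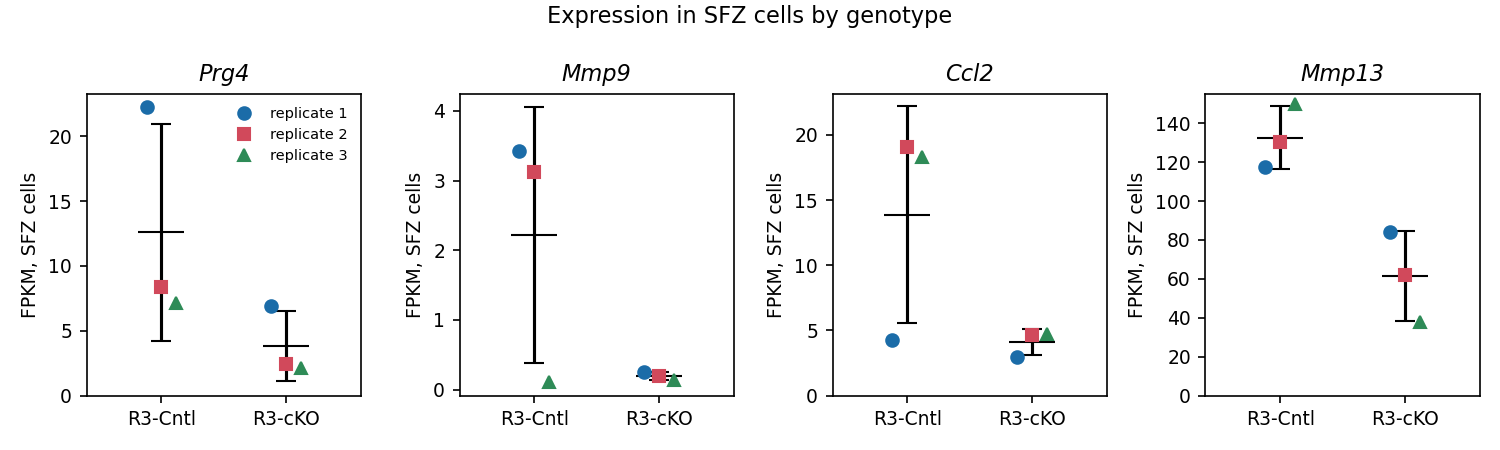
FPKM of Prg4, Mmp9, Ccl2 and Mmp13 in SFZ cells (vertical axes, linear) by genotype (horizontal axes), with a point for each library, a horizontal line at the mean and an error bar of 1 SD (n = 3 per genotype). The R3-Cntl and R3-cKO points of Prg4 and Mmp13 do not overlap, while those of Mmp9 and Ccl2 do.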

**Fig. 5:**
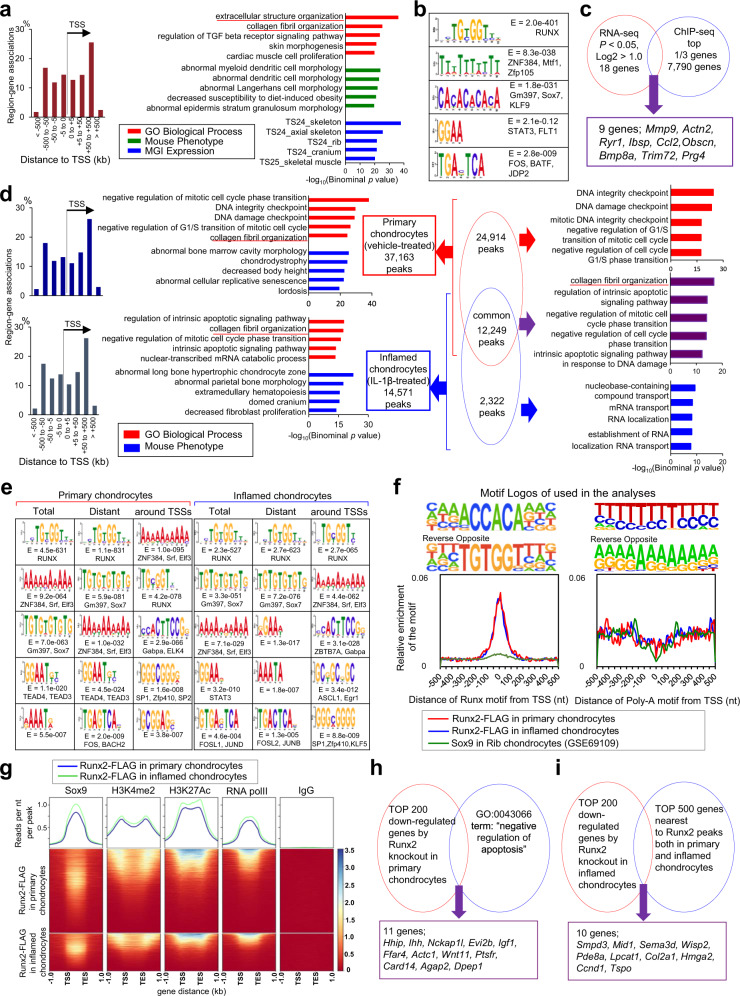
Genome-wide analysis of Runx2 and Runx3 association profiles in chondrocytes. **a** Genome-wide distribution of Runx3-associated regions relative to transcriptional start sites (TSS) with Genomic Regions Enrichment of Annotations Tool (GREAT) gene ontology (GO) and MGI expression annotations of Runx3 peaks showing the top five enriched terms. **b** Enriched motifs determined by Runx3-FLAG ChIP-seq. **c** Schematic diagram to identify candidate genes by ChIP-seq and RNA-seq using primary SFZ cells obtained from Cntl and cKO mice**. d** Genome-wide distribution of Runx2-associated regions relative to TSSs, and top five enriched terms identified by GREAT GO of Runx2 peaks. Left upper panel, primary chondrocytes treated with vehicle; left lower panel, inflamed chondrocytes exposed to 1 ng per mL IL-1β; right panels, overlap of Runx2-FLAG ChIP-seq peaks between primary and inflamed chondrocytes. **e** Enriched motifs determined by Runx2-FLAG ChIP-seq. **f** Enrichment of TG(T/C)GGT and poly-A motifs recovered de novo from Runx2 and Sox9 peak regions. The upper panels show motif logos, displaying nucleotide frequencies (scaled relative to the information content) at each position. Lower panels show enrichment levels of TG(T/C)GGT and poly-A motifs mapped to Runx2 and Sox9 peaks, whereby x and y axes represent the distance from mapped motifs to the peak center and frequency of mapped motifs, respectively. **g** Signal intensity plots of ChIP-seq data for Sox9, H3K4me2, H3K27ac, RNA polymerase II (polII), and rabbit immunoglobulin G (IgG) controls in ±1 kb from Runx2-FLAG peaks. Normalized mean signal intensity for the following ChIP-seq reads are shown in the top panels. TES, transcriptional end site. **h** Schematic of identification of anti-apoptosis-associated candidates among downregulated genes by homozygous Runx2 knockout in primary chondrocytes. **i** Schematic of identification of candidate transcriptional target genes of Runx2 in inflamed chondrocytes.

For Runx2, we performed ChIP-seq in accordance with previous reports^12,53^, using chondrocytes treated with vehicle control (primary chondrocytes) or exposed to 1 ng/mL IL-1β (inflamed chondrocytes) derived from *Runx2-FLAG* mice (Hojo H. et al.^54^). For the ChIP-seq, 37,163 raw peaks in primary chondrocytes and 14,571 raw peaks in inflamed chondrocytes met the peak calling criteria (Fig. 5d). Peak distributions between primary chondrocytes and inflamed chondrocytes were similar. In both groups, a striking enrichment was observed around the TSS; ~24% of all peaks from two ChIP-seq data are within ±500 bp of the TSS, even though this region represents only 0.001% of the genome^51^ (Fig. 5d). GREAT GO analysis^51^ identified “collagen fibril organization” as the fifth and second most significantly enriched term in the gene sets for primary chondrocytes and inflamed chondrocytes, respectively (Fig. 5d). We hypothesized that there were functional differences between the TSS-associated dataset and dataset excluding data ±500 bp from the TSS, similar to Sox9^12^. GREAT GO analyses showed cell cycle-associated terms in TSS-associated Runx2 datasets of both primary and inflamed chondrocytes and terms for a Runx2-regulated skeletal program in the dataset excluding data ±500 bp from TSS (Supplementary Fig. 11a, b). A Venn diagram of GREAT GO analyses indicated that Runx2 was associated with collagen fibril organization in chondrocytes with or without inflammation (Fig. 5d).

We next performed de novo motif analysis of the top 1000 specific peaks using MEME-ChIP^52^. As expected, primary motifs were similar to the previously predicted Runx motif, TG(T/C)GGT, even in the dataset excluding data ±500 bp from the TSS (Fig. 5e). Interestingly, we observed that poly-A sequence, reported as a SOX9 consensus sequences^55^, was enriched in the TSS-associated Runx2 dataset. To identify the functional relationship between Sox9 and Runx2, we further analyzed our present dataset combined with previous Sox9 and related ChIP-seq datasets^12^. The TG(T/C)GGT motif was highly enriched at the predicted center of Runx2 ChIP-seq peaks in primary and inflamed chondrocytes. Interestingly, the TG(T/C)GGT motif was slightly enriched at the predicted center of Sox9 ChIP-seq peaks (Fig. 5f). A poly-A sequence was also recovered, but there was no centering within the Runx2 and Sox9 peaks (Fig. 5f). Thus, the poly-A motif is unlikely to be the preferred primary site for Runx2 or Sox9 engagement in chondrocytes.

To test the integration of multiple regulatory inputs through Runx2- and Sox9-directed enhancer modules, we analyzed peak intensity associations. There were strong associations between Sox9-^12^ and Runx2-peak regions, which were notably enhanced in inflamed chondrocytes (Fig. 5g). Clear associations of Runx2-peak regions with enhancer signatures were evident, specifically: (1) bi-modal patterns of H3K4 dimethylation (H3K4me2) peaks at Runx2-peak center regions, which indicates both promoters and putative enhancers;^56^ (2) peaks of H3K27 acetylation (H3K27Ac) flanking Runx2 peaks, which indicate open chromatin^57,58^, were more evident in inflamed chondrocytes compared with primary chondrocytes; and (3) RNA polymerase II peaks associated with Runx2-peak regions, consistent with active enhancers^59^ (Fig. 5d). Together, these results indicate that Runx2 enhances transcription of collagen fibrils by binding TG(T/C)GGT target sequences near Sox9-binding site, both in primary chondrocytes and inflamed chondrocytes.

To further investigate the general functions of Runx2 in chondrocytes, we performed RNA-seq analyses of R2-Homo Cntl and cKO chondrocytes with or without IL-1β exposure (Supplementary Fig. 12a–f and Supplementary Tables 5 and 6). The principal component analysis highlighted the effect of Runx2 knockout under inflammation induced by IL-1β. As chondrocyte apoptosis was enhanced in R2-Homo cKO mice (Supplementary Fig. 8b, c), we examined apoptosis-related genes. Among the top 200 genes downregulated by *Runx2* knockout in primary chondrocytes, eleven genes (including *Ihh*, *Igf1*, and *Wnt11*) were associated with “negative regulation of apoptosis” (Fig. 5h). Among the top 200 genes downregulated by Runx2 knockout in inflamed chondrocytes, ten (including *Col2a1*) matched with the top 500 genes nearest to Runx2 peaks detected by ChIP-seq (Fig. 5i).

### Transcriptional regulation of *Col2a1* and *Mmp13* by Runx2 and Sox9

We mapped Runx2-FLAG, Sox9^12^, and active histone marks (H3K4me2 or H3K27Ac in chondrocytes^12^ or osteoblasts^53^ from 1-day-old mice) in ChIP-seq data using CisGenome browser. Sox9 and Runx2 sequence data showed similar patterns in introns 1 and 6 of *Col2a1*; specifically, insignificant peaks at intron 1 and major significant peaks at intron 6 (Fig. 6a). These peaks are identical to the functional enhancers of *Col2a1* containing Sox9 motifs^8^. Magnified views indicated that the peak centers of Runx2 and Sox9, containing their consensus motifs, were 300−400 bp apart (Supplementary Fig. 13). Based on the CisGenome browser, we prepared luciferase reporter vectors containing the Runx2 motifs around *Col2a1* and *Mmp13* genes shown in Fig. 6a. Relative luciferase activity of *Col2a1* intron 1 and 6 fragments decreased in chondrocytes exposed to ≥1 ng/mL IL-1β (Fig. 6b), which exhibited decreased *Sox9* mRNA while that of *Runx2* remained stable (Fig. 1c, d). However, luciferase activities of the region around the *Col2a1* TSS and upstream of the *Mmp13* TSS were unchanged compared with controls (Fig. 6b). We next examined the effect of Sox9 on the activity of each reporter. Sox9 overexpression increased the activities of reporters containing the enhancers in *Col2a1* introns 1 and 6 in a dose-dependent manner (Fig. 6c), but did not affect the activity of the region around the *Col2a1* TSS and decreased activity of the region upstream of the *Mmp13* TSS (Fig. 6c). In addition, we co-transfected Runx2 and Sox9 (Fig. 6d). Notably, when the amount of Sox9 was decreased, luciferase activities of the *Col2a1* intron 6 enhancer were increased by Runx2 co-transfection (Fig. 6d). In contrast, when Sox9 was overexpressed, luciferase activities of the *Col2a1* intron 1 enhancer were not affected by Runx2 transfection (Fig. 6d). Activity of the region around the *Col2a1* TSS was increased by Runx2 transfection without Sox9 transfection (Fig. 6d).

**Fig. 6:**
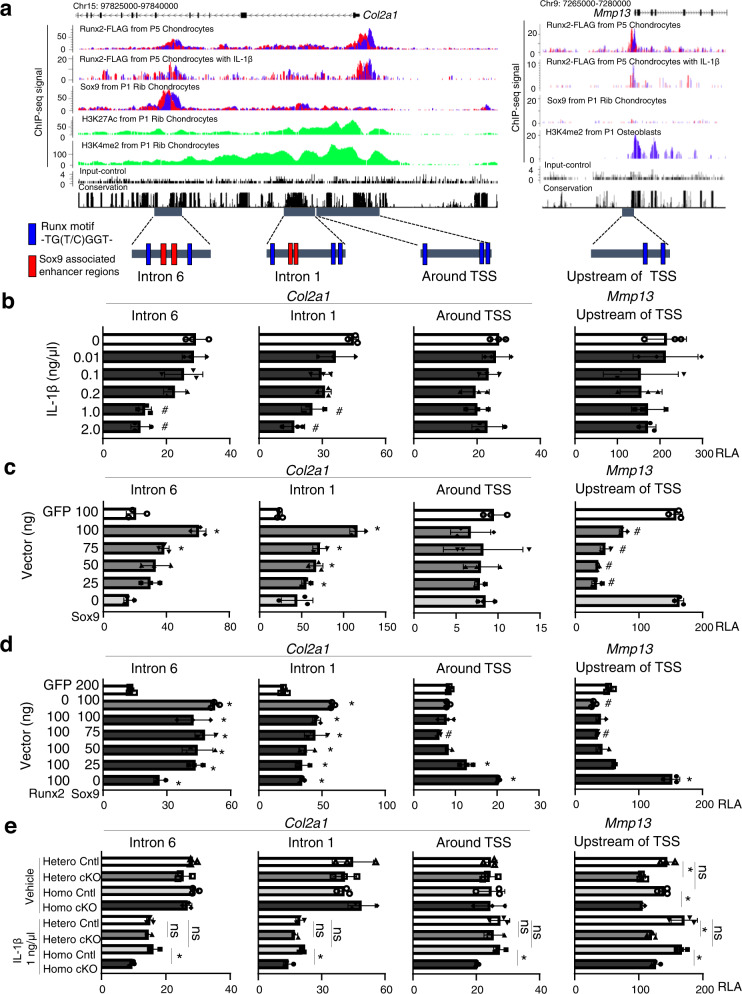
Transcriptional regulation of *Col2a1* and *Mmp13* by Runx2 and Sox9. **a** CisGenome browser screenshots showing Runx2 and reference engagement around *Col2a1* (Chr15: 97,825,000 − 97,840,000) and *Mmp13* (Chr9: 7,265,000 − 7,280,000). Lower panels show genomic regions cloned into the pGL4.10[luc] vector. **b** Luciferase activities of enhancer regions in mouse chondrocytes exposed to various concentrations of IL-1β. **c**, **d** Luciferase activities of enhancer regions in mouse chondrocytes transfected with various ratios of Runx2 and Sox9, or GFP control. **e** Luciferase activities of enhancer regions in chondrocytes from *Runx2*^*fl/+*^ (R2-Hetero Cntl), *Col2a1-Cre*^*ERT2*^; *Runx2*^*fl/+*^ (R2-Hetero cKO), *Runx2*^*fl/fl*^ (R2-Homo Cntl), and *Col2a1-Cre*^*ERT2*^; *Runx2*^*fl/fl*^ (R2-Homo cKO) mice with or without IL-1β exposure. *n* = 3 (**b**–**e**) biologically independent experiments. Data shown mean ± SD. ns not significant. ^#^*P* < 0.05 vs control (white bars) (**b**), *P < 0.05 (**c**–**e**); one-way ANOVA test with Turkey’s post hoc test. RLA relative luciferase activity.

We further performed luciferase assays using chondrocytes from the four genotypes with or without IL-1β exposure. Relative luciferase activities of *Col2a1* intron 1 and 6 enhancers were decreased in inflamed chondrocytes compared with primary chondrocytes for each genotype (Fig. 6e), similar to the results shown in Fig. 6b. In addition, luciferase activities of *Col2a1* intron 1 and 6 enhancers, and the region around the *Col2a1* TSS, were suppressed in inflamed chondrocytes of R2-Homo cKO mice compared with other genotypes (Fig. 6e). Compared with controls, *Runx2* heterozygous or homozygous knockout decreased the activities of reporters containing the region upstream of the *Mmp13* TSS in both primary and inflamed chondrocytes (Fig. 6d). Taken together, the present results indicate that Runx2 could activate *Col2a1* transcription through the enhancer in intron 6, in addition to the enhancer in intron 1 and region around the *Col2a1* TSS.

### Enhanced expression of Runx3 inhibited surgically induced OA development

Finally, we investigated the effects of adenoviral Runx2 or Runx3 overexpression in vitro and in vivo. Transduced of a Runx2 adenovirus (Ad-Runx2) at different doses to WT chondrocytes increased *Runx2* expression in a dose-dependent manner (Fig. 7a). Although mRNA levels of *Sox9* and *Col2a1* were unchanged, *Mmp13* was upregulated in Runx2 overexpressing chondrocytes (Fig. 7a).

**Fig. 7:**
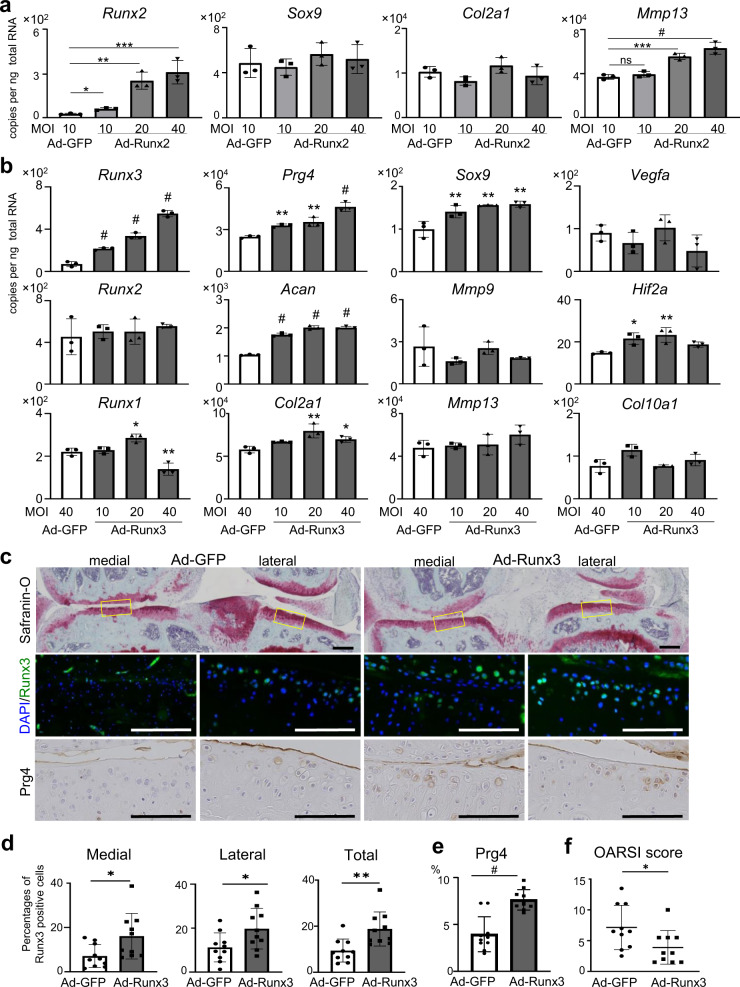
Effects of Runx2 or Runx3 overexpression. **a** mRNA levels of *Runx2*, *Sox9*, *Col2a1*, and *Mmp13* in WT primary chondrocytes overexpressing GFP (Ad-GFP) or Runx2 (Ad-Runx2) by adenoviral induction. **b** mRNA levels of Runx family members and marker genes in primary articular chondrocytes transduced with GFP (Ad-GFP) or Runx3 (Ad-Runx3) by adenoviral vectors. **c** Safranin-O staining and Runx3/Prg4 expression after OA development in WT knee joints after intra-articular administration of Ad-GFP or Ad-Runx3. Representative images among ten mice in each group were shown. All mice underwent medial model surgery at 8 weeks of age, and the intra-articular administration of 10 µL of 1 × 10^9^ plaque-forming unit per mL Ad-GFP or Ad-Runx3 was performed at 1, 4, and 7 weeks after the surgery. Inset boxes in Safranin-O staining indicate regions of immunofluorescence below. Scale bars indicate 200 μm. **d** Rates of Runx3-positive cells in medial, lateral, and both sides of knee joints. **e** Percentage of 3,3’-diaminobenzidine (DAB)-positive area in the Safranin-O-positive area. **f** OARSI scores for evaluation of OA development between the two groups. Data are expressed as dot plots and means ± SD of biologically dependent mice (*n* = 3 for **a**, **b**, *n* = 10 for **c**–**e**). *P < 0.05, **P < 0.01, ***P < 0.001, ^#^*P* < 0.0001; ordinary ANOVA with Dunnett’s multiple comparisons test for **a**, **b**, and two-tailed Mann–Whitney *U* test for **d**, **e**.

When we transduced Runx3 adenovirus at different doses to primary chondrocytes from WT mice, *Prg4* was increased in a dose-dependent manner (Fig. 7b). *Acan* and *Sox9* were also increased by Runx3 overexpression (Fig. 7b). Catabolic factors were not changed, except for slightly increased *Hif2a* (Fig. 7b). We next introduced GFP or Runx3 adenoviral vectors into knee joints of WT mice that received surgical induction for the medial model at 8 weeks of age. Runx3 expression was efficiently enhanced by the intra-articular injection of adenovirus, resulting in significant suppression of OA progression and enhanced Prg4 expression (Fig. 7c–f).

## Discussion

This study revealed that Runx3 protects articular cartilage degradation in mouse surgically induced OA models through extracellular matrix protein production, while Runx2 exerts both catabolic and anabolic effects under inflammatory conditions (Fig. 8). In vitro and comprehensive analyses of transcriptional regulation by Runx3 indicate its association with the organization of extracellular matrix, and identified *Prg4* in SFZ as a transcriptional target gene, as well as Acan in DZ as a potential target (Figs. 2 and 5). 

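Acan (Entrez gene 11595, chromosome 7, 86198369 to 86259985, forward strand) measured 2046, 1112 and 1339 FPKM in R3-Cntl DZ libraries 1, 2 and 3 and 1417, 738 and 1230 FPKM in the DZ libraries labelled R3-cKO. It was lower in all 3 libraries labelled R3-cKO than in the R3-Cntl library of the same number. The means were 1499 ± 487 and 1129 ± 351 FPKM (SD, n = 3 each), with a log2 fold change of -0.41 (standard error 0.33, limma adjusted p = 0.999, exact permutation p = 0.5). With the replicate number as a block the standard error was 0.15, with an unadjusted p under 0.05 and a limma adjusted p of 0.282. With each DZ library left out in turn, the log2 fold change lay between -0.13 and -0.61. In SFZ cells Acan had a log2 fold change of 0.16 (standard error 0.72), which became -0.39 without R3-Cntl SFZ library 2 and -0.21 without R3-cKO SFZ library 1. The difference between the zones was -0.58 for Acan (standard error 0.85).

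In DZ cells Prg4 was low, at 1.39, 1.22 and 1.47 FPKM in R3-Cntl and 5.72, 1.32 and 2.14 FPKM in the libraries labelled R3-cKO. The log2 fold change of 0.63 there was 0.20 without R3-cKO DZ library 1. The genotype effect on Prg4 was 2.09 higher in the DZ than in the SFZ on the log2 scale (standard error 0.70, limma adjusted p = 0.999 over the 11765 genes tested for this difference).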

Consistent with previous studies, chondrocyte-specific heterozygous knockout of Runx2 inhibited OA and decreased *Mmp13* expression (Fig. 3). Notably, in contrast, homozygous knockout of *Runx2* in articular chondrocytes markedly accelerated OA development, which was accompanied by suppressed *Col2a1* protein level. Loss-of-function of Runx2 in vitro decreased *Col2a1* only in inflamed chondrocytes in which Sox9 was decreased (Fig. 4), while *Mmp13* expression was downregulated in both primary and inflamed chondrocytes. In the presence of IL-1β, de novo Runx2 binding to regions around the known Sox9-binding sites was enhanced (Fig. 5). Luciferase assays indicated that Runx2 can compensate for *Col2a1* transcription in inflamed chondrocytes (Fig. 6). Overexpression of Runx2 increased *Mmp13*, but not *Col2a1*. In contrast, overexpression of Runx3 increased *Prg4* and *Acan*, and intra-articular administration of Runx3 adenovirus suppressed surgically induced OA (Fig. 7).

**Fig. 8:**
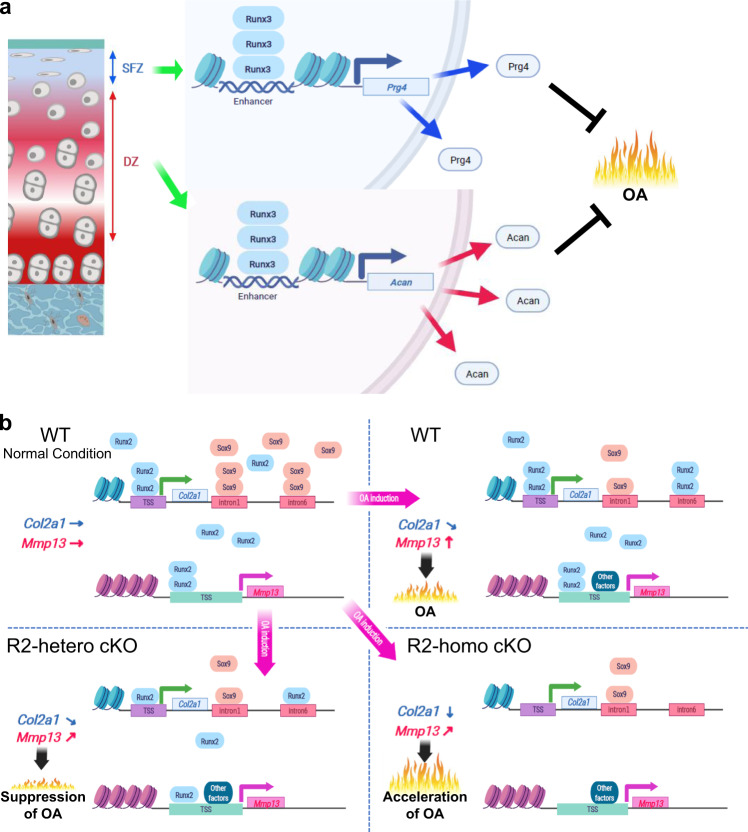
Schematic diagrams representing molecular pathways in which Runx3 and Runx2 regulate articular cartilage during OA development. **a** Runx3 contributes to cartilage homeostasis through the induction of Prg4 and Acan. **b** Runx2 exerts the catabolic effect through Mmp13 induction, while Runx2 sustains Col2a1 expression under the inflammatory condition, in which Sox9 was decreased.

In this study, OA development was enhanced in homozygous *Runx2*-knockout mice. This finding challenges the results of previous studies which directly or indirectly indicated catabolic effects of Runx2 in articular cartilage^31,32,60–62^. Compensation of *Col2a1* expression by Runx2 was observed under inflammatory conditions in surgically induced OA models employing R2-Homo cKO mice, but not R2-Hetero cKO mice. This effect was not obvious in previous studies of general heterozygous-knockout mice^31^ or *Aggrecan-Cre*^*ERT2*^; *Runx2*^*fl/fl*^ mice in which the efficiency of *Runx2* knockdown was approximately 50%^32^. Considering the efficiency of *Runx2* suppression was ~80% in R2-Homo cKO mice, smaller amounts of Runx2 (compared with *Mmp13* transcription) may be able to sustain *Col2a1* transcription under inflammatory conditions. Although this anabolic effect of Runx2 is less prominent than its catabolic effect, it may contribute to the homeostasis of articular cartilage under pathological conditions in which Sox9 expression is decreased.

*Col2a1* expression was unchanged by *Runx2* homozygous knockout in primary chondrocytes, but decreased in inflamed chondrocytes (Fig. 4). These data were also supported by in vivo experiments showing that Col2a1 protein was not decreased in sham joints of R2-Homo cKO mice, but was significantly decreased in OA joints (Fig. 3d, e). A number of previous studies showed that Sox9 is most responsible for transcriptional induction of *Col2a1*^8,10–13^, while Sox9 expression decreases during the early stage of OA development (Fig. 1). These data evoked our hypothesis that Runx2 may sustain *Col2a1* expression under inflammatory conditions where Sox9 is decreased. The results of ChIP-seq and luciferase assays showed that the enhancer in *Col2a1* intron 6, which contains both Sox9 and Runx2 consensus motifs, was activated by both transcription factors (Fig. 6c, d). The luciferase activity of the enhancer was tightly regulated by the amount of Sox9 and suppressed in accordance with decreased expression of Sox9 (Fig. 6c). Interestingly, although co-transfection of Runx2 and Sox9 did not enhance the activity of the intron 6 enhancer, Runx2 significantly upregulated its activity when Sox9 was decreased (Fig. 6d). Accordingly, the intron 6 enhancer may be more important for transcriptional regulation of *Col2a1* by Sox9 and Runx2 than the intron 1 enhancer. Previous studies also showed that the intron 6 region is a functional enhancer for the *Col2a1* gene^8^, and the transactivity of the intron 6 enhancer by Sox9 is stronger than that of the intron 1 enhancer^8,12^. All these data are consistent with our hypothesis, however, we could not further evaluate the biological effect sizes of Runx2/Sox9 binding to these enhancers. Considering that luciferase reporter assays often do not match in vivo data, it is necessary to perform OA model experiments using genome-edited mice in which these enhancers are mutated for further understanding.

In this study, we could not further clarify how Runx2 protein sustains *Col2a1* transcription when Sox9 protein decreases. A previous report displayed significant enrichment of TG(T/C)GGT motif in the top 2,000 Sox9 peaks in rib chondrocytes by ChIP-seq^12^, which indicated (1) direct binding of Sox9 with the TG(T/C)GGT sequence, (2) its surrounding regions, or (3) indirect binding via interaction with Runx2. CisGeonme browser magnified view analysis supported the second idea, as Runx2 peak centers in *Col2a1* introns 1 and 6 are about 100 bp away from Sox9-binding sites^8,12^ (Supplementary Fig. 13). In inflamed chondrocytes, de novo Runx2 binding to the Sox9-binding regions was enhanced (Fig. 5g). Under inflammatory conditions, decreased expression of endogenous Sox9 and subsequent decreased binding of Sox9 with its consensus motif may induce Runx2 to approach Runx motifs located near around the Sox9 motif. This hypothesis may also explain why Runx2 overexpression did not increase mRNA levels of *Col2a1* when endogenous Sox9 was sufficiently expressed (Fig. 7a). In contrast to Runx3 and Runx1, Runx2 may support cartilage anabolism only in pathogenic conditions.

ChIP-seq and RNA-seq results of this study displayed the different target genes of Runx2 and Runx3. However, because Runx family members have a common consensus motif, we could not identify the molecular mechanisms underlying how Runx2 and Runx3 distinguish their own target genes. Notably, expression patterns of these two proteins in articular cartilage during OA development are different (Fig. 1). Runx3 is expressed in all cartilage layers and decreased during OA development, whereas Runx2 expression is observed in the DZ and sustained during OA development (Fig. 1). These differences in expression are consistent with our hypothesis, but do not explain differences in their target gene specificity. Various factors, such as epigenomic regulation of genes and cofactors of each Runx protein, probably define transcriptional activation of Runx2- or Runx3-specific target genes.

In articular chondrocytes, Runx3 induces representative cartilage matrix gene, *Prg4*. Lubricin/Prg4, a mucin-like O-linked glycosylated protein, functions as a boundary lubricant in articular cartilage to decrease wear and friction, and the accumulation of lubricin at the surface of the cartilage is important for joint homeostasis^5,63^. In this study, both in vivo and in vitro experiments demonstrated that Prg4 is downregulated by Runx3 deficiency and Aggrecan/Acan, working as a shock absorber^64^ and mainly expressed in DZ^65^, is also a candidate of Runx3 transcriptional target (Figs. 2 and 5). In contrast to these anabolic effects, Runx3 deficiency did not change the expression of Mmp13 or proteoglycan release from articular cartilage (Fig. 2). Chondrocyte hypertrophy and apoptosis were also not changed by *Runx3* knockout (Supplementary Figs. 3 and 4) These data indicate that Runx3 does not directly affect the regulation of cartilage degradation or chondrocyte survival. ChIP-seq and RNA-seq results identified *Mmp9* as a target of Runx3 (Fig. 5c); however, consistent data for Mmp9 could not be obtained by qPCR and immunohistochemistry (Fig. 2). 

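Mmp9 (Entrez gene 17395, chromosome 2, 164766280 to 164781350, forward strand) was listed in SFZ cells at 3.43, 3.12 and 0.11 FPKM in R3-Cntl libraries 1, 2 and 3, and at 0.25, 0.19 and 0.14 FPKM in the libraries labelled R3-cKO. R3-Cntl library 3 lay below all 3 of these. The log2 fold change on the log2(FPKM + 1) scale was -1.19, with an exact two-sided permutation p of 0.4, and at these levels it depended on the pseudocount, at -2.20 with 0.1 and -0.44 with 5. In DZ cells Mmp9 stayed at or under 0.25 FPKM in all 6 libraries, with 0.25, 0.14 and 0.17 FPKM in R3-Cntl and 0.05, 0.06 and 0.01 FPKM in the libraries labelled R3-cKO.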

Although we did not examine other candidate genes, such as *Ccl* and *Ibsp*, they may play some roles in the regulation of articular cartilage as downstream molecules of Runx3.

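Ccl2 (Entrez gene 20296, chromosome 11, 81849073 to 81850955, forward strand) encodes a chemokine. In SFZ cells it measured 4.29, 19.08 and 18.28 FPKM in R3-Cntl libraries 1, 2 and 3 and 2.93, 4.63 and 4.71 FPKM in the libraries labelled R3-cKO. It was lower in all 3 numbers, but R3-Cntl library 1 lay within the range of the libraries labelled R3-cKO (log2 fold change -1.34, standard error 0.54, limma adjusted p = 1.00, exact permutation p = 0.3). Ibsp (Entrez gene 15891, chromosome 5, 104728190 to 104740488, forward strand) encodes integrin binding sialoprotein. It measured 9.72, 100.07 and 33.42 FPKM in R3-Cntl SFZ libraries and 8.82, 12.18 and 19.38 FPKM in the libraries labelled R3-cKO. Its log2 fold change of -1.27 (standard error 0.80, exact permutation p = 0.3) became -0.48 without R3-Cntl SFZ library 2. In DZ cells Ibsp measured 48.64, 33.31 and 137.32 FPKM in R3-Cntl and 20.11, 8.95 and 44.22 FPKM in the libraries labelled R3-cKO, a log2 fold change of -1.54 (standard error 0.69) with an exact permutation p of 0.2. With the replicate number as a block the standard error was 0.12 and the limma adjusted p 0.0587. This was the lowest value of that fit and was shared with other genes, Mgp among them.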

*Mmp13* induction seems to be more straightforward. In the present study, *Mmp13* induction was consistently suppressed both by homozygous and heterozygous knockout of *Runx2* (Figs. 3 and 4), meanwhile, it was not affected by Runx3. These results indicate that Runx2 directly regulated *Mmp13* transcription, as indicated in previous reports^17–19,66,67^. Although Runx2 activated luciferase activity upstream of the *Mmp13* TSS, the Runx2 peak was not as large as we expected (Fig. 6). Obviously, *Mmp13* transcription is regulated by various signaling pathways and molecules other than Runx2. *Mmp13* was increased by IL-1β exposure in a dose- and time-dependent manner without increasing endogenous *Runx2* expression (Fig. 1c, d). We previously reported that NF-κB, HIF-2α, Notch signaling, and its downstream factor Hes1 are potent inducers of Mmp13^24,68,69^. Runx2 overexpression also indirectly induces MMP13 through mitogen-activated protein kinase pathways^17^. Considering that Mmp13 suppression by *Runx2* knockout was partial (Figs. 3 and 4), Runx2 must be associated with the induction of *Mmp13* transcription; however, its effect size remains unknown.

In conclusion, this study revealed that Runx3 protects articular cartilage against post-traumatic OA, while Runx2 exerts both anabolic and catabolic effects on articular cartilage under inflammatory conditions. Prg4 and Acan may be the main mediators of the anabolic effects of Runx3, whereas Runx3 does not affect cartilage catabolism. Runx2 induces *Mmp13*, whereas it compensates for reduced *Col2a1* expression in articular chondrocytes under inflammatory conditions in which Sox9 expression is decreased. Our findings regarding the anabolic roles of Runx3 and the diverse regulation of chondrocytes by Runx2 may contribute to understanding the pathophysiology of OA.

## Methods

### Animals

All animal experiments were authorized and approved by the Animal Care and Use Committee of The University of Tokyo. We have complied with all relevant ethical regulations. In each experiment, we compared the genotypes of littermates maintained in a C57BL/6J background. *Runx2*-floxed mice were generated to carry a conditional *Runx2* allele with exon 4, which encodes the Runt domain, flanked by loxP sites. Deletion of exon 4 also induced a frameshift and disrupted the Runx2 protein after exon 5. *Runx2*^*flox-neo*^ mice were crossed with flippase recombinase target (FRT) transgenic mice to eliminate the neomycin cassette. Positive embryonic stem cells were injected into eight-cell stage embryos to generate chimeric mice for subsequent crossing with C57BL/6 J females. This step provided heterozygous animals for the floxed allele of *Runx2* (*Runx2*^*flox-neo*^). Mating these mice with FRT transgenic mice resulted in heterozygous-floxed *Runx2* (*Runx2*^*fl/+*^) with the FRT-franked neomycin resistance cassette eliminated. *Runx2*^*fl/+*^ mice were next crossed with *Runx2*^fl/+^ to generate *Runx2*^*fl/+*^ or *Runx2*^*fl/f*^ mice. We then evaluated the targeting efficiency and specificity of these mice by breeding them with CAG-Cre reporter mice.

*Col2a1-Cre* mice^70^, *Runx3*^*fl/f*l^ mice^46^, and *Prg4-Cre*^*ERT2*^ mice^48^ were purchased from Jackson Laboratory. *Col2a1-Cre*^*ERT2*^ mice^47^ were generously provided by Professor Di Chen (Rush University Medical Center, Chicago, IL, USA). To generate *Col2a1-Cre; Runx3*^*fl/fl*^ mice, *Runx3*^*fl/fl*^ mice were mated with *Col2a1-Cre* mice to obtain *Col2a1-Cre; Runx3*^*fl/+*^ mice, which were then mated with *Runx3*^*fl/fl*^ mice. *Col2a1-Cre*^*ERT2*^*; Runx3*^*fl/fl*^ mice and *Prg4-Cre*^*ERT2*^*; Runx3*^*fl/fl*^ mice were created in the same manner. To generate *Col2a1-Cre*^*ERT2*^; *Runx2*^*fl/fl*^ mice, *Runx2*^*fl/fl*^ mice were mated with *Col2a1-Cre*^*ERT2*^ mice to obtain *Col2a1-Cre*^*ERT2*^; *Runx2*^*fl/+*^ mice, which were then mated with *Runx2*^*fl/fl*^ mice. After generating *Col2a1-Cre*^*ERT2*^; *Runx2*^*fl/fl*^ mice, they were mated with *Runx2*^*fl/+*^ mice to obtain *Runx2*^*fl/+*^ (R2-Hetero Cntl)*, Col2a1-Cre*^*ERT2*^; *Runx2*^*fl/+*^ (R2-Hetero cKO), *Runx2*^*fl/fl*^ (R2-Homo Cntl), and *Col2a1-Cre*^*ERT2*^; *Runx2*^*fl/fl*^ (R2-Homo cKO) mice, which were used in experiments.

*Runx2-Biotin-3xFLAG*-knockin mice (Runx2-FLAG mice), in which a Biotin-3×FLAG tag was inserted into the C-terminus of *Runx2* to produce Runx2-Biotin-3×FLAG fusion protein, were generated by one of the co-authors (Hojo, et al.^54^). Primer sequences for genotyping are shown in Supplementary Table 7.

### OA experiment

We used three models for OA experiments. For the medial model^41^, tamoxifen (100 μg per gram of body weight) was intraperitoneally injected into 7-week-old male mice daily for 5 days, and surgery was performed at 8 weeks of age. Surgery was then performed at 8 weeks of age. Under general anesthesia, resection of the medial collateral ligament and medial meniscus was performed using a surgical microscope^41^. For the DMM model^45^, tamoxifen (100 μg per gram of body weight; Sigma-Aldrich, St Louis, MO, USA) was intraperitoneally injected into 15-week-old male mice daily for 5 days, and surgery was performed at 16 weeks of age, in accordance with a previous report^45^. Mice were analyzed 8 weeks and 12 weeks after surgery for *Runx3*-knockout mice or *Runx2*-knockout mice, respectively. For the aging model, tamoxifen was injected for 5 days at 2, 6, and 12 months, and mice were raised until 18 months of age under physiological conditions. All mice were maintained under identical conditions (three mice per cage). OA severity was quantified by the Osteoarthritis Research Society International (OARSI) system^71^, which was assessed by two observers blinded to the experimental groups.

### Histological analysis

The perfusion fixation was performed soon after euthanasia. Tissue samples were fixed with 4% paraformaldehyde in phosphate-buffered saline (PBS, pH 7.4) at 4 °C for 1 day. Specimens were decalcified with 10% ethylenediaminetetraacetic acid (EDTA, pH 7.4) at 4 °C for 2 weeks, embedded in paraffin, and cut into 4-μm-thick sagittal sections. Safranin-O staining was performed according to standard protocols. For immunohistochemistry, sections were incubated with antibodies against Runx3 (ab135248, Abcam, Cambridge, UK), Runx2 (ab192256, Abcam), Runx1 (ab23980, Abcam), Col2a1 (MAB8887, Merck, Darmstadt, Germany), Col10a1 (14-9771-80, Invitrogen, Carlsbad, CA, USA), Acan (13880-1-AP, Proteintech, Rosemont, IL, USA), Prg4 (ab28484, Abcam), Mmp13 (18165-1-AP, Proteintech), Mmp9 (ab38898, Abcam), and Sox9 (ab185230, Abcam). For visualization, 3,3’-diaminobenzidine (DAB; Nakaraitesk, Kyoto, Japan) was used. TdT-mediated dUTP nick-end labeling (TUNEL) staining was performed with an In Situ Cell Death Detection Kit (Roche, Basel, Switzerland) according to the manufacturer’s instructions. Histological analyses were performed at least three times using 3−5 mice per group or genotype for confirmation of results. Images were visualized under a fluorescence microscope (BZ-X710, Keyence, Osaka, Japan). Percentages of positive cells and DAB-positive areas were measured by BZ analyzer software (Keyence) and NDPscan (Hamamatsu Photonics, Hamamatsu, Japan), respectively. The following parameters were used in the software: Pixel Area = 4.86E-08, Hue Value = 0.1, Hue Weight = 0.5, and Color Saturation Threshold = 0.04. We defined the strong intensity threshold as 0 − 100, medium as 100−175, and weak as 175−220 in the algorithm input. After margining the Safranin-O-positive articular cartilage area of lateral and medial sides of tibial and femoral joints by referring to the nearest slide, we evaluated areas strongly positive for Col2a1, and medium to strongly positive areas for Mmp13, respectively. We also counted numbers of Runx2/Sox9 medium/strong-positive cells. For quantification, we selected six samples exhibiting average OA development in each group.

### Cell cultures

Primary articular chondrocytes were isolated from 5-day-old C57BL/6J mice according to a standard protocol using collagenase D (Roche, Basel, Switzerland)^45^, and cultured in Dulbecco’s Modified Eagle’s Medium (DMEM; Wako, Osaka, Japan) with 10% fetal bovine serum. The medium was changed every 3 days. SFZ cells were isolated as previously described^72^. Briefly, the proximal end of the femur and the distal end of the tibia were dissected from 5-day-old mice, and ligaments and tendons were excised. Cartilage tissues were incubated with 0.25% trypsin (Thermo Fisher Scientific, Waltham, MA, USA) for 1 h, followed by 1.5-h digestion with 173 U/mL of type I collagenase (Worthington Biochemical Corporation, Lakewood, NJ, USA). DZ cells were isolated by additional digestion of residual epiphyseal cartilage tissue with 43 U/ml collagenase type I for 5 h. Dissociated cells were seeded on fibronectin-coated culture dishes. Cells were cultured with DMEM with 10% FBS. The cells were cultured as a monolayer in all experiments. To induce Cre recombination in cultured cells, 2 μM 4-hydroxytamoxifen (Sigma-Aldrich) was applied for 48 h. IL-1β was added 24 h after starting this incubation.

### Explant cultures

For ex vivo cultures, femoral head cartilage was removed from Hetero Cntl, Hetero cKO, Homo Cntl, and Homo cKO mice at postnatal day 1. Femoral heads were then cultured in DMEM containing 10% fetal bovine serum, with or without 1 ng/μL IL-1β (AF-200-01B, PeproTech, Rocky Hill, NJ, USA). The medium was changed every 3 days, and the total culture period was 2 weeks. Right femoral heads were used for histological analyses and left ones were homogenized using Trizol reagent (15596-018, Life Technologies, Carlsbad, CA, USA) for qRT-PCR.

### qRT-PCR

Total RNA was purified with an RNeasy Mini Kit (Qiagen, Hilden, Germany). One microgram of total RNA was reverse transcribed using ReverTraAce qPCR RT Master Mix with gDNA Remover (Toyobo, Osaka, Japan). Each PCR reaction contained 1 × THUNDERBIRD SYBR qPCR Mix (Toyobo), 0.3 mM specific primers, and 25 ng of cDNA. The copy number was normalized to rodent total RNA (Thermo-Fisher Scientific, Waltham, MA, USA), with rodent glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*) used as an internal control. All reactions were run in triplicate. Primer sequences are shown in Supplementary Table 8.

### Construction of expression vectors

Full-length cDNA sequences were amplified by PCR and cloned into the pCMV-HA or pShuttle vector (Clontech). Adenovirus vectors were generated using an Adeno-X expression system (Clontech). All vectors were verified by DNA sequencing.

### Luciferase assay

Col2a1 enhancer sites (upstream of TSS, intron 1, and intron 6), upstream of the Mmp13 TSS, Prg4, and Acan were amplified by PCR using mouse genomic DNA as the template and cloned into the PGL4.10 [luc2] vector (Promega, Tokyo, Japan). A luciferase assay was performed using primary chondrocytes and the Dual-Luciferase Reporter Assay System (Promega). Results are reported as the ratio of firefly to Renilla activities. Locations of the cloned sequences are shown in Supplementary Table 9.

### 1, 9-dimethylmethylene blue (DMMB) assay

The GAG content was measured using a 1, 9-dimethylmethylene blue (DMMB) assay^50^. Lysates (20 μL) were mixed with 200 μL of a DMMB (Sigma-Aldrich) working solution for 30 min at room temperature. The absorbance was then measured at 525 nm. Chondroitin sulfate (Sigma-Aldrich) was used as a standard.

### ChIP-seq

Chromatin preparation and ChIP were performed as previously described^9,53,73^, with minor modifications. Briefly, 5 × 10^7^ primary chondrocytes from Runx2-FLAG mice, expressing 3 × FLAG-tagged Runx2, were cultured for 48 h with or without 1 ng/mL IL-1β for 24 h. For Runx3, we used SFZ chondrocytes from WT mice that were treated by lipofection (Lipofectamine 2000; Thermo Fisher Scientific) with vectors expressing 3xFLAG-tagged Runx3. Briefly, 5 × 10^7^ chondrocytes were harvested and cross-linked with 1% formaldehyde, followed by quenching with glycine. After cell lysis, chromatin was fragmented by sonication (Branson Digital Sonifier 250, Branson Ultrasonics Corporation Danbury, CT, USA) to obtain 100–600 bp DNA fragments. The fragmented DNA lysate was incubated with Dynabeads M-280 sheep anti-mouse (Thermo Fisher Scientific) and antibody complex overnight at 4 °C [anti-FLAG Clone M2 (Sigma-Aldrich) or Ant-mouse IgG (Promega, Madison, WI, USA)]. After washing the beads with radioimmunoprecipitation assay buffer, DNA was eluted with elution buffer at 65 °C for 15 min, and the elution was incubated overnight at 65 °C for reverse crosslinking. DNA was purified using ChIP DNA Clean and Concentrator (ZYMO Research, Irvine, CA, USA). All buffers contained Complete EDTA-Free Protease Inhibitor Cocktail (Roche). Construction of ChIP-seq libraries was performed with a ThruPLEXFD Prep Kit (Takara Bio, Kusatsu, Japan). The library was sequenced on a HiSeq2000 (Illumina, San Diego, CA, USA) platform.

Supercomputing resources were provided by the XXX. DNA sequence information was aligned to the unmasked mouse genome reference sequence mm9 by a bowtie aligner^74^. Peak calling was performed by two-sample analysis using CisGenome software v2.0 (35) with a *P* value cut-off of 1 × 10^−5^ compared with the input control. Peaks with a false discovery rate of <0.01 were incorporated into further analysis. GREAT GO analysis was performed utilizing the online GREAT GO program, version 3.0.0^52^. Each peak category was run against a whole-genome background with assembly mm9. De novo motif recovery was performed with MEME-ChIP^52^. A 100-bp region surrounding the peak center was extracted from mm9 and used for analyses. Raw and processed data are available in the Gene Expression Omnibus database under accession numbers “GSE157328” and “GSE165086”. Peak data were compared with “GSM1692996”, “GSM1692997”, “GSM1693001”, “GSM1693003”, and “GSM1693005”^11^.

### RNA-seq

For Runx3, RNA samples were collected from SFZ/DZ chondrocytes of 5-day-old *Col2a1-Cre; Runx3*^*fl/fl*^ and *Runx3*^*fl/fl*^ mice (*n* = 3, respectively). 

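Transcripts of the Y chromosome differed between these libraries. Ddx3y, on the Y chromosome from 597158 to 623056 of mm9, measured 15.41, 4.96 and 21.09 FPKM in R3-Cntl SFZ libraries 1, 2 and 3. In the R3-cKO SFZ libraries it measured 10.66, 0.02 and 0.01 FPKM. In DZ cells it measured 16.99, 7.50 and 6.92 FPKM in R3-Cntl and 12.67 FPKM in R3-cKO library 1, and it was listed at 0 in R3-cKO libraries 2 and 3. Eif2s3y, Kdm5d and Uty, the other Y-linked genes examined, also stayed at or under 0.04 FPKM in R3-cKO libraries 2 and 3 of both zones and above 1 FPKM in the 8 other libraries. Both libraries of number 1 carried Y-linked transcripts in each zone, whereas in numbers 2 and 3 only the R3-Cntl library did.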

For Runx2, RNA samples were collected from primary chondrocytes of 5-day-old *Col2a1-Cre*^*ERT2*^; *Runx2*^*fl/fl*^ and *Runx2*^*fl/fl*^ mice (*n* = 2, respectively) and then subjected to 48-h incubation with 4-hydroxytamoxifen with or without 1 ng/μL IL-1β for 24 h. RNA-seq was conducted on a BGIseq-500 (BGI, Hong Kong, China) to produce 100-bp paired-end reads, which were mapped to the mouse genome (mm9). Quantile normalization was applied, and read counts were transformed to log2 counts per million. 

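The deposited values analysed here are on a linear scale and sum to different totals in each library, which is not the case after quantile normalization. To see what that step changes, the log2(FPKM + 1) values were quantile normalized before the same limma fit. In the SFZ it gave 0 genes with an adjusted p under 0.05 and 50 with an unadjusted p under 0.05. Of its 3 genes over 2-fold with an unadjusted p under 0.05, 2 were also among the 3 found without it. In the DZ it gave 0 genes with an adjusted p under 0.05 and 449 with an unadjusted p under 0.05. Of its 71 genes over 2-fold, 69 were among the 80 found without it.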

Linear models were used to test for expression differences between deficient and control samples. Raw and processed data are available in the Gene Expression Omnibus database under accession numbers “GSE157433” and “GSE165084”.

### Intra-articular administration of adenoviral vectors

We performed intra-articular administration of an adenoviral vector containing Runx3 or GFP. Injections were performed three times: 1, 4, and 7 weeks after the OA surgery. For each administration, we injected 10 µL of 1 × 10^9^ plaque-forming units of adenoviral vectors solution diluted in PBS.

### Statistics and reproducibility

Results were analyzed using Prism version 8.4.1 (GraphPad Software, San Diego, CA, USA). Two-tailed Mann–Whitney *U* test was used to establish statistical significance between the two groups. One-way ANOVA with Turkey’s post hoc test was used to establish statistical significance in more than three groups. Ordinary one-way ANOVA with Dunnett’s multiple comparisons test was used for dose-dependent or time-course comparisons of multiple groups. *P* values below 0.05 were considered significant. Biologically independent sample numbers were shown in figures and figure legends. For micrographs, representative images in each group were displayed.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Peer Review File

## Data Availability

Raw and processed data are available in the Gene Expression Omnibus database under accession numbers “GSE157328” and “GSE165086” for ChIP-seq. Peak data of “GSM1692996”, “GSM1692997”, “GSM1693001”, “GSM1693003”, and “GSM1693005” were used from the previous report^12^. “GSE157433” and “GSE165084” for RNA-seq. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Runx2 and Runx3 differentially regulate articular chondrocytes during surgically induced osteoarthritis development
**Source:** Nat Commun. 2022 Oct 19;13:6187. doi: 10.1038/s41467-022-33744-5
**Supplement:** Supplementary file 1 — Supplementary Information

# **Runx2 and Runx3 differentially regulate articular chondrocytes during osteoarthritis development**

**Supplementary information**

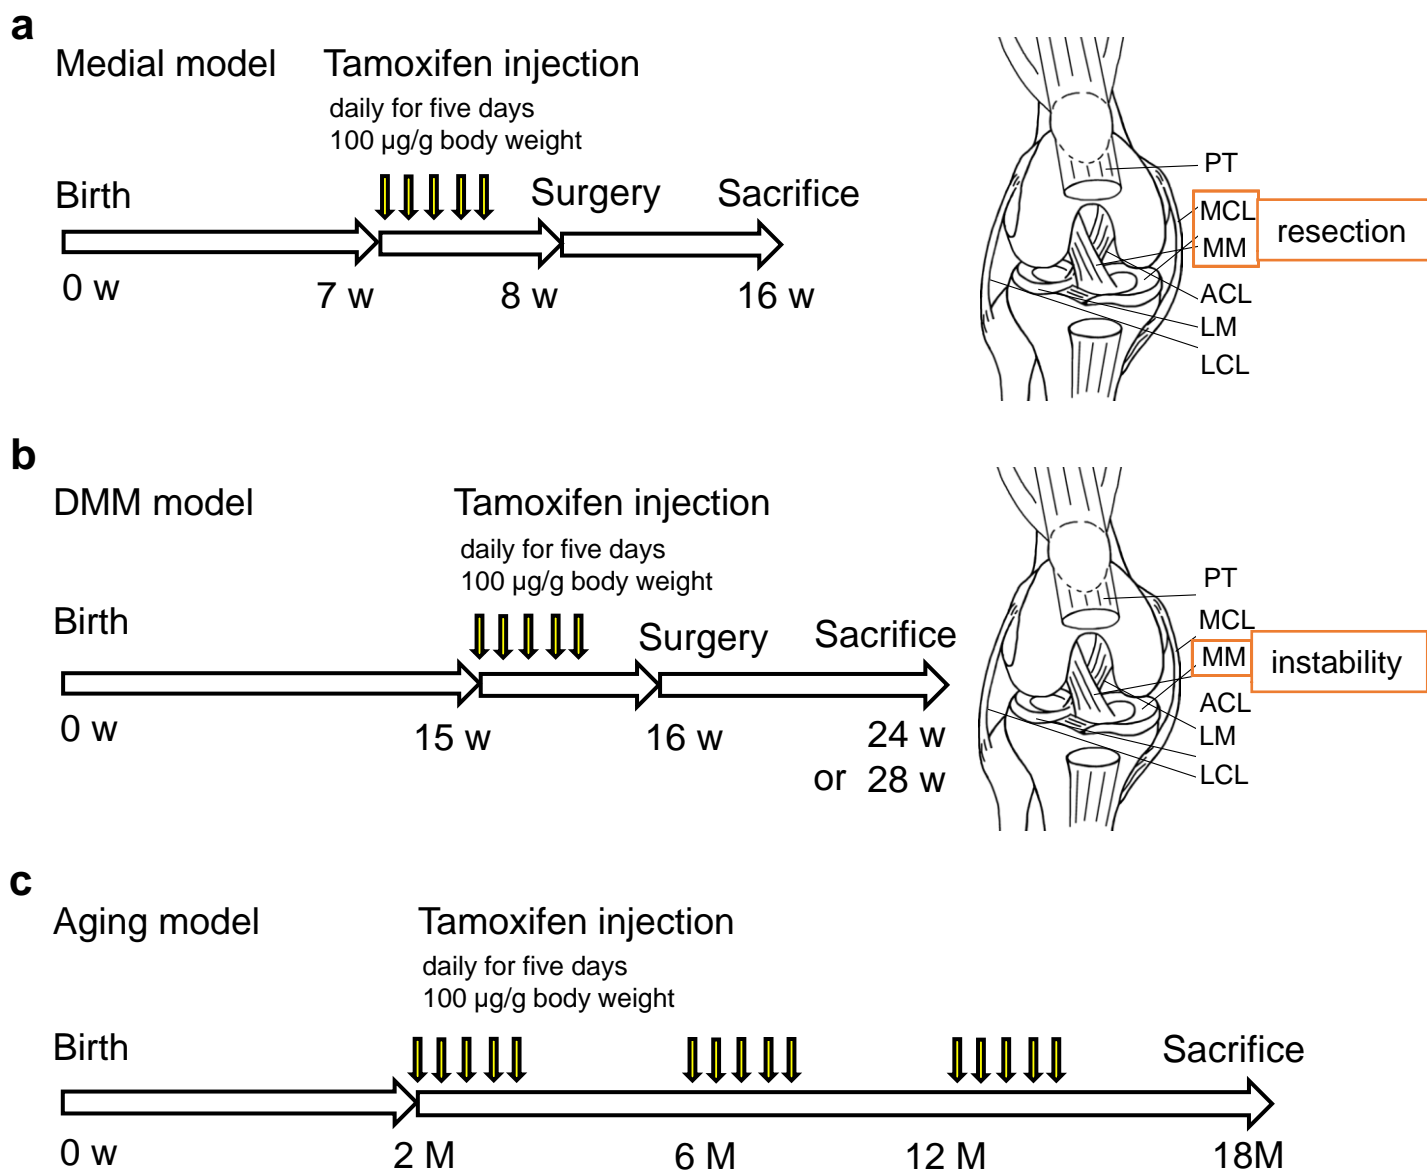

**Supplementary Fig. 1** Schematic time course of osteoarthritis (OA) models. **a** Surgical model induced by resecting the medial collateral ligament and medial meniscus (medial model). **b** Surgical model induced by destabilizing the medial meniscus (DMM model). *Runx3* and *Runx2* knockout mice were sacrificed eight weeks and twelve weeks after surgery, respectively. **c** Natural course with aging (aging model). PT, patellar tendon; MCL, medial collateral ligament; MM, medial meniscus; ACL, anterior cruciate ligament; LM, lateral meniscus; LCL, lateral collateral ligament.

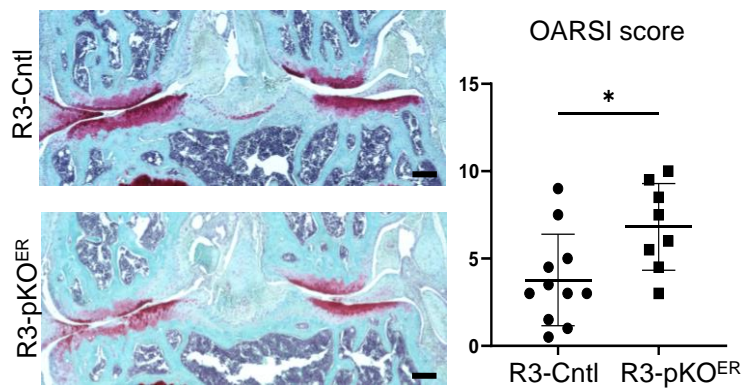

**Supplementary Fig. 2** Development of OA in *Runx3<sup>fl/fl</sup>* (R3-Cntl) and *Prg4-Cre<sup>ERT2</sup>;Runx3<sup>fl/fl</sup>* (R3-pKO<sup>ER</sup>) mice by destabilization of the medial meniscus (DMM model) at the age of 16 weeks. Tamoxifen injection was performed one week before surgery. The mice were sacrificed 8 weeks after the surgery. Scale bars indicate 200  $\mu$ m. Experimental groups consisted of  $n = 11$  and 8, respectively. OARSI scores are expressed as dot plots and means  $\pm$  standard deviation (S.D.). \* $P < 0.05$ , two-tailed Mann-Whitney U test.

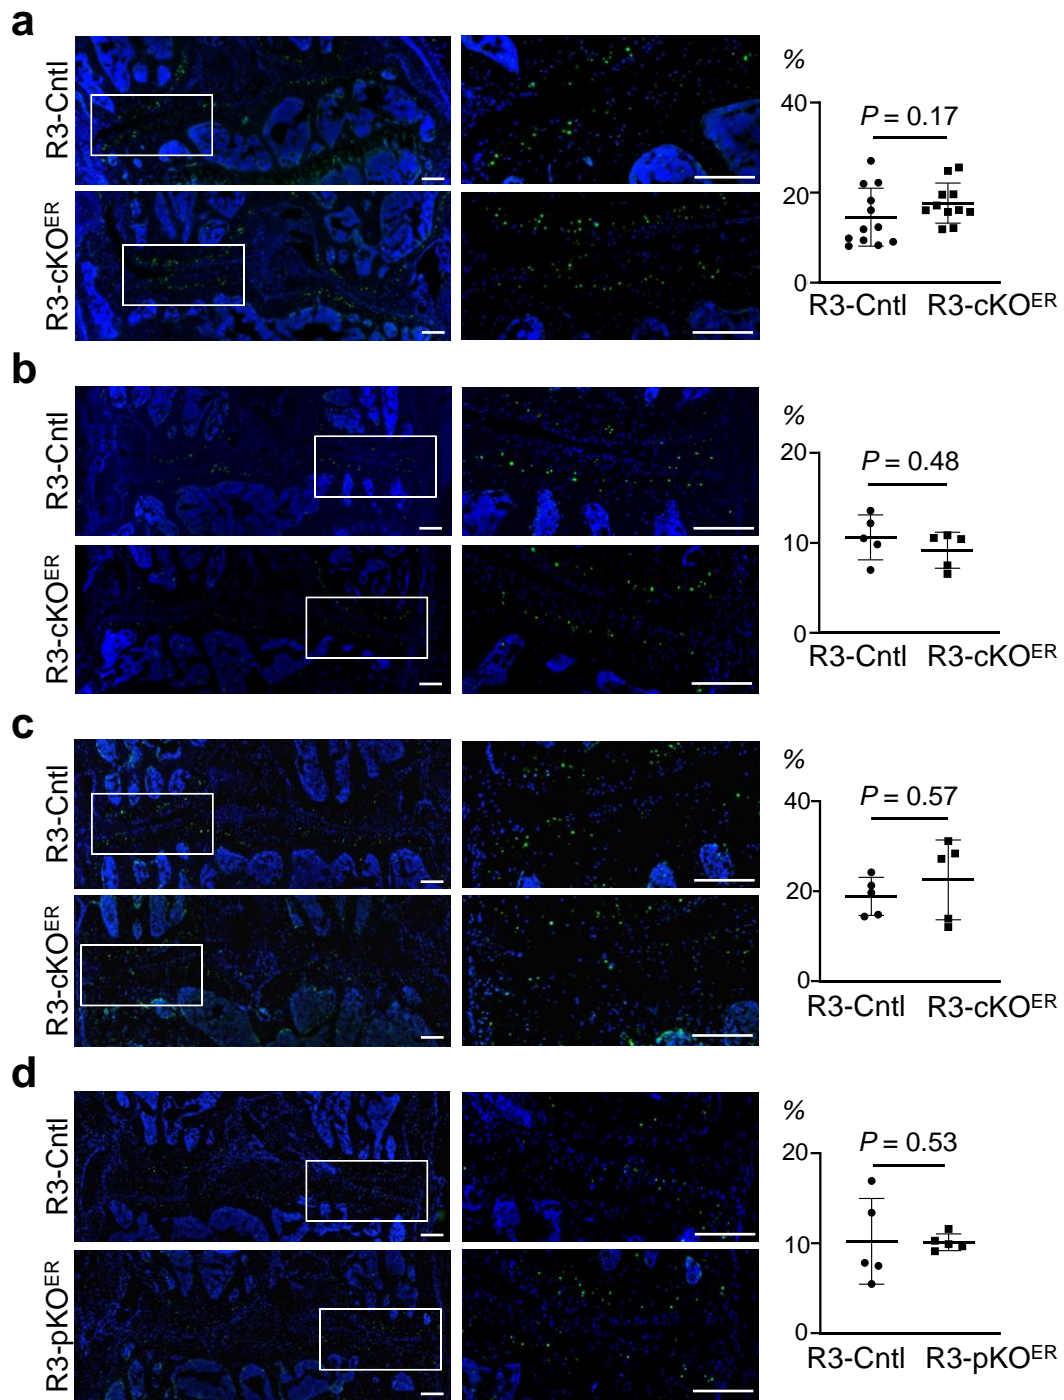

**Supplementary Fig. 3** Chondrocyte apoptosis in articular cartilage of *Runx3<sup>fl/fl</sup>* (R3-Cntl) and *Col2a1-Cre<sup>ERT2</sup>;Runx3<sup>fl/fl</sup>* (R3-cKO<sup>ER</sup>) or *Prg4-Cre<sup>ERT2</sup>;Runx3<sup>fl/fl</sup>* (R3-pKO<sup>ER</sup>) mice. TUNEL staining of operated (**a**) and sham-operated (**b**) knee joints of 16-week-old R3-Cntl and R3-cKO<sup>ER</sup> mice. Tamoxifen was injected at seven weeks, and the medial model surgery was performed at eight weeks. **c** TUNEL staining of knee joints of 18-month-old R3-Cntl and R3-cKO<sup>ER</sup> mice, into which Tamoxifen was injected at 8 weeks, 6, and 12 months. **d** TUNEL staining of sham-operated knee joints of 16-week-old R3-Cntl and R3-pKO<sup>ER</sup> mice, into which Tamoxifen was injected at seven weeks. Inset boxes in the low magnification images indicate regions of the high magnification images. Scale bars, 200  $\mu$ m. Experimental groups consisted of  $n = 12$  vs. 11 (**a**), or 5 (**b**, **c**, **d**), respectively. Rates of TUNEL-positive cells in the Safranin O-positive area are shown in the right panels. All data are expressed as dot plots and means  $\pm$  S.D. All  $P$  values were over 0.05 in two-tailed Mann-Whitney U test.

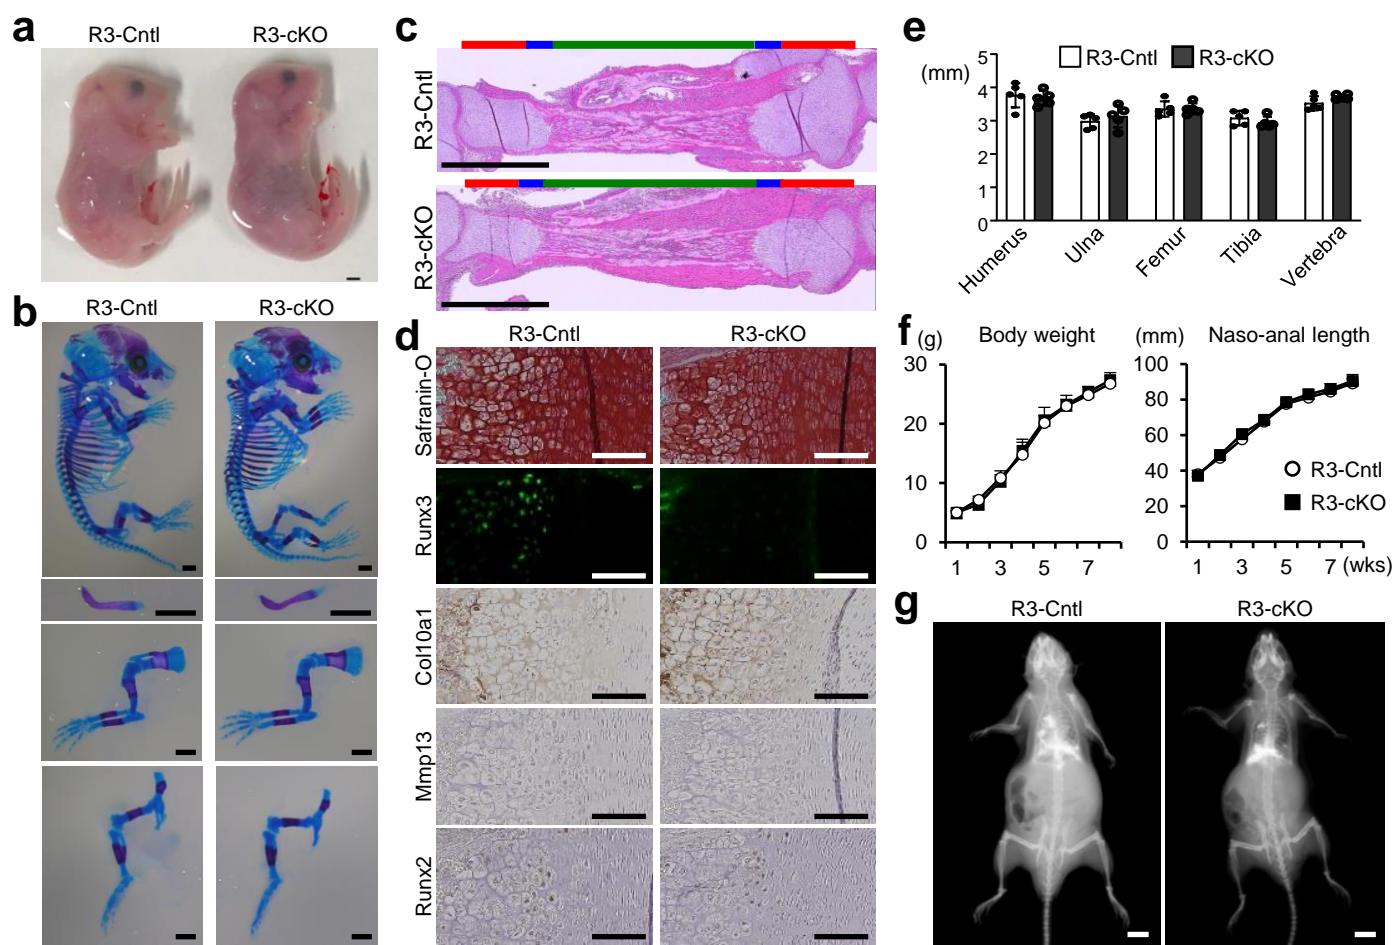

**Supplementary Fig. 4** Skeletal formation in *Col2a1-Cre;Runx3<sup>fl/fl</sup>* mice. **a** Gross appearance of *Runx3<sup>fl/fl</sup>* (R3-Cntl) and *Col2a1-Cre;Runx3<sup>fl/fl</sup>* (R3-cKO) littermate E18.5 embryos. Scale bars indicate 1 mm. **b** Double staining with Alizarin red and Alcian blue of the whole skeleton, clavicles, upper extremities, and lower extremities of R3-Cntl and R3-cKO littermate E18.5 embryos. Scale bars indicate 1 mm. **c** H&E staining of whole tibias of R3-Cntl and R3-cKO littermate E18.5 embryos. Scale bars indicate 1 mm. Upper bars indicate lengths of the proliferative zone (red), hypertrophic zone (blue), and bone area (green). **d** Safranin O staining and immunohistochemistry of Runx3, Col10a1, Mmp13, and Runx2 in proximal tibias of R3-Cntl and R3-cKO littermate E18.5 embryos. Scale bars indicate 200  $\mu$ m. Representative images among five mice in each genotype were shown. **e** Length of long bones and vertebra (first to fifth lumbar spines) of R3-Cntl and R3-cKO littermate E18.5 embryos. Data are expressed as means  $\pm$  S.D. of five mice per group. **f** Body weight and naso-anal length of R3-Cntl and R3-cKO littermates from 1- to 8-week-old. Data are expressed as means  $\pm$  S.D. of R3-Cntl (n = 5) and R3-cKO mice (n = 7). **g** Plain radiographs of the entire bodies of R3-Cntl and R3-cKO littermates at 16 weeks. Scale bars indicate 1 cm.

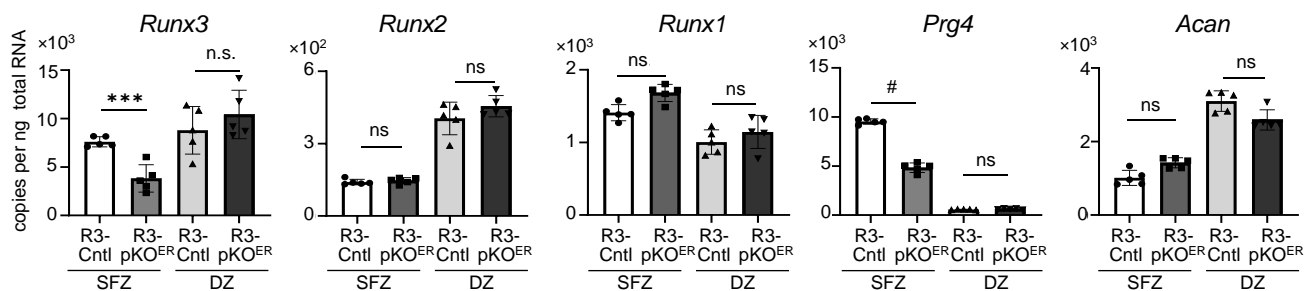

**Supplementary Fig. 5** mRNA levels of Runx family members, *Prg4*, and *Acan* in primary SFZ and DZ chondrocytes obtained from *Runx3<sup>fl/fl</sup>* (R3-Cntl) and *Prg4-Cre<sup>ERT2</sup>;Runx3<sup>fl/fl</sup>* (R3-pKO<sup>ER</sup>) mice. Data are expressed as means  $\pm$  S.D. of five mice per group. \*\*\* $P < 0.001$ , # $P < 0.0001$ , n.s., not significant; ordinary one-way ANOVA test with Turkey's post hoc test.

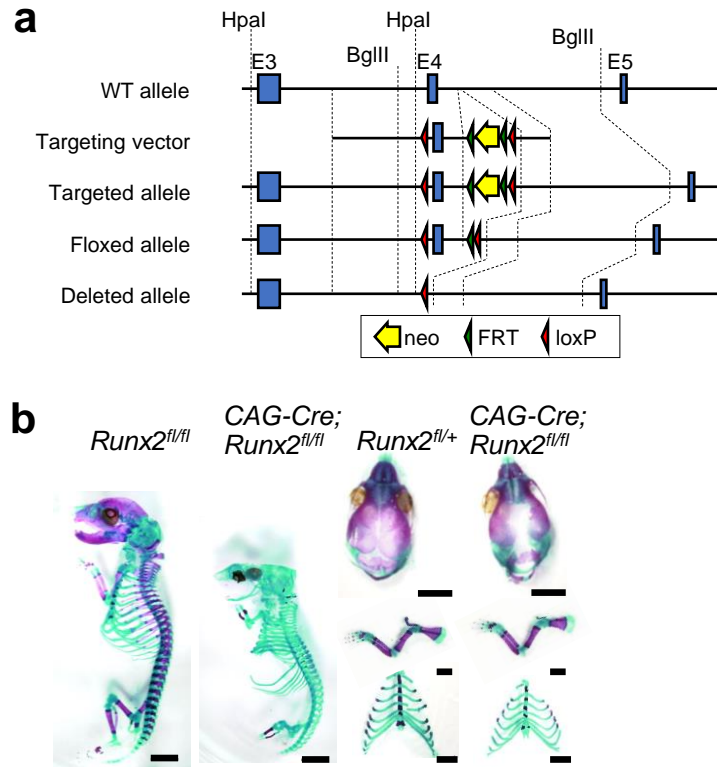

**Supplementary Fig. 6** Generation and validation of *Runx2-flox* mice. **a** Generation of *Runx2-flox* mice. Diagram showing the *Runx2* genomic locus with exons 4 and 5, *Runx2*-targeting vector including the neo-cassette (Targeting Vector), and recombination between homologous regions of the targeting vector and *Runx2* locus, leading to generation of the *Runx2*-targeted allele (Targeted Allele). The floxed *Runx2* allele was generated by flippase recombinase target (FRT)-mediated recombination of the *Runx2*-targeted allele (Floxed allele), and the *Runx2*-deleted allele was generated by Cre-mediated recombination of the floxed *Runx2* allele (Deleted allele). **b** Skeletal elements of E18.5 embryos of stained with Alcian blue (cartilage) and Alizarin red (mineralized tissue). Scale bars, 2 mm.

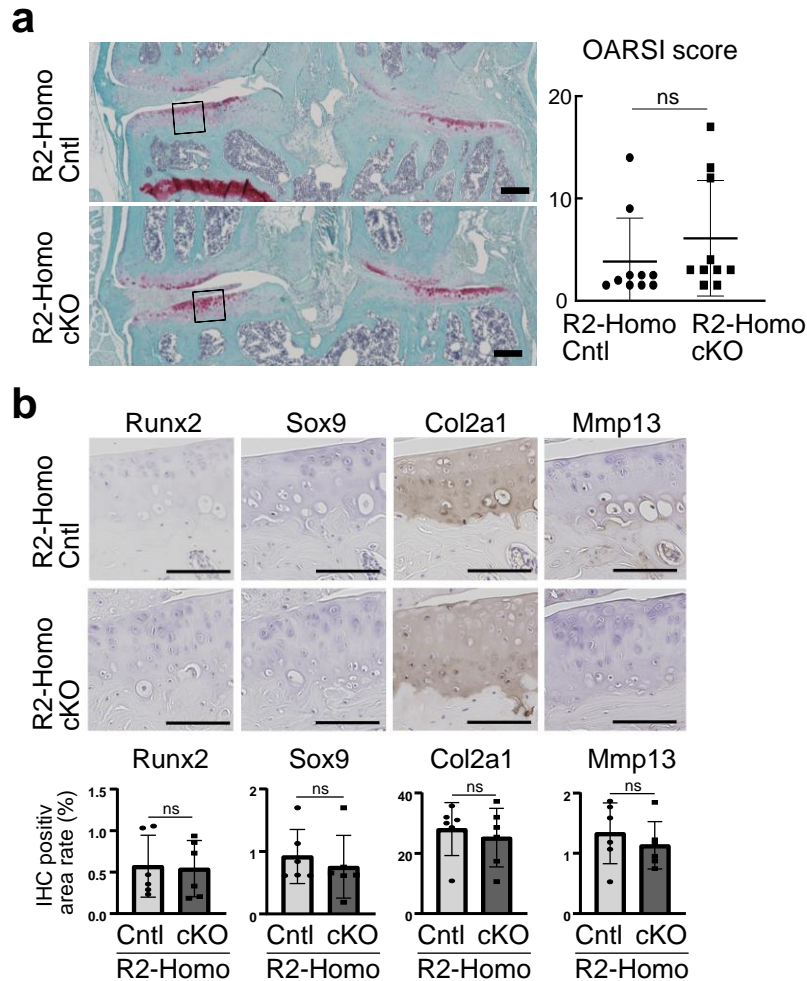

**Supplementary Fig. 7** OA development of chondrocyte-specific Runx2-knockout mice with aging. **a** Representative Safranin O staining of 18-month-old homozygous *Runx2<sup>fl/fl</sup>* (R2-Homo Cntl) and *Col2a1-Cre<sup>ERT2</sup>;Runx2<sup>fl/fl</sup>* (R2-Homo cKO) knee joints (aging model). OARS scores are shown in the right panel. Data are expressed as mean  $\pm$  S.D.,  $n = 10$  biologically independent animals. Scale bars, 200  $\mu$ m. **b** Immunohistochemistry of Runx2, Sox9, Col2a1, and Mmp13 in 18-month-old R2-Homo Cntl and R2-Homo cKO knee joints. Six biologically independent animals which displayed OARS scores close to the median for each group were analyzed. Scale bars, 100  $\mu$ m. Inset boxes in Safranin O staining indicate regions of immunohistochemistry. All data are expressed as dot plots and mean  $\pm$  S.D. ns, not significant; two-tailed Mann-Whitney U test.

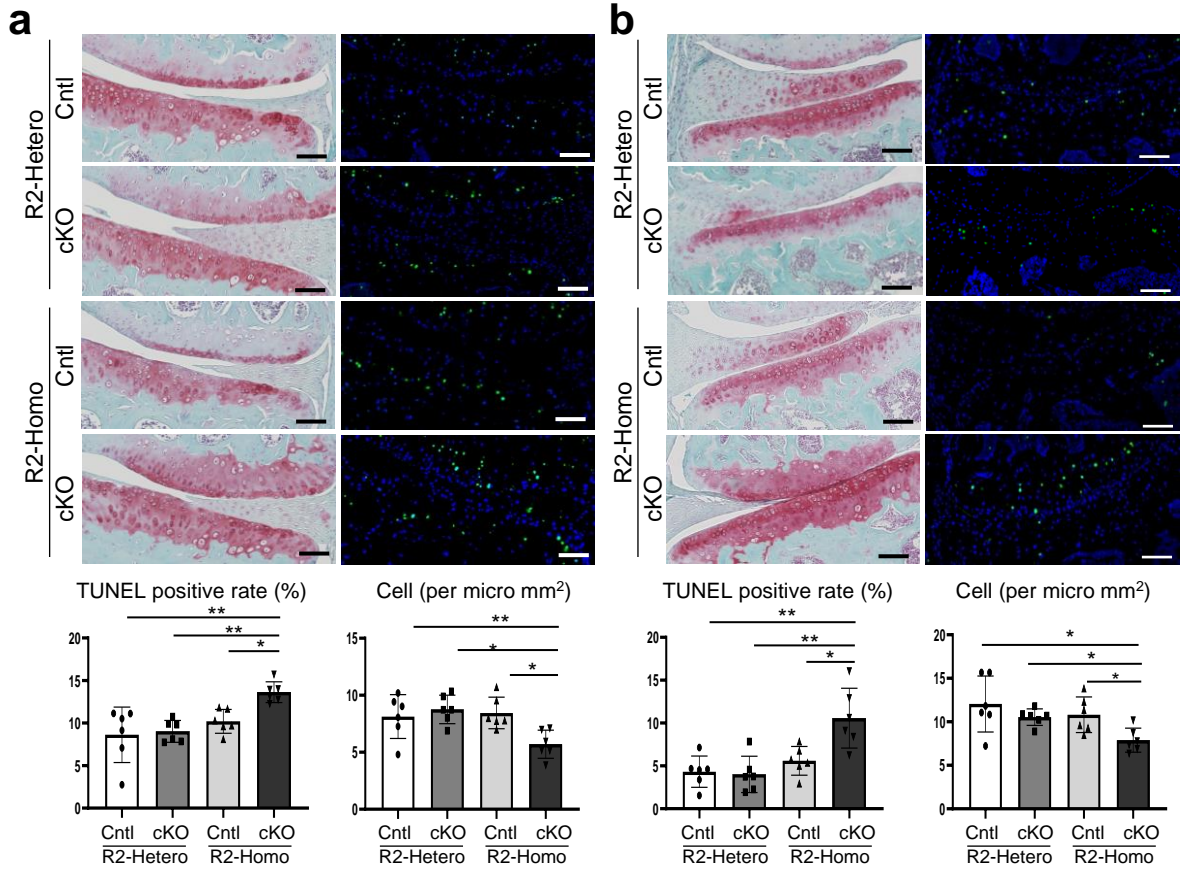

**Supplementary Fig. 8** Chondrocyte apoptosis in articular cartilage of *Runx2<sup>fl/+</sup>* (R2-Hetero Cntl), *Col2a1-Cre<sup>ERT2</sup>;Runx2<sup>fl/+</sup>* (R2-Hetero cKO), *Runx2<sup>fl/fl</sup>* (R2-Homo Cntl), and *Col2a1-Cre<sup>ERT2</sup>;Runx2<sup>fl/fl</sup>* (R2-Homo cKO) mice. Safranin O and TUNEL staining of sham knee joints of medial model mice (**a**) and 8-week-old mice into which tamoxifen was injected at 7 weeks (**b**). Scale bars, 100  $\mu$ m. Percentages of TUNEL-positive and DAPI-positive cells in the Safranin O-positive area are shown below. n = 6 biologically independent animals. All data are expressed as dot plots and mean  $\pm$  S.D. \* $P$  < 0.05; \*\* $P$  < 0.01; one-way ANOVA test with Turkey's post hoc test.

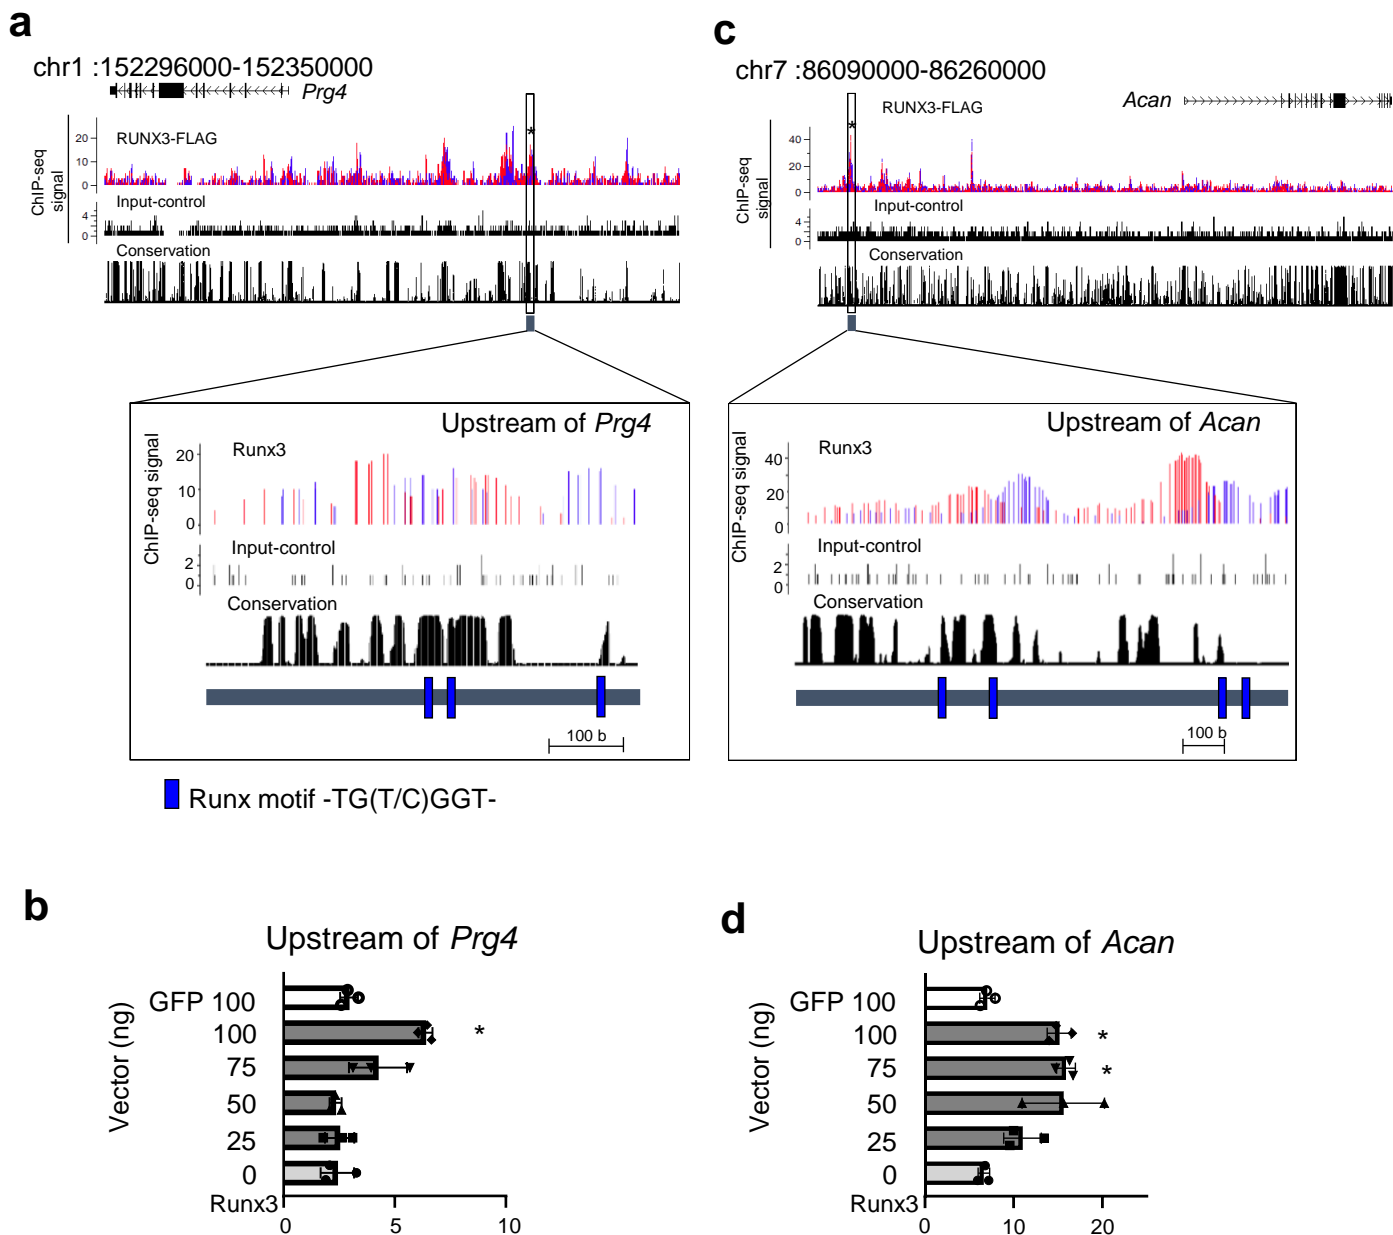

**Supplementary Fig. 9** CisGenome browser screenshots showing Runx3 engagement, input control, and a conservation index around *Prg4* (a) and *Acan* (c) genes. Lower left and right panels indicate Chr1: 152337736–152338319 and Chr7: 86098728–86099908 in the mm9 database, respectively. Luciferase activities of *Prg4* (b) and *Acan* (d) enhancer regions in mouse chondrocytes transfected with various amounts of Runx3 or GFP control.  $n = 3$  biologically independent experiments. Data shown as mean  $\pm$  S.D. \* indicates increased values, respectively, compared with control (white bars) with  $P < 0.05$  in one-way ANOVA test with Turkey's post hoc test.

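In mm9 the region of 584 bp on chromosome 1 (43.0% GC) overlaps no annotated gene and lies 24441 to 25024 bp upstream of the transcription start site (TSS) of Prg4 at 152313295, which is the nearest TSS. The region of 1181 bp on chromosome 7 (49.4% GC) also overlaps no annotated gene and lies 98461 to 99641 bp upstream of the TSS of Acan at 86198369. The TSS nearest to it is that of Isg20, at 41008 bp. Runx proteins bind the sequence TGYGGT, where Y is C or T. The Prg4 region holds 1 such site, TGTGGT on the reverse strand at 152338031 to 152338036, with the forward-strand sequence AGAGCATTTTACCACATCCTATTAAA around it. The Acan region holds 2, on the reverse strand at 86099755 to 86099760 (forward strand AATGAGAGGAACCACAGCGAAGACCC) and at 86099812 to 86099817 (forward strand TACTCTTCCCACCACAGGGTTGCTTT). With C also allowed as the last base (TGYGGY), the Prg4 region holds 3 sites and the Acan region 2.

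**Figure D2:**
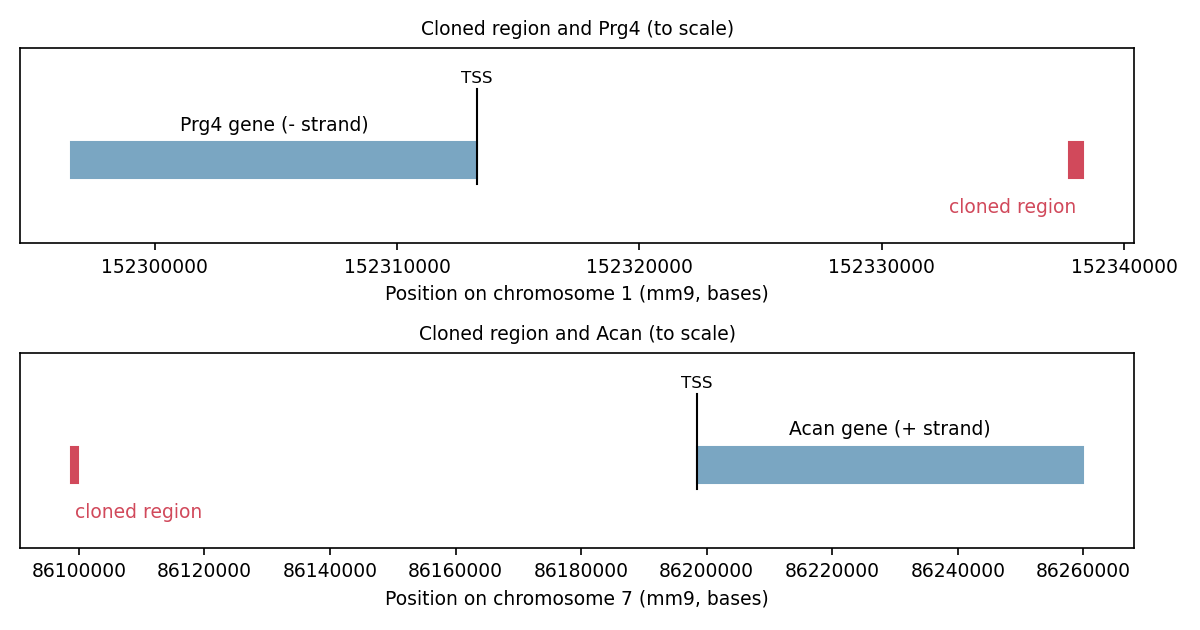
Positions of the cloned regions (red) and of the Prg4 and Acan genes (blue) along chromosomes 1 and 7 of mm9 (horizontal axes, bases), with a vertical line at each TSS, drawn to scale. Each region lies apart from its gene on the upstream side of the TSS.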

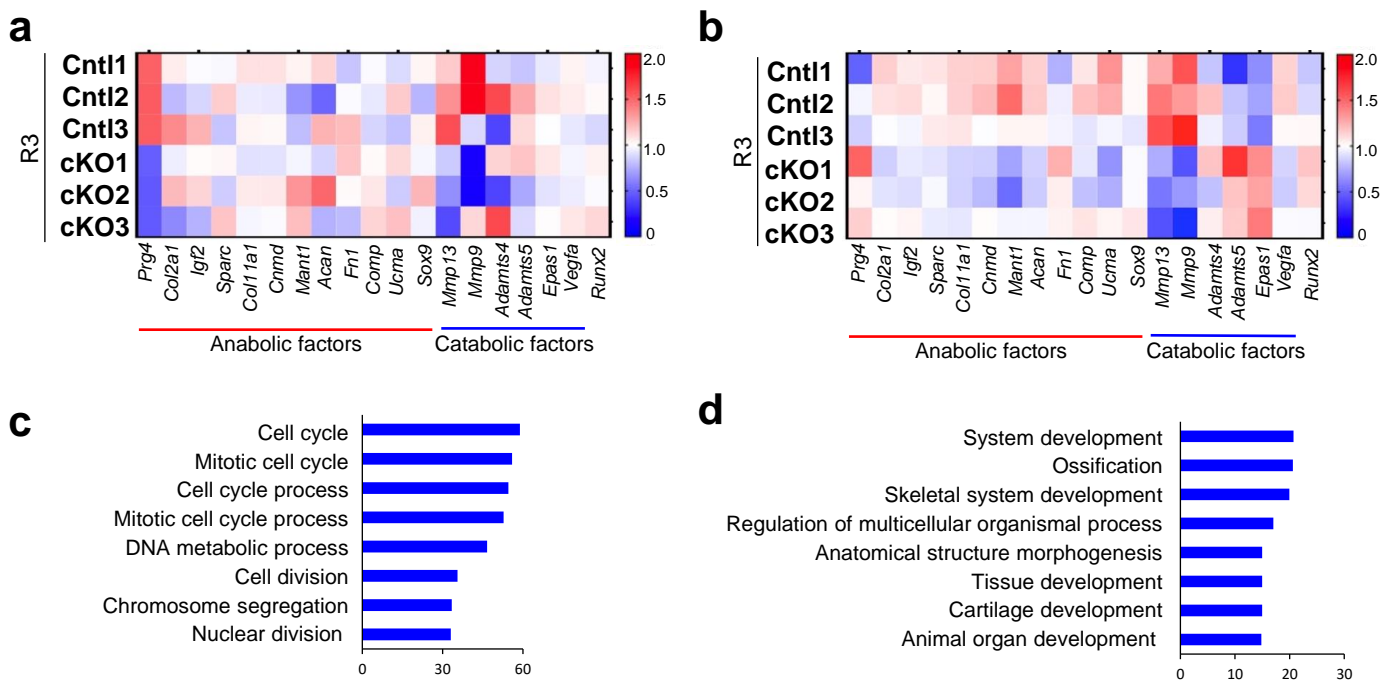

**Supplementary Fig. 10** RNA-seq analyses of SFZ and DZ cells obtained from three individual *Runx3<sup>fl/fl</sup>* (R3-Cntl) and *Col2a1-Cre;Runx3<sup>fl/fl</sup>* (R3-cKO) littermate mice ( $n = 3$ ). Heat maps showing extracellular matrix related genes, and articular cartilage catabolic factor related genes for SFZ (**a**) and DZ cells (**b**). Gene Ontology (GO) analyses in the top 2,000 downregulated genes in R3-cKO samples for SFZ (**c**) and DZ cells (**d**) showing top seven enriched GO terms.

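SFZ and DZ cells of R3-Cntl mice were compared with limma as a check of the zone labels. Of 11336 genes, 140 had an adjusted p under 0.05, 17 higher and 123 lower in DZ cells. Thbs4 was among those lower in DZ cells, with a log2 fold change of -5.23 (standard error 0.43, limma adjusted p = 0.0235), and Prg4, the lubricin gene that marks the superficial zone, had a log2 fold change of -2.36 (standard error 0.38, adjusted p = 0.0485). Sfrp2, Postn, Cd34 and Thy1 were lower in DZ cells by log2 fold changes of -5.62, -4.72, -4.07 and -3.93. Thbs4, Sfrp2, Postn, Cd34 and Thy1 were chosen after their values were seen.

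At an unadjusted p under 0.05 the comparison gave 560 genes higher and 2542 lower in DZ cells, with a median log2 fold change of all genes of -0.17. Quantile normalization moved this median to 0.05 and the split to 1685 higher and 1098 lower, with 1 gene past the adjusted threshold. Median-of-ratios size factors moved the median to 0.01 and the split to 1338 higher and 1316 lower, with 17 genes, 4 higher and 13 lower, past the adjusted threshold. The number of genes also depended on single libraries, from 0 without R3-Cntl SFZ library 2, R3-Cntl DZ library 1 or R3-Cntl DZ library 2 to 505 without R3-Cntl SFZ library 1. Between libraries of the same genotype and zone, Pearson correlations across genes of log2(FPKM + 1) were 0.960 to 0.988. The first 3 principal components of 11359 genes held 45.7, 29.2 and 10.4% of the variance.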

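For the extracellular matrix genes Col2a1, Igf2, Sparc, Col11a1, Cnmd, Matn1 (printed as Mant1), Acan, Fn1, Comp, Ucma, Sox9 and Prg4, the median log2 fold change was 0.02 in SFZ cells and -0.26 in DZ cells, and 9 of the 12 were lower in the DZ libraries labelled R3-cKO. Matn1 had the largest decrease of the 12 in DZ cells (log2 fold change -1.03, standard error 0.85, limma adjusted p = 0.999), followed by Ucma at -0.71. With the replicate number as a block, the standard error of Matn1 was 0.33, with an unadjusted p under 0.05 and a limma adjusted p of 0.255. In SFZ cells Matn1 and Ucma were 0.51 and 0.15. Col2a1 was -0.22 in SFZ and -0.29 in DZ cells, and Sox9 was 0.15 and 0.05. Among the catabolic factors, Mmp13 measured 51.28, 164.96 and 454.07 FPKM in R3-Cntl DZ libraries 1, 2 and 3 and 26.27, 50.61 and 86.21 FPKM in the DZ libraries labelled R3-cKO (log2 fold change -1.67, standard error 0.80, exact permutation p = 0.2). With the block its standard error was 0.27, with an unadjusted p under 0.05 and a limma adjusted p of 0.147. Epas1 was higher in every DZ library labelled R3-cKO than in every R3-Cntl library (log2 fold change 0.73, standard error 0.19, limma adjusted p = 0.999, exact permutation p = 0.1). Adamts5 was -0.19 in SFZ and 0.58 in DZ cells, and Vegfa was -0.02 and -0.37.

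When each library was divided by the mean of the R3-Cntl and R3-cKO libraries of its number, Prg4 in the SFZ became 1.52, 1.54 and 1.54 in R3-Cntl and 0.476, 0.455 and 0.460 in the libraries labelled R3-cKO. The same division gave Acan 1.13, 0.501 and 1.24 in R3-Cntl SFZ libraries 1, 2 and 3 and 0.869, 1.50 and 0.759 in the libraries labelled R3-cKO. This scaling removes the differences in level between numbers, such as those of Prg4, and takes libraries of the same number as pairs, although those of numbers 2 and 3 were not alike in the SFZ.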

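GO annotation given with the deposited values covered 12983 genes. The 2000 genes with the lowest log2 fold change in each zone were examined by a hypergeometric test, over terms of at least 10 genes. Only annotated genes entered it, with 1619 of the 2000 against 9006 of the genes tested in SFZ cells. In DZ cells these numbers were 1517 and 8646. In SFZ cells, 118 of 271 cell division genes were among the 2000, against 48.7 expected (adjusted p = 4.29e-20 from the hypergeometric test). Chromosome segregation followed with 37 of 60 genes, DNA replication with 45 of 83 and DNA repair with 77 of 188. Between 95 and 126 cell division genes were among the 2000 under the alternatives tried, with adjusted p between 2.05e-28 and 9.54e-09. In DZ cells the terms with the lowest p were viral transcription, with 18 of 24 genes, and translation terms. Ossification had 23 of 48 genes (8.42 expected, adjusted p = 3.11e-04) and cartilage development 22 of 46 (8.07 expected, adjusted p = 4.60e-04). Without R3-Cntl DZ library 3 or R3-cKO DZ library 2, 17 cartilage development genes were among the 2000, with adjusted p of 0.0835 and 0.107. A hypergeometric test takes genes as independent, which genes of a shared program are not.

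Lists written beforehand gave a median log2 fold change of -0.83 for 91 cell cycle genes in SFZ cells, where 90 of 91 were lower in the libraries labelled R3-cKO. The camera test, with its preset correlation between genes of 0.01, gave an adjusted p of 8.29e-29, while fry, which takes the correlation between genes from the libraries, gave 0.967. Without R3-cKO SFZ library 3 the median was -0.32 and without R3-cKO SFZ library 2 it was -1.53. In DZ cells the same genes had a median of 0.43 and 1 of 91 was lower, and without R3-cKO DZ library 2 the median was -0.07. For 46 ossification and cartilage genes the median was -0.38 in DZ cells, where 38 of 46 were lower (adjusted p = 2.39e-15 by camera and 0.207 by fry), and -0.03 in SFZ cells. In SFZ cells it was 0.11 without R3-Cntl library 1 and 0.14 without R3-cKO library 3. Of the 21 tests of lists in the 2 zones, 8 had an adjusted p under 0.05 by camera and 0 by fry, where 2 had an unadjusted p under 0.05. These values come from the fit without the replicate block, so they make no use of the likeness of DZ libraries of the same number.

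**Figure D3:**
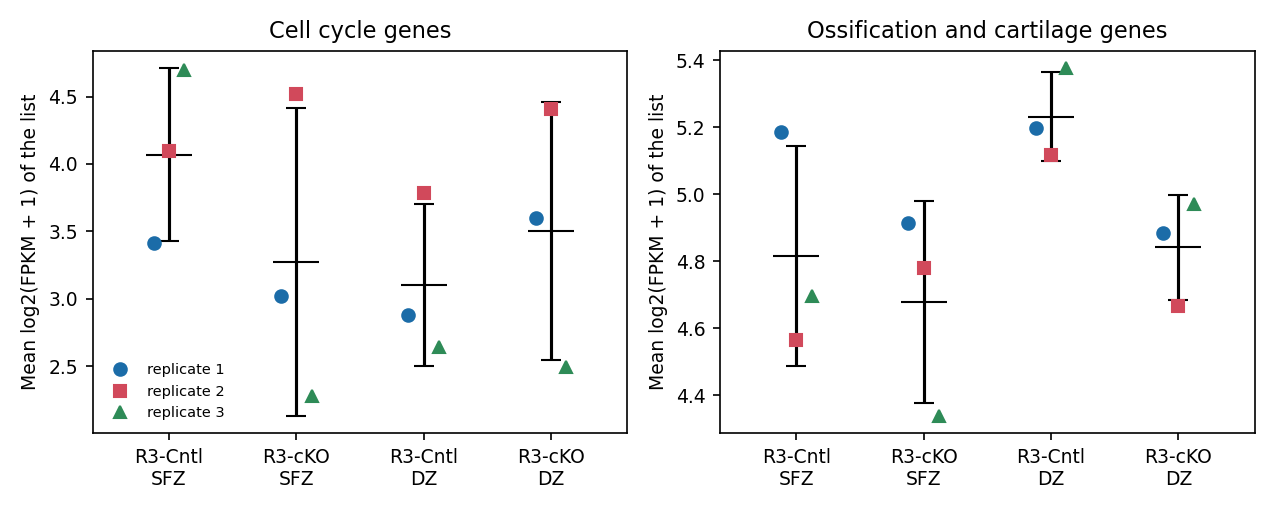
Mean log2(FPKM + 1) of the cell cycle list (left) and of the ossification and cartilage list (right) in each library (vertical axes), by genotype and zone (horizontal axes), with a point for each library and bars for the mean and SD (n = 3 per group). The cell cycle values of the 2 genotypes overlap in both zones, and the ossification and cartilage values in DZ cells are lower in all 3 libraries labelled R3-cKO than in all 3 R3-Cntl libraries.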

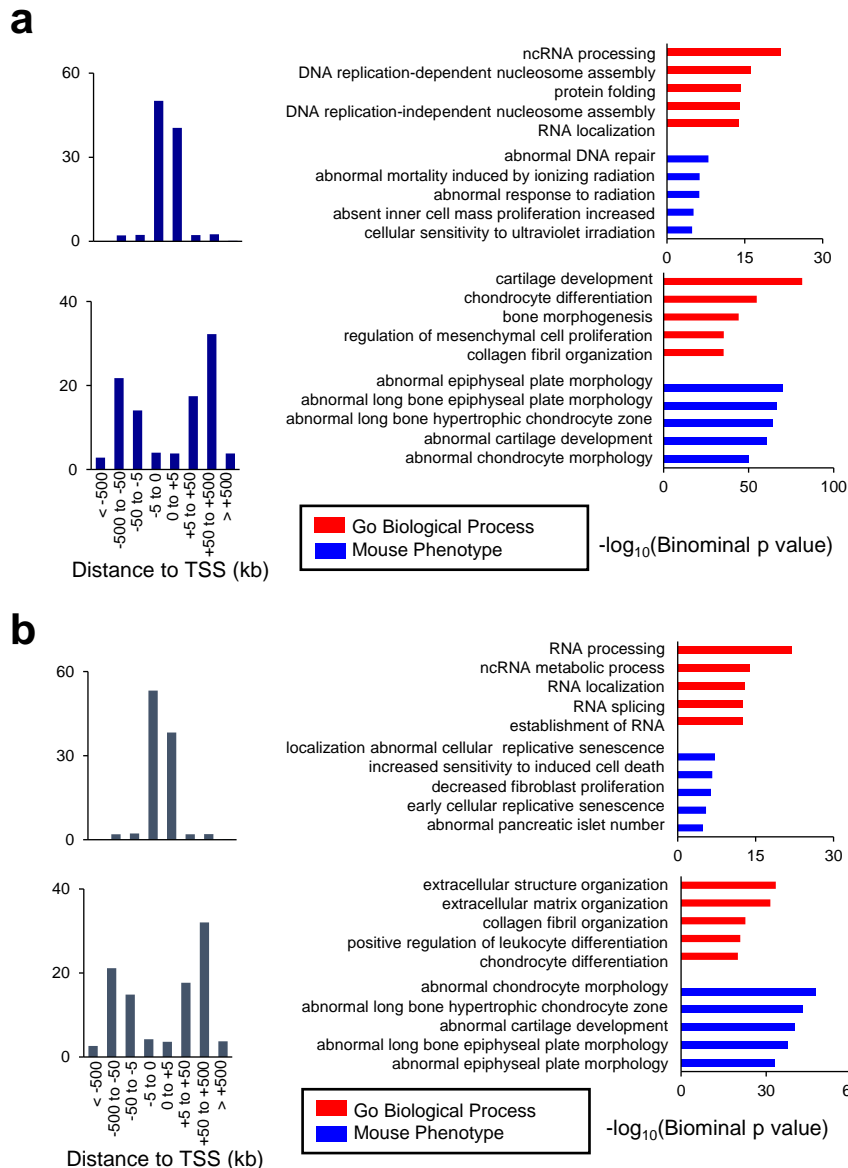

**Supplementary Fig. 11** Genomic Regions Enrichment of Annotations Tool (GREAT), Gene Ontology (GO) analyses, and Mouse Genome Informatics (MGI) expression annotations excluding or limited to peaks with 500 bp of transcriptional start sites (TSSs) from Runx2-FLAG ChIP-seq data of primary chondrocytes. **a** Results of primary chondrocytes treated with vehicle. **b** Results of inflamed chondrocytes exposed to 1 ng per mL IL-1 $\beta$ .

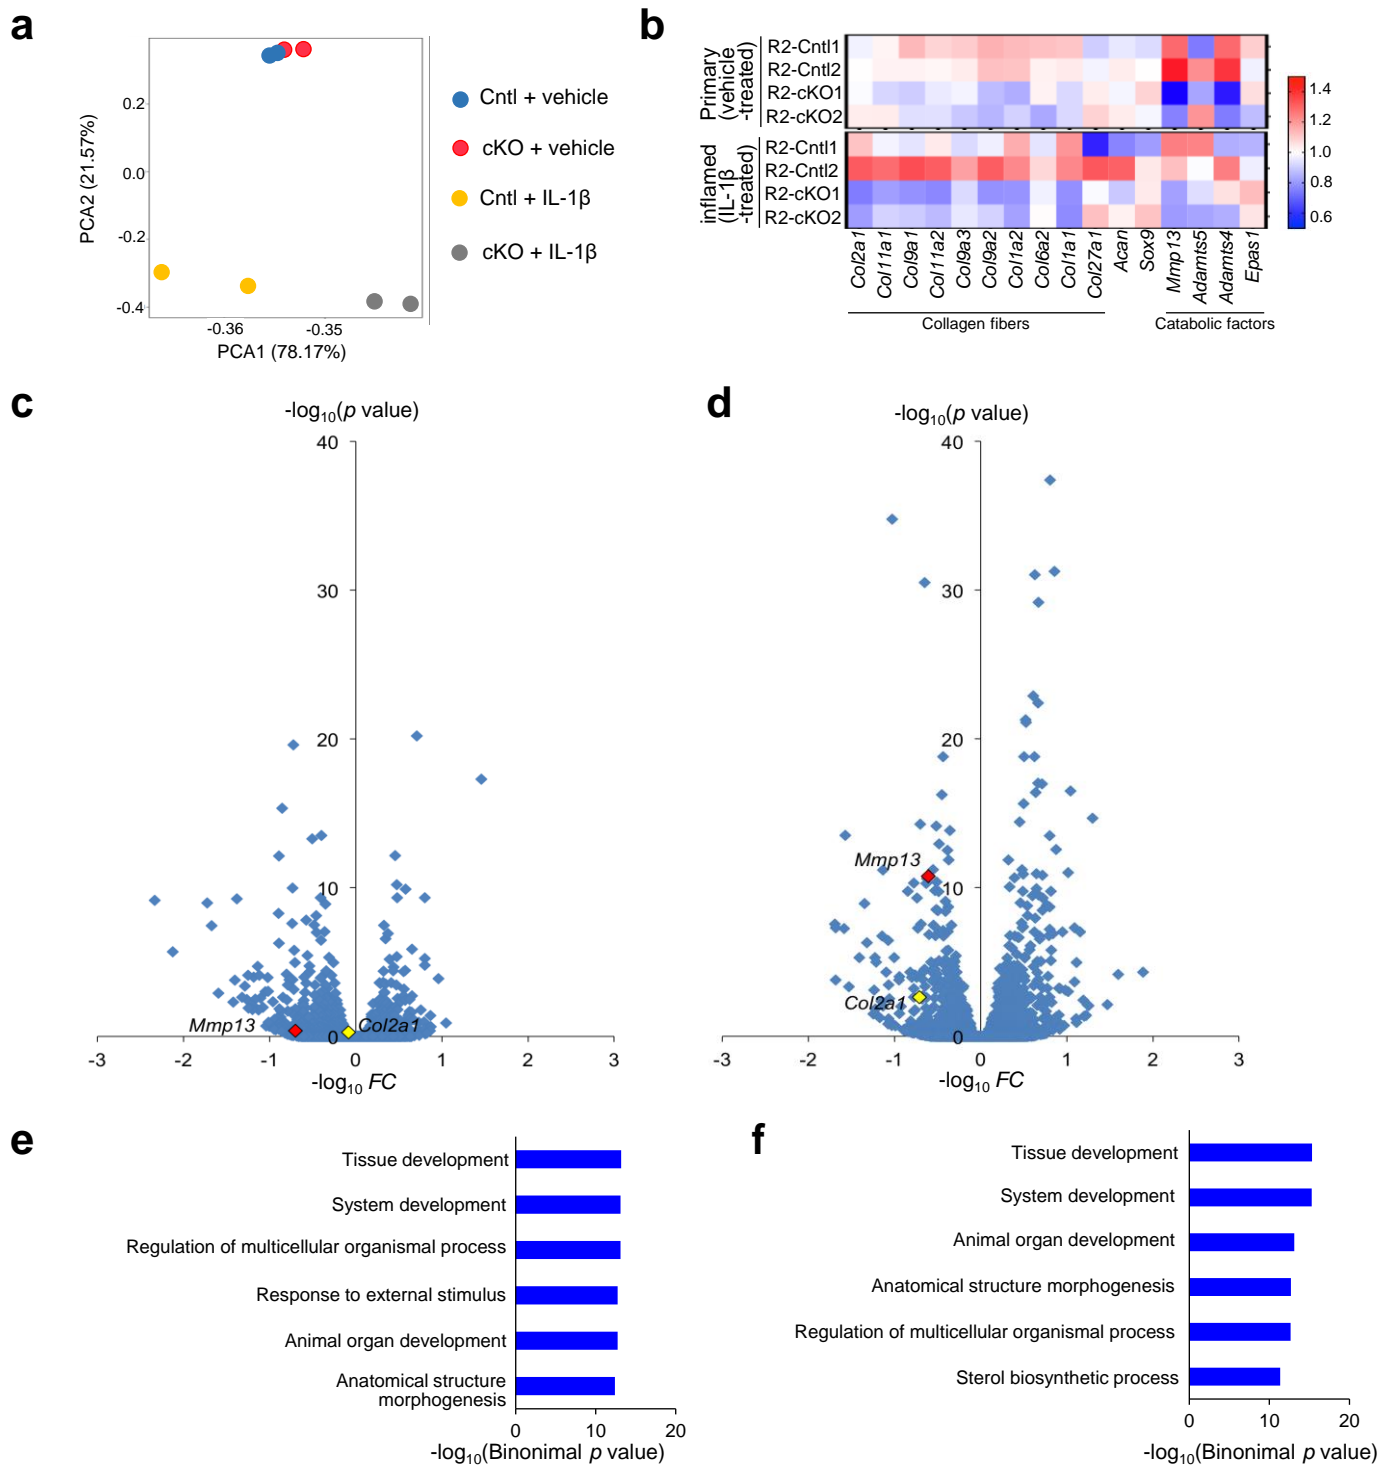

**Supplementary Fig. 12** Downstream targets of Runx2 in chondrocytes under normal and inflammatory conditions determined by RNA-seq. **a** Principal component analysis plot. **b** Heat maps of collagen fiber-associated genes, *Acan*, *Sox9*, and catabolic factor-associated genes. **c, d** Volcano plots from RNA sequencing data comparing the positions of *Col2a1* and *Mmp13* in primary chondrocytes (**c**) and inflamed chondrocytes (**d**). **e, f** Genomic Regions Enrichment of Annotations Tool gene ontology analyses of the top 2,000 expressed genes in primary chondrocytes treated with vehicle (**e**) and inflamed chondrocytes exposed to 1 ng per mL IL-1 $\beta$  (**f**).

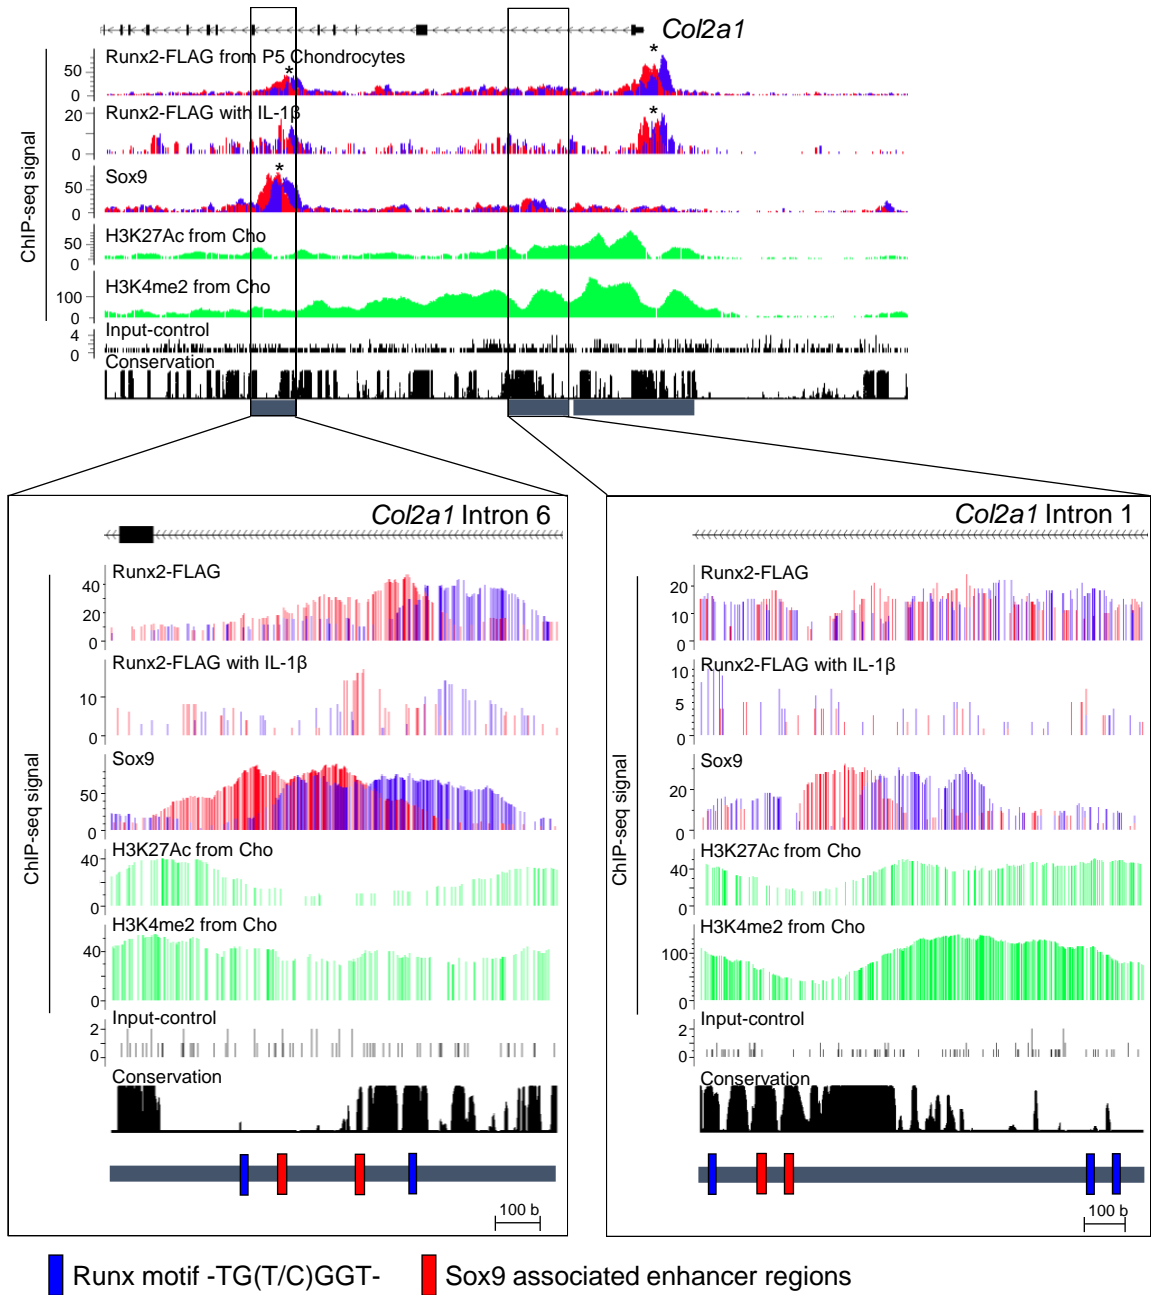

**Supplementary Fig. 13** CisGenome browser views of Runx2 and reference engagement ChIP-seq around *Col2a1* (Chr15: 97825000–97840000). Lower panels show magnified views. Lower left and right panels indicate Chr15: 97827723–97828731 and Chr15: 97832509–97833631 in the mm9 database, respectively. ChIP-seq of Runx2-FLAG and Sox9 was performed by a paired-end method. Peak center positions are represented as red (data from forward reads) and blue (reverse reads) bars. Asterisks indicate peaks in ChIP-seq following peak calling criteria.

**Supplementary Table 1.** Top 10 down-regulated genes by Runx3 knockout in the SFZ cells, in order of FC value, evaluated by DESeq2 based on a model using the negative binomial distribution by two-tailed. FC, Fold Change.

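In the deposited values all 10 of these genes were lower on average in the SFZ libraries labelled R3-cKO, with log2 fold changes from -0.61 to -1.51 on the log2(FPKM + 1) scale for the 9 not listed at 0 in a whole group. Only 5 of the 10 reached 1 FPKM in at least 3 libraries and were tested. Of those 5, 2 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05. Groups did not overlap for 4 of the 10 genes. Prn (Entrez gene 111368) was listed at 0.16, 0.21 and 0.29 FPKM in R3-Cntl libraries and at 0 in all 3 libraries labelled R3-cKO. The gene printed as Elm1 carries the Entrez number of Eln (13717), the elastin gene on chromosome 5 from 135179651 to 135223111. It measured 13.77, 201.31 and 51.81 FPKM in R3-Cntl and 11.31, 13.67 and 36.55 FPKM in the libraries labelled R3-cKO (log2 fold change -1.51, standard error 0.97, limma adjusted p = 1.00, exact permutation p = 0.2).

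R3-Cntl SFZ library 2 held the highest value of several genes of skeletal muscle. Mylpf, a myosin light chain, measured 40.23 FPKM there and between 0.54 and 1.69 FPKM in the 5 other SFZ libraries, and its log2 fold change of -1.42 became 0.03 without that library. Tnnt2 measured 8.25 FPKM there against 0.16 to 0.55 FPKM in the others, and Chrna1 measured 3.54 FPKM against 0.19 to 0.31 FPKM. Acta1 and Myh3, muscle genes outside the table, measured 38.03 and 10.62 FPKM in that library.

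**Figure D4:**
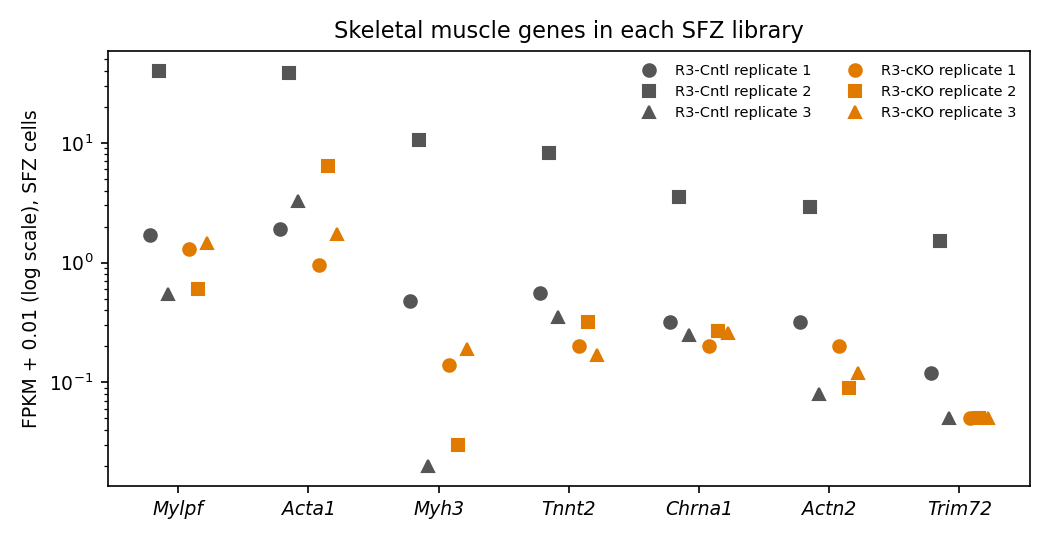
FPKM + 0.01 on a log axis (vertical) of 7 muscle genes (horizontal) in the 6 SFZ libraries, with a point for each library. R3-Cntl library 2 is the highest point of each of the 7 genes.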

| Rank | Gene Name     | GeneID | Log2FC | Average expression |          | P value |
|------|---------------|--------|--------|--------------------|----------|---------|
|      |               |        |        | R3-Cntl            | R3-cKO   |         |
| 1    | <i>Prn</i>    | 111368 | -2.273 | 15.897             | 3.289    | < 0.001 |
| 2    | <i>Mmp9</i>   | 17395  | -1.523 | 158.309            | 55.094   | 0.001   |
| 3    | <i>Tnnt2</i>  | 21956  | -1.294 | 75.494             | 30.792   | 0.004   |
| 4    | <i>Ccl2</i>   | 20296  | -1.235 | 277.869            | 118.034  | 0.003   |
| 5    | <i>Prg4</i>   | 96875  | -1.153 | 1297.231           | 583.379  | 0.008   |
| 6    | <i>Chrna1</i> | 11435  | -1.129 | 130.824            | 59.812   | 0.014   |
| 7    | <i>Mylpf</i>  | 17907  | -1.099 | 208.527            | 97.375   | 0.013   |
| 8    | <i>Klhl30</i> | 70788  | -1.090 | 82.500             | 38.752   | 0.011   |
| 9    | <i>Elm1</i>   | 13717  | -1.089 | 7882.319           | 3705.051 | 0.018   |
| 10   | <i>Ibsp</i>   | 15891  | -1.081 | 2259.332           | 1068.033 | 0.016   |

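C1qc, Zfp648, Pthlh, Apoe, Tnfrsf19, Myo1f, Mpeg1, Alpl, Col15a1 and Tnfrsf9 were each lower in all 3 DZ libraries labelled R3-cKO than in all 3 R3-Cntl libraries, with log2 fold changes from -0.15 for Myo1f to -1.71 for Apoe. Zfp648, Apoe, Alpl and Col15a1 reached 1 FPKM in at least 3 DZ libraries and were tested. All 4 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05. Alpl (Entrez gene 11647, chromosome 4, 137297648 to 137352299, reverse strand) encodes tissue-nonspecific alkaline phosphatase. It measured 22.93, 34.59 and 51.40 FPKM in R3-Cntl DZ libraries 1, 2 and 3 and 11.90, 8.43 and 11.43 FPKM in the libraries labelled R3-cKO (log2 fold change -1.63, standard error 0.29, limma adjusted p = 0.999 over all genes and 0.0212 adjusted over the list alone). Zfp648 had a log2 fold change of -1.20 (standard error 0.29) and a limma adjusted p of 0.0459 adjusted over the list alone. The study chose both genes on these libraries, so these adjusted values are not independent evidence. C1qc, Myo1f and Mpeg1 are genes of macrophages. In R3-Cntl DZ libraries they averaged 0.533, 0.113 and 0.303 FPKM, and 35 of 37 other macrophage genes were also lower in the DZ libraries labelled R3-cKO.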

**Supplementary Table 2.** Top 10 down-regulated genes by Runx3 knockout in the DZ cells, in order of FC value, evaluated by DESeq2 based on a model using the negative binomial distribution by two-tailed. FC, Fold Change.

| Rank | Gene Name       | GeneID    | Log2FC | Average expression |         | P value |
|------|-----------------|-----------|--------|--------------------|---------|---------|
|      |                 |           |        | R3-Cntl            | R3-cKO  |         |
| 1    | <i>C1qc</i>     | 12262     | -1.885 | 12.788             | 3.462   | < 0.001 |
| 2    | <i>Zfp648</i>   | 100503355 | -1.837 | 121.701            | 34.055  | < 0.001 |
| 3    | <i>Pthlh</i>    | 19227     | -1.824 | 44.674             | 12.615  | < 0.001 |
| 4    | <i>Apoe</i>     | 11816     | -1.772 | 320.277            | 93.774  | < 0.001 |
| 5    | <i>Tnfrsf19</i> | 29820     | -1.717 | 111.573            | 33.947  | 0.001   |
| 6    | <i>Myo1f</i>    | 17916     | -1.703 | 9.620              | 2.956   | 0.001   |
| 7    | <i>Mpeg1</i>    | 17476     | -1.701 | 31.592             | 9.715   | 0.001   |
| 8    | <i>Alpl</i>     | 11647     | -1.645 | 2480.344           | 793.254 | < 0.001 |
| 9    | <i>Col15a1</i>  | 12819     | -1.614 | 1068.835           | 349.253 | < 0.001 |
| 10   | <i>Tnfrsf9</i>  | 21942     | -1.592 | 27.470             | 9.112   | < 0.001 |

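Fbxo15, Lrrtm1, Jph3, Gm13083, Penk, a transcript without a symbol, Gsta4, Cdkl4, Cyp4f14 and Pm20d1 were each higher on average in the SFZ libraries labelled R3-cKO, with log2 fold changes from 0.10 for Gm13083 to 1.20 for Gsta4. For 8 of these 10 genes the R3-Cntl mean was under 1 FPKM. Only 4 were tested, of which 1 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05. The groups did not overlap for 4 of the 10. Penk (Entrez gene 18619, chromosome 4, 4060678 to 4065966, reverse strand) encodes proenkephalin. It measured 550.83, 793.97 and 512.42 FPKM in R3-Cntl libraries 1, 2 and 3 and 661.99, 304.65 and 5556 FPKM in the libraries labelled R3-cKO. Its log2 fold change of 0.77 (standard error 1.03, exact permutation p = 0.8) became -0.43 without R3-cKO SFZ library 3. Gsta4 had a log2 fold change of 1.20 (standard error 0.56, limma adjusted p = 1.00, exact permutation p = 0.3).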

**Supplementary Table 3.** Top 10 up-regulated genes by Runx3 knockout in the SFZ cells, , in order of FC value, evaluated by DESeq2 based on a model using the negative binomial distribution by two-tailed. FC, Fold Change.

| Rank | Gene Name      | GeneID       | Log2FC | Average expression |           | P value |
|------|----------------|--------------|--------|--------------------|-----------|---------|
|      |                |              |        | R3-Cntl            | R3-cKO    |         |
| 1    | <i>Fbxo15</i>  | 50764        | 1.131  | 4.764              | 10.437    | 0.013   |
| 2    | <i>Lrrtm1</i>  | 74342        | 0.962  | 83.678             | 163.059   | 0.026   |
| 3    | <i>Jph3</i>    | 57340        | 0.944  | 9.205              | 17.713    | 0.040   |
| 4    | <i>Gm13083</i> | 279185       | 0.921  | 2.690              | 5.092     | 0.044   |
| 5    | <i>Penk</i>    | 18619        | 0.918  | 39282.223          | 74239.531 | 0.046   |
| 6    | <i>NA</i>      | NM_001305677 | 0.903  | 39.147             | 73.203    | 0.017   |
| 7    | <i>Gsta4</i>   | 14860        | 0.890  | 218.037            | 404.136   | 0.040   |
| 8    | <i>Cdkl4</i>   | 381113       | 0.876  | 4.695              | 8.619     | 0.056   |
| 9    | <i>Cyp4f14</i> | 64385        | 0.876  | 39.558             | 72.613    | 0.057   |
| 10   | <i>Pm20d1</i>  | 212933       | 0.872  | 48.034             | 87.911    | 0.027   |

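Hoxc13, Dsp, Lce3c, Car3, Rab3b, Crct1, Dlx2, Slurp1 and Serpinb9b were each higher on average in the DZ libraries labelled R3-cKO, with log2 fold changes from 0.61 for Serpinb9b to 1.92 for Rab3b apart from Lce3c. For 7 of these 9 genes the groups did not overlap. The study chose them for their change on these libraries, which favours such separation, so no chance rate applies to them. For 7 of the 9 the R3-Cntl mean was under 1 FPKM. Of the 5 tested, all 5 had an unadjusted p under 0.05 and a change over 2-fold. None of them had an adjusted p under 0.05 in limma, while 404 genes of the DZ comparison had an unadjusted p under 0.05. Hoxc13 (Entrez gene 15422, chromosome 15, 102751534 to 102759245, forward strand) encodes a homeobox transcription factor. It measured 0.09, 0.31 and 0.51 FPKM in R3-Cntl DZ libraries 1, 2 and 3 and 3.04, 1.99 and 1.80 FPKM in the libraries labelled R3-cKO (log2 fold change 1.32, standard error 0.21, limma adjusted p = 0.999 over all genes and 0.0206 adjusted over the list alone). Dlx2 had a log2 fold change of 1.11 (standard error 0.25) and 0.0459 adjusted over the list alone by limma. As these genes were chosen by the study on the same libraries, these values are not independent evidence. Lce3c was listed at 0 in all 3 R3-Cntl DZ libraries and at 0.70, 0.94 and 0.54 FPKM in the libraries labelled R3-cKO. Lce3c, Crct1, Dsp and Slurp1 are expressed in keratinocytes, but the keratinocyte keratins Krt5 and Krt14 stayed at or under 0.1 FPKM in all 6 DZ libraries. Krt17 went the other way, at 1.03, 2.25 and 0.36 FPKM in R3-Cntl and 6.60, 10.46 and 0.37 FPKM in the libraries labelled R3-cKO.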

**Supplementary Table 4.** Top 10 up-regulated genes by Runx3 knockout in the DZ cells, in order of FC value, evaluated by DESeq2 based on a model using the negative binomial distribution by two-tailed. FC, Fold Change.

| Rank | Gene Name        | GeneID | Log2FC | Average expression |          | P value |
|------|------------------|--------|--------|--------------------|----------|---------|
|      |                  |        |        | R3-Cntl            | R3-cKO   |         |
| 1    | <i>Hoxc13</i>    | 15422  | 2.194  | 30.384             | 139.067  | 4.E-07  |
| 2    | <i>Dsp</i>       | 109620 | 2.020  | 60.358             | 244.778  | 1.E-07  |
| 3    | <i>Lce3c</i>     | 94060  | 1.885  | 2.154              | 7.957    | 2.E-04  |
| 4    | <i>Car3</i>      | 12350  | 1.879  | 98.052             | 360.598  | 1.E-04  |
| 5    | <i>Rab3b</i>     | 69908  | 1.758  | 205.651            | 695.508  | 3.E-04  |
| 6    | <i>Crct1</i>     | 74175  | 1.726  | 3.783              | 12.517   | 0.001   |
| 7    | <i>Serpine1</i>  | 18787  | 1.706  | 1017.046           | 3318.122 | 3.E-04  |
| 8    | <i>Dlx2</i>      | 13392  | 1.699  | 48.422             | 157.176  | 1.E-05  |
| 9    | <i>Slurp1</i>    | 57277  | 1.680  | 22.486             | 72.039   | 0.001   |
| 10   | <i>Serpinb9b</i> | 20706  | 1.675  | 10.446             | 33.347   | 0.001   |

**Supplementary Table 5.** Different expression gene lists of RNA sequencing in primary chondrocytes from *Runx2<sup>fl/fl</sup>* (R2-Homo Cntl) and *Runx2<sup>fl/fl</sup>;Col2a1-Cre<sup>ERT2</sup>* (R2-Homo cKO) mice, in order of FC value, evaluated by DESeq2 based on a model using the negative binomial distribution by two-tailed. FPKM, Fragments Per Kilobase of transcript per Million fragments Mapped; FC, Fold Change.

| Gene Symbol | Expression level (FPKM) |             | Log2 FC | P value   | Gene Symbol | Expression level (FPKM) |             | Log2 FC | P value   |
|-------------|-------------------------|-------------|---------|-----------|-------------|-------------------------|-------------|---------|-----------|
|             | R2-Homo Cntl            | R2-Homo cKO |         |           |             | R2-Homo Cntl            | R2-Homo cKO |         |           |
| Tmem254b    | 1234.051                | 244.214     | -2.337  | 7.280E-10 | Ddx3y       | 21.352                  | 1482.747    | 6.118   | 6.230E-79 |
| Mup18       | 29.671                  | 6.787       | -2.128  | 2.020E-06 | Eif2s3y     | 11.411                  | 605.925     | 5.731   | 5.450E-83 |
| Aoc3        | 222.588                 | 67.298      | -1.726  | 1.080E-09 | Kdm5d       | 9.557                   | 424.667     | 5.474   | 3.230E-67 |
| Plin1       | 179.383                 | 56.118      | -1.677  | 3.650E-08 | Uty         | 11.551                  | 372.215     | 5.01    | 6.440E-59 |
| Gm3500      | 18.725                  | 6.197       | -1.595  | 1.266E-03 | NA          | 8.394                   | 74.941      | 3.158   | 1.100E-15 |
| B3galt2     | 45.484                  | 16.951      | -1.424  | 4.828E-03 | Tcerg1l     | 5.633                   | 16.355      | 1.538   | 2.317E-03 |
| Adipoq      | 129.996                 | 49.087      | -1.405  | 1.629E-04 | Esr1        | 229.908                 | 632.026     | 1.459   | 4.980E-18 |
| Bglap2      | 327.966                 | 126.067     | -1.379  | 5.640E-10 | Pnp2        | 5.059                   | 11.898      | 1.234   | 2.547E-02 |
| Car3        | 84.085                  | 33.674      | -1.32   | 2.366E-03 |             |                         |             |         |           |
| Il17b       | 116.841                 | 47.88       | -1.287  | 4.156E-04 |             |                         |             |         |           |
| Fabp4       | 733.023                 | 304.746     | -1.266  | 3.363E-03 |             |                         |             |         |           |
| Hhip        | 187.607                 | 78.935      | -1.249  | 7.640E-05 |             |                         |             |         |           |
| Hsd11b2     | 60.391                  | 25.484      | -1.245  | 1.256E-02 |             |                         |             |         |           |
| Wnt10b      | 67.869                  | 29.581      | -1.198  | 1.544E-02 |             |                         |             |         |           |
| Spink5      | 85.563                  | 37.372      | -1.195  | 8.184E-03 |             |                         |             |         |           |
| Gpd1        | 238.102                 | 104.658     | -1.186  | 1.022E-04 |             |                         |             |         |           |
| Olfml2a     | 113.961                 | 50.739      | -1.167  | 3.185E-03 |             |                         |             |         |           |
| Cd36        | 258.085                 | 117.241     | -1.138  | 1.940E-05 |             |                         |             |         |           |
| Lamc3       | 75.381                  | 34.489      | -1.128  | 1.664E-02 |             |                         |             |         |           |
| Hp          | 202.173                 | 92.87       | -1.122  | 7.590E-05 |             |                         |             |         |           |
| Ihh         | 128.499                 | 59.727      | -1.105  | 2.592E-03 |             |                         |             |         |           |
| Gper1       | 97.937                  | 46.428      | -1.077  | 1.119E-02 |             |                         |             |         |           |
| C3          | 201.53                  | 97.416      | -1.049  | 9.630E-04 |             |                         |             |         |           |
| Gli1        | 253.036                 | 124.343     | -1.025  | 1.118E-04 |             |                         |             |         |           |
| Podnl1      | 186.699                 | 92.096      | -1.02   | 9.524E-04 |             |                         |             |         |           |

**Supplementary Table 6.** Different expression gene list of RNA sequencing in inflamed chondrocytes (treated with 1 ng per mL IL-1 $\beta$  for 24 hours) from *Runx2<sup>fl/fl</sup>* (R2-Homo Cntl) and *Runx2<sup>fl/fl</sup>;Col2a1-Cre<sup>ERT2</sup>* (R2-Homo cKO) mice, in order of FC value, evaluated by DESeq2 based on a model using the negative binomial distribution by two-tailed. FPKM, Fragments Per Kilobase of transcript per Million fragments Mapped; FC, Fold Change.

| Gene Symbol | Expression level (FPKM) |             | Log2 FC | P value   | Gene Symbol  | Expression level (FPKM) |             | Log2 FC | P value  |
|-------------|-------------------------|-------------|---------|-----------|--------------|-------------------------|-------------|---------|----------|
|             | R2-Homo Cntl            | R2-Homo cKO |         |           |              | R2-Homo Cntl            | R2-Homo cKO |         |          |
| Mylpf       | 160.668                 | 49.620      | -1.695  | 2.840E-08 | NM_001305819 | 7.208                   | 51.933      | 2.849   | 8.93E-11 |
| Myh1        | 56.546                  | 17.597      | -1.684  | 1.654E-04 | Raet1b       | 6.099                   | 25.708      | 2.076   | 1.54E-05 |
| Myh8        | 145.108                 | 45.163      | -1.684  | 5.030E-08 | Ifit1        | 12.508                  | 46.196      | 1.885   | 4.83E-05 |
| Actc1       | 165.294                 | 54.993      | -1.588  | 5.580E-08 | Ces2e        | 7.871                   | 25.444      | 1.693   | 1.13E-03 |
| Ibsp        | 367.421                 | 123.671     | -1.571  | 3.070E-14 | Ano3         | 28.708                  | 86.801      | 1.596   | 6.95E-05 |
| Ttn         | 66.201                  | 22.936      | -1.529  | 4.641E-04 | Gm14430      | 88.864                  | 246.747     | 1.473   | 7.63E-03 |
| Sp7         | 154.509                 | 58.208      | -1.408  | 5.260E-06 | Capn11       | 6.223                   | 16.153      | 1.376   | 1.76E-02 |
| Podnl1      | 291.177                 | 114.184     | -1.351  | 1.180E-09 | Mrgprf       | 222.209                 | 546.158     | 1.297   | 2.20E-15 |
| Bglap       | 205.567                 | 82.190      | -1.323  | 5.180E-07 | Stfa3        | 26.378                  | 62.782      | 1.251   | 8.69E-03 |
| Atp2a1      | 46.853                  | 19.733      | -1.248  | 3.180E-02 | Itga2        | 28.302                  | 66.838      | 1.240   | 7.50E-03 |
| Des         | 108.582                 | 46.054      | -1.237  | 7.607E-04 | S100a8       | 15.676                  | 36.606      | 1.224   | 3.99E-02 |
| Myog        | 42.461                  | 18.123      | -1.228  | 3.025E-02 | H60a         | 68.454                  | 157.252     | 1.200   | 4.47E-02 |
| Acta1       | 231.711                 | 99.026      | -1.226  | 5.090E-06 | Sncg         | 40.474                  | 92.550      | 1.193   | 3.67E-03 |
| Neb         | 57.484                  | 24.605      | -1.224  | 1.478E-02 | Chdh         | 138.242                 | 307.787     | 1.155   | 9.84E-08 |
| Myh3        | 202.111                 | 87.078      | -1.215  | 1.060E-05 | Serpina3n    | 2012.897                | 4354.166    | 1.113   | 1.12E-05 |
| Smpd3       | 1754.054                | 789.284     | -1.152  | 4.429E-03 | Mgmt         | 84.358                  | 179.775     | 1.092   | 2.14E-04 |
| Tmem119     | 298.302                 | 134.934     | -1.145  | 1.840E-07 | Esr1         | 168.661                 | 359.174     | 1.091   | 5.10E-08 |
| Alpl        | 518.483                 | 236.375     | -1.133  | 6.690E-12 | Ptgs1        | 474.049                 | 975.514     | 1.041   | 3.21E-17 |
| Mfap5       | 82.824                  | 37.776      | -1.133  | 9.406E-03 | Notch3       | 81.955                  | 165.771     | 1.016   | 1.00E-03 |
| Wnt10b      | 202.773                 | 94.877      | -1.096  | 5.020E-05 | Dglucy       | 319.079                 | 644.004     | 1.013   | 9.77E-12 |
| Bglap2      | 362.647                 | 172.052     | -1.076  | 3.670E-07 |              |                         |             |         |          |
| Thy1        | 181.539                 | 86.608      | -1.068  | 3.491E-04 |              |                         |             |         |          |
| Myl1        | 132.910                 | 63.682      | -1.061  | 2.953E-03 |              |                         |             |         |          |
| Gpx3        | 4298.849                | 2110.731    | -1.026  | 1.700E-35 |              |                         |             |         |          |
| Ddx3y       | 1857.833                | 925.398     | -1.005  | 5.180E-06 |              |                         |             |         |          |

**Supplementary Table 7.** Primers used for genotyping.

|                                |             |                           |
|--------------------------------|-------------|---------------------------|
| <i>Runx2-flox</i>              | F           | aacatacaaactgtcttcctcaac  |
|                                | R           | caggtcttgagctaaaagcagaagg |
| <i>Cre</i>                     | F           | gcatttctggggattgctta      |
|                                | R           | cccggcaaaacaggtagtta      |
| <i>Prg4-Cre<sup>ERT2</sup></i> | Common F    | tgactatctcaggaattcaagctg  |
|                                | Wild type R | cgcttttgacgctgaagttac     |
|                                | Mutant R    | gaacttcagggtcagcttgc      |
| <i>Runx3-flox</i>              | F           | tatccctctctgggccttct      |
|                                | R           | ggaaactgagtcagccaag       |
| <i>Runx2-FLAG</i>              | tag-F       | gcttgatcatcgatcctttagtc   |
|                                | F           | ttgcaagatcatgactagggatt   |
|                                | R           | ccccaactgtttgaattctagc    |

**Supplementary Table 8.** Primers used for qRT-PCR.

| Gene Symbol   | Species |   | Sequence               |
|---------------|---------|---|------------------------|
| <i>Gapdh</i>  | mouse   | F | tgaccaccaactgcttagc    |
|               |         | R | ggatgcagggatgatgttct   |
| <i>Runx3</i>  | mouse   | F | tcacaatcaccgtgttcacc   |
|               |         | R | ctgggtgtgcttggtgttac   |
| <i>Runx2</i>  | mouse   | F | gactgtggttaccgtcatggc  |
|               |         | R | acttggttttcataacagcgga |
| <i>Runx1</i>  | mouse   | F | ccagcctctctgcagaactt   |
|               |         | R | caggtaggtgtggtagcgaga  |
| <i>Prg4</i>   | mouse   | F | tccattcagaccaccatctcc  |
|               |         | R | gagcagccactatcttccctgt |
| <i>Acan</i>   | mouse   | F | ccaaaccagcctgacaactt   |
|               |         | R | tctagcatgctccaccactg   |
| <i>Col2a1</i> | mouse   | F | gccaagacctgaactctgc    |
|               |         | R | gccatagctgaagtggaagc   |
| <i>Sox9</i>   | mouse   | F | cgactacgctgaccatcaga   |
|               |         | R | agactgggtgttcccagtg    |
| <i>Mmp9</i>   | mouse   | F | tgaatcagctggcttttgtg   |
|               |         | R | gtggatagctcgggtggtgtt  |
| <i>Mmp13</i>  | mouse   | F | aggccttcagaaaagccttc   |
|               |         | R | tccttgagtgatccagacc    |
| <i>Vegfa</i>  | mouse   | F | caggctgctgtaacgatgaa   |
|               |         | R | tttcttgcgcttctggtttt   |
| <i>Hif2a</i>  | mouse   | F | tgagttggctcatgagttgc   |
|               |         | R | ctcacggatctcctcatggt   |

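The Col2a1 and Mmp13 sequences cloned upstream of luciferase can be placed on mm9, where Col2a1 spans 97806033 to 97835155 on the reverse strand of chromosome 15. The fragment named for intron 6 spans 97827723 to 97828731 (1009 bp). In the annotated transcript with the most exons, 54, it covers all of intron 7, a part of intron 8 and 80 bp of exons 7 and 8. Intron numbers depend on the transcript and others were not compared, so the name may follow another numbering. The fragment holds 2 TGYGGT sites. The intron 1 fragment, 97832509 to 97833631 (1123 bp), lies within intron 1 and holds 3 sites. The fragment around the TSS, 97833508 to 97835758 (2251 bp), reaches from intron 1 to 603 bp upstream of the TSS, overlaps exonic sequence by 316 bp and holds 3 sites, of which the site at 97833568 to 97833573 is shared with the intron 1 fragment. The Mmp13 fragment, 7271588 to 7272547 on chromosome 9 (960 bp), starts 926 bp upstream of the TSS at 7272514, overlaps exon 1 by 34 bp and holds 2 sites, at 7271972 to 7271977 on the forward strand (CATACCCGACTGCGGTGGTCTGTGGC) and at 7272396 to 7272401 on the reverse strand (forward strand TCTGCCACAAACCACACTTAGGAAGA).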

**Supplementary Table 9.** Locations of the cloned sequences for luciferase reporter vectors.

| Reporter              | Colned sequence (MGSCv37/mm9) | Length   |
|-----------------------|-------------------------------|----------|
| Col2a1 Intron6        | Chr15:97827723-97828731       | 1,009 bp |
| Col2a1 Intron1        | Chr15:97832509-97833631       | 1,123 bp |
| Col2a1 Around TSS     | Chr15:97833508-97835758       | 2,251 bp |
| Mmp13 Upstream of TSS | Chr9:7271588-7272547          | 960 bp   |
| Prg4 Upstream         | Chr1:152337736-152338319      | 584 bp   |
| Acan Upstream         | Chr7:86098728-86099908        | 1,181 bp |

How the deposited data were processed for this re-analysis (not part of the article)

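The Runx3 RNA-seq of chondrocytes from the superficial zone (SFZ) and deep zone (DZ) of 5-day-old mice was analysed, with 3 R3-Cntl and 3 R3-cKO libraries in each zone. The authors sequenced 100-bp paired-end reads, mapped them to mm9 and deposited 1 value for each of 17536 genes in each of the 12 libraries. From their behaviour these values are FPKM that the authors scaled between libraries by TMM, the trimmed mean of M values, and the deposited values are not on a log scale. The unit was inferred, since it is not written beside the values. They are decimal numbers, and the smallest above 0 is 0.01. The 10 genes with the highest values held 7.04 to 12.4% of the FPKM of a library. The paper's methods name quantile normalization and linear models on log2 CPM, its supplementary tables name DESeq2, and the deposited values carry neither step in full. Reads, alignments and counts were not used here, so the depth of the libraries, the reads behind each value and their counting error are unknown, and the spread between libraries is the only measure of error. No mapping statistics were used. Every column was matched to a genotype, zone and replicate number, and 0 columns were left unmapped. The ChIP-seq and the Runx2 experiments were not analysed here, and results for some genes are not reported here.

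Values were analysed as log2(FPKM + 1) without further normalization, in R 4.3.3 with limma 3.58.1. Each comparison used its own libraries and the genes with at least 1 FPKM in at least 3 of them. A linear model with genotype as the only term was fitted to each zone, with empirical Bayes moderation and a mean-variance trend, and p-values were adjusted by the Benjamini-Hochberg method. Genes were counted at an adjusted p under 0.05, and also at an unadjusted p under 0.05 with a change over 2-fold, which are the thresholds of Fig. 5c. The difference in genotype effect between zones was tested as an interaction in a model of all 12 libraries, over 11765 genes, and SFZ and DZ cells of R3-Cntl mice were compared in the same way. Single genes were also compared by exact two-sided permutation tests. Genes are named by a rule that covers every gene the paper names for this experiment, Runx1, Runx2 and Runx3, the genes of the lists, and the 5 genes with the largest change in each zone and direction among those past the adjusted threshold whose groups did not overlap. The last part of the rule named 0 genes between genotypes. A gene outside the rule is stated to have been chosen after its values were seen.

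Gene lists of the cell cycle (91 genes), ossification and cartilage (54), skeletal muscle (63), keratinocytes (50), macrophages (40), osteoclasts (16), superficial zone (20) and deep zone (20) were tested where at least 5 of their genes passed the filter. The anabolic (12) and catabolic (6) genes of Supplementary Fig. 10 and the genes of Fig. 2g (12) were tested in the same way. The genes of Fig. 5c (9), the adipocyte (10), endothelial (18) and erythroid (12) lists and the Y-linked genes (4) had fewer than 5 tested genes in each zone. The 2 X-linked genes of a further list are absent from the deposited values. The catabolic list had 4 tested genes in DZ cells and was tested in SFZ cells alone. The tests were camera with a preset correlation of 0.01 between genes and fry, with adjustment over all lists and both zones. GO terms were taken from the annotation given with the deposited values, and the test of the 2000 genes with the lowest log2 fold change was added after seeing the data. Cloned regions were placed on mm9 by the coordinates that Supplementary Table 9 gives. Tests on lists and libraries used Python 3.11.15 with pandas 2.3.3 and NumPy 2.4.6.

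The comparisons, their tests, the gene lists, the rule for naming genes and the alternatives were set before the data were examined, apart from the GO test and its alternatives. The alternatives were no filter on low values, a mean of at least 10 FPKM, pseudocounts of 0.1 and 5, quantile normalization, median-of-ratios size factors, the replicate number as a block, all 12 libraries in a single model, each library left out in turn, the ratio of arithmetic means for single genes, fry in place of camera and lists without the genes that the paper picked. A block with the numbers of R3-Cntl SFZ libraries 2 and 3 exchanged was added after seeing the data. Alternatives that need counts were not run, because the values are not counts.

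Whether libraries of the same number belong together was checked in DZ cells by correlating R3-Cntl and R3-cKO libraries after each group's mean had been removed. The same-number correlations were 0.65, 0.78 and 0.69 over 11359 genes with a mean of at least 1 FPKM, and every other pair was below 0. The legend of Supplementary Fig. 10 names littermates. With the number as a block, 1830 genes had an unadjusted p under 0.05 and 120 of them changed over 2-fold, against 404 and 80 without it, and 79 of the 80 were among the 120. It changed no call at the adjusted threshold.

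The fits were tested on simulated data of the same design with 200 changed genes. These were drawn from genes with a mean log2(FPKM + 1) over 3. Noise was normal, with the spread of SFZ genes, and independent between genes. The rates therefore do not carry over to genes with lower values or to noise shared across genes. Among 11416 genes, 90% of the genes changed by 3 on the log2 scale were recovered at an adjusted p under 0.05 with 10 false calls, 83.5% of those changed by 2 with 8 false calls and 48% of those changed by 1 with 5. With no gene changed, 0 of 11398 genes were called. With noise shared between libraries of the same number, 95.5% were recovered with the block and 90% without it over 11378 genes. The interaction recovered 90.5% over 11514 genes. Over 11537 genes, camera called the list of 40 genes made to change and no other list. The GO test ranked the term of 40 genes made to change first and called no other term.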

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

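The DZ fit and its repeats with quantile normalization, size factors or a library left out were set beforehand. All other tests in this part were chosen only after the result was seen.

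In DZ cells, 70 genes that the paper does not name for this experiment had an unadjusted p under 0.05 in limma and a change over 2-fold, out of 80 such genes among 11091 tested. Of the 70, 51 were higher and 19 lower in the libraries labelled R3-cKO, and the groups did not overlap for 52 of them. Non-overlapping groups arise by chance in 10% of all genes where libraries are exchangeable, which DZ libraries of the same number are not, and more often among genes selected for their change. None of the 80 reached an adjusted p under 0.05, while 404 genes had an unadjusted p under 0.05. The largest changes among the 70 were those of Ly6c1 (log2 fold change 2.29, standard error 0.76), Angptl7 (2.28, standard error 0.75), Ly6a (2.24, standard error 0.76) and Lox (2.15, standard error 0.70), and the largest decrease was that of Mgp (-1.89, standard error 0.60). Each had a limma adjusted p of 0.999 and was higher, or for Mgp lower, in 3 of 3 numbers. These 5 genes were chosen after their values were seen, as were Tagln (1.93), Acta2 (1.76), Vim (1.27) and Bglap (-1.32), which were among the 70. Bglap is listed in Supplementary Table 6, for the Runx2 experiment.

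Sex of the mice was checked on genes picked by their change in numbers 2 and 3. How many of the 70 are among them was not counted. Y-linked transcripts differed between genotypes in numbers 2 and 3 but were present in both libraries of number 1. Of the 83 genes that changed over 2-fold in the same direction in numbers 2 and 3, 98.8% also changed that way in number 1, against 67.0% of all genes. Their median change was 1.20 in numbers 2 and 3 and 1.39 in number 1. This argues against sex for the 83 genes as a set, of which 36 were higher. The same check with number 2 or number 3 held out gave 93.2% and 72.9%, against 68.8% and 56.0% of all genes. The median change was 1.03 in number 2 against 1.28 in the others, but faded to 0.31 in number 3 against 1.22. SFZ cells in the R3-cKO DZ libraries were also argued against. The check used 61 genes over 8-fold higher in R3-Cntl SFZ library 1 than in R3-Cntl DZ library 1, a single pair. All their DZ signal was counted as coming from SFZ cells. By the median gene, such cells would then make up at most 6.00, 22.8 and 11.3% of R3-cKO DZ libraries 1, 2 and 3. All 57 genes higher over 2-fold rose by more than such a share of the R3-cKO SFZ values would bring, 51 of them by more than 2 times that, and a share of 22.8% would not halve the 23 lower genes. Sfrp2, chosen after its values were seen, stayed at or under 2.33 FPKM in the R3-cKO DZ libraries, against at least 39.05 FPKM in the R3-cKO SFZ libraries. Single SFZ genes did rise, among them Prg4 from 1.39 to 5.72 FPKM in number 1. Length or GC content of the transcripts left most genes in place, since 70 of the 76 genes with a known length and 72 of the 76 with a known GC content stayed over 2-fold once the trend had been removed. Scaling between libraries was not the whole cause either, as 69 of the 80 genes passed the same thresholds with quantile normalization and 74 with median-of-ratios size factors.

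Of the 10 splits of the 6 DZ libraries, 4 gave at least 80 genes over 2-fold and 6 gave at least 404 genes with an unadjusted p under 0.05. A share of 10 splits is never under 0.1, so the real grouping and an arbitrary one cannot be told apart from these counts. Libraries of the same number resembled each other in the DZ, and only the splits that part all 3 pairs compare like with like. Among these the real split gave 80 genes and the others 13, 3 and 1, with 404, 73, 20 and 14 genes at an unadjusted p under 0.05. The others differ from the real split in exchanging the genotypes of 1 number. The number of genes over 2-fold also depended on single libraries, at 36 without R3-cKO DZ library 2 and 206 without R3-cKO DZ library 3. An effect of genotype, a difference between cell preparations of the 2 genotypes and chance may each underlie the 70 genes. Endothelial and adipocyte cells as a source were not tested, because 3 and 2 genes of their lists reached the filter in DZ cells.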

How the results depend on the processing

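The GO test, the number of its most reduced genes and the exchange of 2 library numbers were chosen after seeing the data, and the other results and alternatives beforehand.

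The number of genes with an adjusted p under 0.05 between genotypes was 0 in SFZ cells, in DZ cells and for the difference between zones under every alternative run, with 34, 404 and 99 genes at an unadjusted p under 0.05 in the fits as reported. With libraries left out in turn, the SFZ count at an unadjusted p under 0.05 ran from 12 without R3-cKO SFZ library 3 to 1204 without R3-cKO SFZ library 2. The DZ count ran from 211 without R3-cKO DZ library 2 to 773 without R3-cKO DZ library 3. For the difference between zones it ran from 36 without R3-Cntl SFZ library 2 to 714 without R3-cKO SFZ library 2. For the difference between zones, quantile normalization changed the 78 higher and 21 lower genes to 52 and 52, and size factors to 63 and 37.

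The 3 SFZ genes over 2-fold became 1 with a mean of at least 10 FPKM, 7 with a pseudocount of 0.1, 1 with a pseudocount of 5 and 7 with the replicate block. They numbered from 0 without R3-cKO SFZ library 3 to 241 without R3-cKO SFZ library 2 across the fits that each left out a library, and 3 or 4 under the other alternatives. Prg4 passed both thresholds in the fit as reported but not with a mean of at least 10 FPKM, with a pseudocount of 5, or without R3-Cntl SFZ library 1, R3-cKO SFZ library 2 or R3-cKO SFZ library 3. The block took libraries of the same number as a pair, although their correlations after removal of the group means were 0.79, -0.09 and -0.42 in the SFZ. It added Eif2s3y, Ddx3y, Uty and Ccl7 to Prg4, Mmp13 and Ccl2. With the numbers of R3-Cntl SFZ libraries 2 and 3 exchanged in the block, 16 genes passed, 1 higher and 15 lower, and 267 had an unadjusted p under 0.05. That pairing was picked for likeness, which makes its p-values too low. The 80 DZ genes over 2-fold became 42 with a mean of at least 10 FPKM, where fewer genes were tested, and 36 with a pseudocount of 5. Left-out libraries gave from 36 without R3-cKO DZ library 2 to 206 without R3-cKO DZ library 3, and the other alternatives 54 to 120.

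The 140 genes that differed between SFZ and DZ cells of R3-Cntl mice became 0 with no filter, where 3844 genes had an unadjusted p under 0.05, and 8 with a mean of at least 10 FPKM. They became 88 and 29 with pseudocounts of 0.1 and 5, 1 with quantile normalization, 17 with size factors, 831 with the replicate block and 2546 with the exchanged numbers in it. Across the fits that left out a library the number ran from 0 without R3-Cntl SFZ library 2 or R3-Cntl DZ libraries 1 or 2 to 505 without R3-Cntl SFZ library 1. The number is therefore not stable under these choices, and the cause was not tested.

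Of the 21 tests of lists, 8 had an adjusted p under 0.05 with camera and 0 with fry, which estimates the correlation between genes from few libraries, and 2 had an unadjusted fry p under 0.05. The number was 6 to 9 under the other alternatives and from 6 without R3-Cntl DZ library 3 to 14 without R3-Cntl SFZ library 3, and 13 without R3-cKO SFZ library 1. The cell cycle list stayed negative in SFZ cells, from -1.53 to -0.32, and the ossification and cartilage list stayed negative in DZ cells, from -0.48 to -0.26, across the alternatives run. In SFZ cells the latter changed direction, from -0.33 without R3-Cntl SFZ library 2 to 0.14 without R3-cKO SFZ library 3, with 0.11 without R3-Cntl SFZ library 1. The cell cycle list in DZ cells ran from -0.0653 without R3-cKO DZ library 2 to 1.00 without R3-cKO DZ library 3. Cell division genes among the most reduced SFZ genes stayed past the threshold under all alternatives, with 76 of the top 500 and 95 of the top 1000. Cartilage development genes among the most reduced DZ genes numbered from 17 to 22 with a library left out, and were not past the threshold without R3-Cntl DZ library 3 or R3-cKO DZ library 2, with 17 genes each.

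For single genes, 52 log2 fold changes were recomputed under 737 alternatives in all. Of these, 658 were counted as the same, 70 as moved and 9 as changed in direction, in 5 cases of a gene and zone. A tested gene counted as the same wherever its direction and its call at the adjusted threshold held. As no gene passed that threshold, this count does not show how far tested genes moved. Only genes not tested and ratios of means were judged by the spread. Prn in SFZ and Lce3c in DZ cells are among the 52, and being listed at 0 in a whole group they follow the pseudocount. With a library left out, Mylpf in SFZ cells ran from -2.34 to 0.0312, the latter without R3-Cntl SFZ library 2. Penk in SFZ cells ran from -0.43 without R3-cKO SFZ library 3 to 1.66 without R3-cKO SFZ library 2. Acan in SFZ cells ran from -0.39 without R3-Cntl SFZ library 2 to 0.80 without R3-Cntl SFZ library 1, with -0.21 without R3-cKO SFZ library 1. Runx3 in SFZ cells ran from -0.36 to 0.41, with 0.18 without R3-Cntl SFZ library 1 and 0.41 without R3-cKO SFZ library 3, and was 0.0581 as a ratio of means. Runx3 in DZ cells ran from -0.0895 without R3-Cntl DZ library 3 to 0.37, with -0.0707 without R3-cKO DZ library 1. For these changes of value and direction the cause was not tested.

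Alternatives based on read counts were not run, since the values are FPKM, and the unknown depth leaves the counting error of genes under 1 FPKM unknown. With no filter the fits include such genes.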

Differences from the paper's values

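No test of a cause was made in this part. The paper's values are the log2 fold changes of Supplementary Tables 1 to 4 and the number of genes in Fig. 5c. Fold changes of the re-analysis are on the log2(FPKM + 1) scale. That scale understates the change of genes with low values and also narrows their spread. The spread was 0.0261 for Gm13083 in SFZ cells and 0.0598 for Myo1f in DZ cells. For such genes a gap beyond the spread can follow from the scale. Of the 40 log2 fold changes in those tables, 21 differed from the paper's value by more than the spread. A change of log base did not bring the values together. The number that differed was 12 with a pseudocount of 0.1, 27 with a pseudocount of 5, and 24 of 38 as a ratio of means. Prn and Lce3c are listed at 0 in all 3 libraries of a group and are left out of the 38. In the other counts the pseudocount sets their fold changes, so they are no measure of a gap. All alternatives named in this part were set before the data were examined, apart from the replicate block with exchanged numbers, which was chosen after seeing the data.

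In SFZ cells, the paper's log2 fold change for Klhl30 is -1.09 against -0.61 here, and no alternative closed the gap. The paper's value for Prn is -2.273. Prn is listed at 0 in all 3 libraries labelled R3-cKO, and the fitted values of -0.29, and of -1.66 and -0.0620 with pseudocounts of 0.1 and 5, follow the pseudocount. Among the genes higher in R3-cKO SFZ cells, the paper's value for Jph3 is 0.944 against 0.17 and the paper's value for Gm13083 is 0.921 against 0.10, and no alternative closed these gaps. For Fbxo15 the paper's value is 1.131 against 0.25, for Cdkl4 the paper's value is 0.876 against 0.14, and for Pm20d1 the paper's value is 0.872 against 0.42. With a pseudocount of 0.1 they were 1.16, 0.80 and 0.94, within the spread of the paper's values, and no other alternative did the same. For the transcript without a symbol the paper's value is 0.903 against 0.57. It was 1.08 with a pseudocount of 0.1, 0.69 without R3-Cntl SFZ library 1, 0.68 without R3-cKO SFZ library 1 and 1.12 as a ratio of means, all within the spread, and the other alternatives were not.

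In DZ cells, the paper's log2 fold change is -1.885 for C1qc against -0.57 here, and the paper's value is -1.703 for Myo1f against -0.15. The paper's value is -1.701 for Mpeg1 against -0.31, and the paper's value is -1.592 for Tnfrsf9 against -0.43. Among the genes higher in R3-cKO DZ cells, the paper's value is 2.194 for Hoxc13 against 1.32. For Crct1 the paper's value is 1.726 against 0.73. For these 6 genes no alternative closed the gap. The paper's value for Lce3c is 1.885. Lce3c is listed at 0 in all 3 R3-Cntl DZ libraries, and its fitted values of 0.78, and of 3.02 and 0.20 with pseudocounts of 0.1 and 5, lie on both sides of the paper's value and follow the pseudocount. The paper's value for Zfp648 is -1.837 against -1.20, and it was -2.18 with a pseudocount of 0.1 and -1.48 without R3-Cntl DZ library 2, both within the spread. A pseudocount of 0.1, and no other alternative, closed the gap for 5 genes. The paper's value for Pthlh is -1.824 against -0.79, which became -1.91. For Tnfrsf19 the paper's value is -1.717 against -0.71, which became -1.71, and for Dsp the paper's value is 2.02 against 0.72, which became 1.88. For Dlx2 the paper's value is 1.699 against 1.11, which became 1.92, and for Serpinb9b the paper's value is 1.675 against 0.61, which became 1.87.

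The paper's number of SFZ genes changed over 2-fold is 18, against 3 here with an unadjusted p under 0.05. The number was 17 without R3-Cntl SFZ library 1, 12 without R3-Cntl SFZ library 3 and 14 without R3-cKO SFZ library 1 and 16 with a replicate block in which the numbers of R3-Cntl SFZ libraries 2 and 3 were exchanged, within 1.5 times the paper's number, and no other alternative was. Among the genes of Fig. 5c, Prg4 and Ccl2 passed both thresholds here. Ibsp passed them without R3-Cntl SFZ library 1 and with the exchanged numbers in the block. Mmp9, Actn2, Ryr1, Bmp8a and Trim72 passed them under none of the alternatives, and were tested only with no filter on low values.

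Of the 20 genes the paper's tables list for SFZ cells, 9 were tested and 3 had an unadjusted p under 0.05. With no filter on low values, Prn, Gm13083, Fbxo15 and Klhl30 in SFZ cells and Dsp, C1qc, Myo1f, Pthlh, Tnfrsf9, Crct1 and Lce3c in DZ cells also had an unadjusted p under 0.05. In SFZ cells so did Eln and Ibsp without R3-Cntl SFZ library 1, Gsta4 without R3-Cntl SFZ library 2, Lrrtm1 without R3-cKO SFZ library 2, Gsta4 and Klhl30 with all 12 libraries in a single model, and Eln, Gsta4 and Ibsp with the exchanged numbers in the block. The fold change of Gm13083, Fbxo15 and Klhl30 stayed under 2-fold in these fits. Of 9 genes of Supplementary Table 4 named in the added text, 5 were tested and all 5 had an unadjusted p under 0.05, as had the 4 tested of the 10 listed as lower.

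The paper states that genes other than Prg4 in SFZ cells and Acan in DZ cells, Mmp13 among them, did not change by quantitative PCR (Fig. 2g). Mmp13 had a log2 fold change of -1.16 in SFZ cells and -1.67 in DZ cells, with limma adjusted p of 1.00 and 0.999.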

Other observations

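The tests of gene lists, the permutation tests of single genes and the replicate block were chosen beforehand. So were the tests of muscle, keratinocyte and macrophage transcripts. The counts of splits for genes with an adjusted p under 0.05 within a zone or between zones were also chosen beforehand. All other tests were chosen only after the result was seen.

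Several genes lower in SFZ libraries labelled R3-cKO are genes of skeletal muscle, and skeletal muscle cells in the SFZ libraries are a candidate source. The muscle list held 63 genes, of which 12 passed the filter in SFZ cells, 4 are in another list and 8 were picked by the paper. The 12 had a median log2 fold change of -0.62, with 10 of 12 lower (adjusted p = 0.0102 by camera and 0.967 by fry). The 55 genes that the paper did not pick rose and fell together across the 6 SFZ libraries, with a mean correlation of 0.67 against 0.11 at the 95th percentile of 10000 random lists, which is percentile 100, and 48 of them were lower in the libraries labelled R3-cKO. The 5 most abundant of them, Cox6a2, Eno3, Acta1, Jph2 and Myl1, had a median log2 fold change of -0.20, and 4 of the 5 were lower. Acta1 and Myl1 were highest in R3-Cntl SFZ library 2, at 38.03 and 31.74 FPKM, while Cox6a2 was highest in R3-Cntl library 1 at 19.68 FPKM and Eno3 in R3-cKO library 2 at 19.77 FPKM. The values are consistent with muscle transcripts in R3-Cntl SFZ library 2, which may come from tissue dissected with the cartilage or from cells of the preparation. Across the list, the mean log2(FPKM + 1) was 1.82 in R3-Cntl library 2 and 0.57 and 0.44 in R3-Cntl libraries 1 and 3. It was 0.49, 0.51 and 0.56 in R3-cKO libraries 1, 2 and 3. An effect of Runx3 would also raise R3-Cntl libraries 1 and 3, so these means argue against it for the list as a set. An effect on single genes stays open, since Tnnt2 and Klhl30 were higher in R3-Cntl libraries 1 and 3 than in every R3-cKO library. In DZ cells 11 muscle genes had a median of 0.08.

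Keratinocytes that express Krt5 and Krt14 were argued against as the source of keratinocyte genes higher in R3-cKO DZ cells. The list held 50 genes, of which 45 have deposited values, 10 passed the filter, 0 are in another list and 5 were picked by the paper. The 10 had a median log2 fold change of 0.54, with 2 of 10 lower (adjusted p = 0.0183 by camera and 0.162 by fry). The 37 unpicked genes had a mean correlation of 0.03, at percentile 81.8 of random lists. Perp, Calml3, Klk8, Sbsn and Jup, the 5 most abundant, had a median of 0.54 but did not move together, with Perp at 0.82 and Calml3 at -1.07. Krt5 and Krt14, abundant in keratinocytes, did not rise above 0.1 FPKM. Other keratins did rise. Krt17 measured 1.03, 2.25 and 0.36 FPKM in R3-Cntl DZ libraries and 6.60, 10.46 and 0.37 FPKM in the libraries labelled R3-cKO, and Krt19, chosen after its values were seen, had a log2 fold change of 1.80 there. In SFZ cells 9 genes of this list had a median of -0.05. What raised these genes in DZ cells stays open, other epithelial cells among the sources.

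Macrophages in the DZ libraries remain a candidate explanation for C1qc, Myo1f and Mpeg1. The list held 40 genes, of which 5 passed the filter in DZ cells, 0 are in another list and 3 were picked by the paper. Their median log2 fold change was -0.69 (adjusted p = 0.00176 by camera and 0.372 by fry). The 37 unpicked genes had a mean correlation of 0.47, at percentile 100, against 0.07 at the 95th percentile. The 5 most abundant had a median of -0.69. Among them, Lyz2, Laptm5 and Cd68 had log2 fold changes of -1.15, -0.76 and -0.25, and Lyz2 reached 16.17 FPKM in R3-Cntl DZ library 3. Fewer macrophages in the preparations labelled R3-cKO may underlie this, and whether the genotype or the dissection set their number was not tested. In SFZ cells 24 of 29 macrophage genes were lower, with a median of -0.25 (adjusted p = 0.102 by camera).

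Runx3 was not lower in the libraries labelled R3-cKO, with log2 fold changes of -0.0444 in SFZ and 0.13 in DZ cells. Exchanged labels would make it higher there, and neither value lies beyond its spread. Since a value per gene sums all exons, correct and exchanged genotype labels cannot be told apart from Runx3. Runx2 had log2 fold changes of 0.13 in SFZ cells (exact permutation p = 0.5) and 0.30 in DZ cells (exact permutation p = 0.2). Runx1 had 0.03 in SFZ cells (exact permutation p = 0.9) and 0.52 in DZ cells (exact permutation p = 0.3).

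In the SFZ, 25 genes changed over 2-fold in the same direction in numbers 2 and 3, where Y-linked transcripts were present in R3-Cntl alone. Of these, 88.0% changed the same way in number 1, against 59.0% of all genes, with a median change of 0.37 in number 1 and 1.41 in the others. With number 2 held out, 4.08% of 368 genes changed the same way in it, and with number 3 held out 18.9% of 53 genes did.

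With 0 genes past the adjusted threshold, all 10 splits of the SFZ libraries and all 10 of the DZ libraries gave as many, with 34 and 404 genes at an unadjusted p under 0.05. Only the real split of the R3-Cntl libraries by zone, 1 of 10, gave 140 genes, and the others gave 0. In the SFZ, 8 of 10 splits gave at least 3 genes over 2-fold and 8 of 10 at least 34 genes with an unadjusted p under 0.05. The SFZ split of R3-Cntl library 1, R3-cKO library 1 and R3-cKO library 3 from the others gave 1202 genes with an adjusted p under 0.05 and 3710 with an unadjusted p under 0.05, so these libraries differ by something other than genotype. The cell cycle list had its largest median of the 10 SFZ splits there, 1.69, with means on the log2(FPKM + 1) scale of 3.42, 3.02 and 2.28 in these 3 libraries and of 4.09, 4.70 and 4.52 in R3-Cntl libraries 2 and 3 and R3-cKO library 2. Proliferation genes are thus part of the difference, and what set their level was not identified. Medians of the cell cycle list as large as the real ones arose in 4 of 10 SFZ splits and 7 of 10 DZ splits, and as many cell division genes among the 2000 most reduced in 4 of 10 SFZ splits. Only the real split, 1 of 10, gave a median of the ossification and cartilage list as large in DZ cells, and 1 of 10 gave as many cartilage development genes. The splits that part all 3 DZ pairs gave medians of 0.19, 0.07 and 0.11 for that list, against 0.38 in size for the real one. No share of 10 splits is under 0.1, so genotype and chance cannot be told apart by these counts.

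For the difference in genotype effect between zones, 100 of 200 regroupings were drawn. All 100 gave at least 0 genes past the adjusted threshold, which any grouping does, so this count decides nothing. At least the 99 genes found at an unadjusted p under 0.05 arose in 79, and 27 gave a difference in the cell cycle list at least as large as the 1.26 found. The real grouping parts every pair of DZ libraries of the same number and many regroupings do not, so their counts do not compare like with like. With the replicate number as a block 506 genes had an unadjusted p under 0.05 and with a block of genotype and number 949, with 0 past the adjusted threshold in each. Whether the genotype effect differs between zones stays open.

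In the SFZ the numbers of R3-Cntl libraries 2 and 3 may be exchanged. After removal of the group means, R3-Cntl library 3 correlated at 0.69 with R3-cKO SFZ library 2, and at 0.58 and 0.56 with the DZ libraries of number 2, while R3-Cntl library 2 correlated at 0.45 with R3-cKO SFZ library 3, and at 0.38 and 0.04 with the DZ libraries of number 3. With the numbers exchanged, the mean correlation of the R3-Cntl SFZ libraries with the DZ libraries of their number was 0.421, against 0.124 as numbered, and was the highest of the 6 orders. Against this, R3-Cntl library 2 also correlated at 0.11 and 0.22 with the R3-Cntl and R3-cKO DZ libraries of its own number, and for R3-cKO DZ that is more than with number 3. A number that ties no SFZ libraries together would also leave libraries 2 and 3 unlike their number, but other correlations argue against it. R3-cKO SFZ library 2 correlated at 0.71 and 0.78 with the DZ libraries of number 2. R3-cKO SFZ library 3 correlated at 0.62 and 0.65 with those of number 3. Both SFZ libraries of number 1 correlated at 0.39 to 0.58 with the DZ libraries of number 1. Whether the number holds for R3-Cntl SFZ libraries 2 and 3 stays open.

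Of the other lists, the deep zone genes had a median log2 fold change of -0.44 in DZ cells, with 18 of 19 lower (adjusted p = 6.97e-09 by camera and 0.967 by fry), and -0.01 in SFZ cells. Of its 20 genes, 18 are in another list. Superficial zone genes had medians of -0.08 in SFZ and 0.12 in DZ cells, osteoclast genes -0.06 and 0.09, and the genes of Fig. 2g -0.02 and 0.05. The catabolic genes had a median of -0.02 in SFZ cells, and the anabolic genes in DZ cells an adjusted p of 0.0274 by camera and 0.967 by fry.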
